# HDAC3-Regulated PGE2 Production by Microglia Induces Phobic Anxiety Susceptibility After Stroke and Pointedly Exploiting a Signal-Targeted Gamma Visual Stimulation New Therapy

**DOI:** 10.3389/fimmu.2022.845678

**Published:** 2022-02-18

**Authors:** Hongrui Zhu, Yi Guo, Ailing Huang, Huidan Shen, Yang Chen, Jingyi Song, Ao Guan, Liang Wu, Huiting Wang, Bin Deng

**Keywords:** poststroke anxiety, histone deacetylases, microglia, prostaglandin E_2_, amygdala, gamma oscillation

## Abstract

**Background:**

Phobic anxiety present after stroke (called poststroke anxiety, PSA) can hamper the rehabilitation of patients and disrupt their usual activities. Besides, the symptoms and mechanisms of PSA are different from those in nonstroke populations that have generalized anxiety disorder. What’s more, the treatment approaches for phobic anxiety are confined to unitary or general methods with poor efficiency.

**Methods:**

Behavioural test screen combined bioinformatics analysis explored molecular changes between generalized anxiety disorder in nonstroke mice (restraint stress, RS) and photothrombotic stroke mice exposed to environmental stress (PTS + RS, mimicking PSA). Multiple molecular biological and neurobiological methods were employed to explain mechanisms *in vitro* and *in vivo*. And exploiting gamma flicker stimulation device for therapy.

**Results:**

Microglial (MG) overactivation is a prominent characteristic of PTS + RS. HDAC3 was mainly upregulated in activated-microglia from damaged cortex and that local prostaglandin E2 (PGE_2_) production increased in MG *via* HDAC3-mediated activation of NF-κB signalling by p65 deacetylation. A high content of PGE_2_ in damaged ischaemic cortex could diffuse freely to amygdala, eliciting anxiety susceptibility of PSA *via* EP2. Importantly, gamma flicker stimulation relieved anxious behaviour of PTS + RS by modulating the HDAC3/Cox1/EP2 network at some extent.

**Conclusions:**

HDAC3-regulated PGE_2_ production by microglia constitutes phobic anxiety susceptibility after stroke and a protective approach of gamma visual stimulation can be a candidate new therapy.

**Graphical Abstract:**
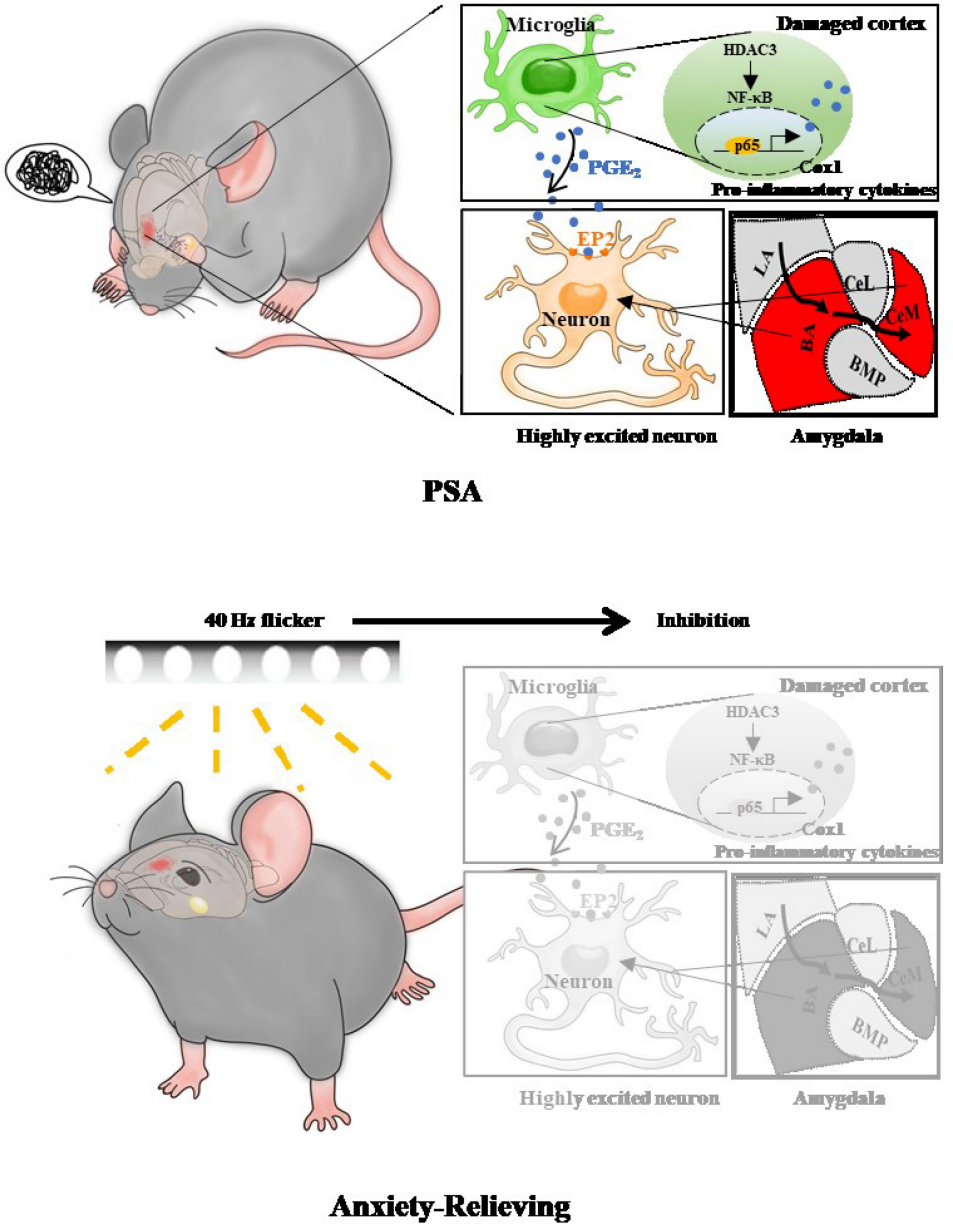

## Introduction

Poststroke anxiety (PSA) is common, emerging from a quarter of strokes and approximately a third of transient ischaemic attacks (TIAs) (1). Most evidence indicates that phobic anxiety present after stroke can hamper the rehabilitation of patients and disrupt their usual activities. Intervention approaches for phobic anxiety are limited to unitary or general methods, such as relaxation and anti-depressants, which are treatments for generalized anxiety and are unlikely to be effective in phobic anxiety (2, 3). Therefore, researchers recognize different pathophysiological changes in nonstroke populations that generalize anxiety disorder (GAD) and stroke patients with phobic anxiety. Populations with GAD usually manifest persistent and multiple worries, such as finance or health, while phobic anxiety represents unpleasant anxiety of situations or stimuli (3). Phobic disorder is the predominant anxiety subtype after stroke or TIA (4) and is markedly different from generalized anxiety (5). In addition, stroke individuals with young or previous anxious and depressed characteristics usually elicit the likelihood of phobic anxiety (2, 3). Pathologically, patients with right posterior lesions had more anxiety than those with right anterior lesions. Left cortical or subcortical anterior lesions increase individual vulnerability and decrease resilience under environmental stress, although areas of regulating negative emotion are not necessarily directly impaired (e.g., the greater ventral tegmental area (VTA), the nucleus accumbens (NAc), the prefrontal cortex (PFC) and the amygdala). However, pathophysiologically, little is known about these underlying molecules that contribute to resilient/vulnerable anxiety following stroke. Accordingly, identification of key molecules involved in anxiety susceptibility remains a priority.

Epigenetic remodelling factors have been reported to participate in anxiety susceptibility in chronic stress models (6). Recent evidence has shown that histone deacetylases (HDACs) are not only connected with emotion regulation, such as depression, but are also involved in poststroke recovery (7, 8). For example, HDAC3 and HDAC6 manifest differential expression levels in chronic social defeat stress (CSDS) mice. HDAC3, mediating deacetylating histones or non-histones, is involved in enhancing the tolerance of cerebral hypoperfusion and ischaemia/reperfusion and upregulating in damaged brain tissue or activated microglia (9, 10). In addition, HDAC3 limits the inflammatory reaction in immune cells under multiple stressors (11, 12). In individuals with stress-induced resilient depression, HDAC3 is extremely upregulated (13). Given that HDAC3 connects stroke and emotion regulation, it is easy to think whether HDAC3 mediates anxiety susceptibility after stroke.

In this study, we first screened molecular changes between nonstroke mice with generalized anxiety disorder (restraint stress, RS) and photothrombotic stroke mice with plus restraint stress (PTS + RS). The RS model simulates the mental conditions of nonstroke populations, while the PTS + RS model is close to stroke patients exposed to adverse situations or stimuli (2, 13). PTS + RS increased the degree of susceptibility to adverse experiences compared with the RS group. In detail, inflammation overactivation, especially microglial activation, is a prominent characteristic of PTS + RS group. Furthermore, we found that the epigenetic remodelling enzyme HDAC3, which mediates the inflammation pathway, was mainly upregulated in microglia of the damaged cortex. HDAC3 inhibition suppresses the inflammatory reaction and regulates the Cox1-EP2 network to influence anxiety susceptibility acquisition. In addition, HDAC3 inhibition enhances mTOR signalling and GSK3 pathway regulation, exerting neuroprotective effects. Finally, we established that HDAC3-mediated p65 deacetylation modifies the activation of downstream NF-κB target genes involved in prostaglandin synthesis. Simultaneously, we developed a device of gamma flicker stimulation for the treatment of PTS + RS, finding that it can relieve anxious behaviour of PTS + RS by modulating the HDAC3/Cox1/EP2 network. Therefore, our findings reveal role of the HDAC3/Cox1/EP2 signalling network in susceptibility to poststroke anxiety and suggest that gamma oscillation can be a useful therapy in alleviating susceptibility to additional stress exposure after stroke.

## Materials and Methods

### Experimental Subjects

Male C57BL/6 mice (18-20 g; Charles River, Beijing, China) were housed under standard conditions (22 ± 2°C, 50–70% humidity) and maintained on a 12-hour light/dark cycle with food and water available. All animal procedures involving this study were approved by the University Committee on Animal Care of Xiamen University and conducted in accordance with the guidelines for Animal Use of the National Institutes of Health.

### Cells

Primary microglia were obtained from the brains of postnatal Days 1~2. Briefly, ice-anaesthetized mice were pre-disinfected and decapitated quickly. After removing the meninges and cerebella in HBSS buffer, the isolated brain tissues were disassociated with a sterile pipette by pipetting up and down several times. Then, homogenates were filtered through a 70-µm cell strainer and centrifuged at 550 g for 5 min. Homogenates were resuspended with 10% heat-inactive foetal bovine serum (FBS, Gibco, 10270-106) DMEM culture medium and transferred into T75 flasks for culturing overnight. Next, DMEM culture medium containing GMSF was added on the second day. Several days later, primary microglia were harvested by shaking flasks at 150 rpm for 15 min. For the murine microglial cell line, BV2 cells were selected for this study.

### Drugs

RGFP109 (RGFP109, Selleck Chemicals) was dissolved in DMSO and diluted in 30% (w/v) hydroxypropyl-β-cyclodextrin (#HK388-5g, Bio Basic Inc., Toronto, Canada) with 100 mM sodium acetate (pH 5.4). Then, RGFP109 was administered subcutaneously once per day for 2 weeks with 60 mg/kg dose.

### Photothrombotic Stroke Mouse Model

After mouse was anaesthetized with isoflurane, the skull was exposed. Then, 100 mg/kg Rose Bengal (Sigma Chemical Co., St. Louis, MO, USA) solution was intraperitoneally injected before illumination, the mouse was fixed in a stereotaxic device, and the range of the skull window was determined (posterior 0.3~2.3 mm and right 0.5~3.0 mm to the bregma). The cold light source (Gohecho Company, Model B5200) was placed as close as possible to the exposed skull and illuminated for 15 min.

### Spatial Restraint Stress Model

Experimental group mice were individually restrained in a well ventilated 50-ml centrifuge tube for 21 days from 9 am to 11 am for 2 h. After restraint stress, experimental mice were removed from the tube and returned to their cages with free access to water and food. Mice in the sham group remained undisturbed in their original cages.

### Cell Inflammatory Stress Model and Intervention Details

Briefly, primary microglial cells or BV2 cells were primed with LPS (500 ng/mL Sigma, L-2880) for 4 h in heat-inactivated 10% foetal bovine serum DMEM, followed by stimulation with 2 mM ATP (Roche, 39251728) for 30 min or not.

### Gamma Visual Stimulation Exposure

Gamma flicker stimulation device was made according to previous reports (14, 15). Before visual stimulation exposure, mice were habituated and transferred from their home cage to a similar cage without bedding in a dark room for 3 h. Then, animals were exposed to LED lights flashing at 40 Hz frequency (12.5 ms light on, 12.5 ms light off) for 2 h. Poststroke anxiety mice were treated with gamma flicker stimulation for at least 21 consecutive days according to protocol 1 or protocol 2 (**Figure S9D**).

### Tissue Preparation, Histology and Imaging

For TTC staining. Mice were anaesthetized with isoflurane and decapitated, and then the brain was obtained. After frozen in -20°C for 20 minutes until the brain became hard, the brain was cut into 1-mm thick slices. Slices were immediately incubated in 1% 2,3,5-triphenyltetrazolium chloride (Sigma–Aldrich Co., St. Louis, MO, USA) at 37°C for 15 min. Then, infarction volume was qualified by ImageJ software.

Mice were anaesthetized and perfused with ice-cold PBS followed by cold 4% paraformaldehyde. Brains were submerged under PFA for 2 h or 12 h. PFA-fixed tissues were transferred into 20% sucrose and 30% sucrose sequentially for 6 h. After OCT embedding, 20-μm sagittal sections of the brain were collected using a cryostat (Leica, CM1950). Thick cryosections were performed with heat-induced antigen retrieval at 95°C (10 mM sodium citrate, 0.05% Tween-20) and then permeabilized at room temperature (RT) with blocking buffer (5% BSA containing 0.2% Triton-X 100 (Sigma, A2153 and T8787)). Primary antibodies were applied at different dilutions in 1% blocking solution overnight at 4°C. After washing with PBS three times, Alexa Fluor-conjugated secondary antibodies were added. Then, slices were mounted with mounting medium containing DAPI (Vector labs H-1000). For confocal microscopy, all images were captured by a Leica TCS SP8 with a Z-stack model. Imaris software (X64 9.2.0) was utilized for microglia 3D reconstruction, surface rendering and filaments with other structural components. Microglia somatic size and process length were analysed with Image J. Colocalization analysis and fluorescence intensity were obtained with Imaris and Leica TCS SP8, respectively.

For cell immunofluorescence, cold PFA-fixed cells (2%) were incubated with blocking buffer for 1 h at room temperature. Primary antibodies were incubated for 6~8 h; secondary antibodies were used later. For confocal microscopy, all images were captured by a Leica TCS SP8.

### Stereotaxic Surgeries and Microinjections

After mice were anaesthetized, the pipette was positioned above the injection site. Injection was performed by lowering the needle rapidly and firmly, after opening or penetration of skull. After penetration, the injection depth was adjusted to the desired location (CeM: AP: -1.4mm; ML: ± 3.5 mm, DV: -5.1 mm), the shRNA or control vehicle was injected unilaterally into the amygdala using a stereotactic injection apparatus (RWD Life Science, Shenzhen, China).

### Separation of Cytoplasmic and Nuclear Proteins

Cells were collected, washed with ice-cold PBS, and lysed with 500 μL buffer A (10 mM HEPES-KOH (pH 7.9), 10 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA, 0.125% NP40, and 1x proteinase inhibitor cocktail) for 20 min at 4°C and agitated it regularly. Then, the contents were centrifuged at 12000 g for 5 min at 4°C. Collected the supernatants (containing the cytoplastic proteins) carefully and washed the precipitate with 1 ml buffer A. Further, the precipitate was lysed by 500 μl RIPA. Finally, the cytoplasmic proteins and nuclear proteins were analysed by western blotting.

### Western Blotting

All proteins samples including cell samples and tissue samples were dissolved into SDS. After tissue being homogenized and lysed, the protein concentration was measured by BCA protein assay kit (Thermo Fisher Scientific) to reach the equal amounts. 8% to 10% SDS-PAGE gel were used when electrophoresis. Then protein strips were transferred onto PVDF membranes (Millipore), followed by incubation with primary antibodies for overnight at 4°C. Using the 1 x TBST to wash out of the excess antibodies, before incubated membranes with HRP-conjugated secondary antibodies for 1 h at room temperature. Detailed antibody information is listed in **Supplementary Table 1**.

### Immunoprecipitation (IP)

For exogenous IP, human embryonic kidney (HEK293T) cells were cultured in DMEM (Life Technologies) containing 10% FBS. The plasmids were transfected with polyethylenimine (PEI, 10 μM). Collected the lysis of the transfected cells in IP buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 1 M EGTA, 2.5 mM sodium pyrophosphate, 1 mM sodium orthovanadate and 1% Triton X-100 and PMSF (BBI Life Sciences, 329986, 1:100)) on ice. After centrifugation (12000 g, 4°C), 1 μg anti-HA, anti-Flag or anti-Myc was added to the supernatant overnight with gentle rotation. Then 10 μl protein A/G agarose (Yeasen, 36403ES03) resin was added and rotated at 4°C for at least 3 h. After washing with IP buffer, the beads were boiled in 1× SDS sample buffer. Empty vectors or anti-IgG were used as control.

For endogenous immunoprecipitation, tissue was directly lysed in RIPA buffer (50 mM Tris–HCl, 150 mM NaCl, 1 mM EDTA, 1% Triton, 1% Na deoxycholate, 0.1% SDS) supplemented with the cocktail (Roche, 1:1000) and PMSF (1:100) of protease. Cell lysates were incubated with immunoprecipitation antibodies (HDAC3, HDAC1, HDAC2 and p65) at 4°C for 4 hours, followed by overnight incubation with protein G beads. After the beads were washed, the immunoprecipitated protein complex was processed for western blotting with nonspecific IgG as a negative control. Detailed antibody information is listed in **Supplementary Table 1**.

### Quantitative PCR

Tissue or cells were treated with TRIzol reagent (Life Technologies, Carlsbad, CA, USA #15596018) according to the manufacturer’s protocols. A First-Strand cDNA Synthesis Kit (Promega) was used to reverse transcripts. The cDNA was diluted to 10 times with ddH_2_O. Then, cDNA from various groups was quantified by using Fast SYBR Green Master Mix (Thermo Fisher) and a Bio-Rad Real-Time PCR System (Roche, Basel, Switzerland). The relative gene expression level was normalized to that of β-actin. Detailed premiers are listed in **Supplementary Table 1**.

### PGE_2_ Measure

Brain tissue samples were stored at -80°C. The next day, the tissue was homogenized in lysis buffer (0.05 M Tris-HCl, 0.1 M NaCl, and 0.2 mM EDTA, pH 7). The homogenates were centrifuged at 1700 g for 15 min at 4°C. PGE_2_ in the supernatant was measured by a PGE_2_ ELISA kit according to the manufacturer’s protocol (Cayman Chemical, 514531).

### RNA-Seq Analysis

RNA-seq was carried out by the UCLA Neuroscience Genomics Core (UNGC). Samples were pooled and barcoded. The library was prepared using Nugen Ovation RNA Ultra Low Input + Kapa Hyper. Preparation included 120-bp paired-end reads, and the sequencing run was carried out over 5 lanes. On average, 55 million reads were obtained. Reads were aligned to the mouse GRCm38 reference genome using STAR (v.2.4.0), and an average uniquely aligned rate of 80.9 ± 1.1% (mean ± s.e.m.) was obtained. Read counts for RefSeq genes (mm10) were generated by HTSeq v.0.6.1. Low-count genes were filtered, and fragments per kilobase per million mapped reads (FPKM) values were generated. Differentially expressed genes were identified using the Limma package.

### Flow Cytometry

After the mice were anaesthetized, the hippocampus was carefully removed and immediately submerged in serum-free DMEM. The tissue was disassociated with a sterile pipette by pipetting up and down gently several times and incubated at 37°C for 30 min. Then, 550 g was centrifuged for 5 min. Precipitates were filtered through a 70-µm cell strainer. Cells were resuspended in FACS buffer (3% BSA, EDTA), and fluorescent antibodies (CD45-PE-Cy7, CD11b-APC and Ly6G-Fluor^TM-488^) were added for 30 min. After incubation, cells were detected by flow cytometry (Biosciences, Quanteon) and analysed by Flow Jo (Version 10.0).

### Cloning and Plasmid Construction

Mouse *Hdac3*3 (gene ID: 8841), mouse *p65* (gene ID: 19697) and mouse *Kat5* (gene ID: 81601), *Kat8* (gene ID: 67773), *Kat2a* (gene ID: 14534), *COX1* (gene ID: 17708), and *Cbp* (gene ID: 94212) cDNAs were cloned into insect cell expression vectors, pcDNA3.3-Myc, pcDNA3.3-HA and pcDNA3.3-Flag. shEP2 was cloned in pLKO.1, which was modified to add GFP after the inserted fragment (see **Supplementary Table 1**).

### Small Interference RNA

Small interfering RNA targeting *Hdac3* was purchased from BiosMed Technology Co., Ltd. Detailed information is provided in the Supplementary Information. 40 nM oligonucleotides were transfected into mouse primary microglia with 5.5 μl Lipofectamine RNAi MAX reagent (13778, Invitrogen). The mixture was incubated at RT for 5 minutes. The siRNA-RNAi MAX complex was added to 1ml 5% FBS DMEM cultures in a cell incubator for 48 hours at 37°C.

### Lentivirus Production and Transduction

Short-hairpin RNA (shRNA) was constructed with recombinant pLKO.1 as mentioned above, and plasmids were co-transfected into HEK293T cells with the packaging plasmid pSPAX2 and enveloping plasmid pMD.2G using the PEI-based transfection method to produce lentiviral virus for 8 h. Then, serum-free medium was replaced with serum-containing DMEM, and the supernatant was harvested after 72 h and 36 h. Virus was collected through 70000 g centrifugation at 4°C and titrated by infecting HEK293T cells.

### Behavioural Testing

#### Open Field Test (OFT)

To measure the anxious behaviour and general activity of animals, we characterized mouse behaviour as they freely explored an open-field plastic chamber (50-cm width × 50-cm length × 50-cm height). Around three months old mice were placed in this area for 10 min. Total distance and time spent in the central region was recorded (Video camera system, smart 3.0).

#### Elevated Plus Maze Test (EPM)

Mice were placed into the centre quadrant of a 4-arm maze with two open arms without walls and two closed arms with walls. The mice were placed in the centre and faced a closed arm at the start of a trial. This software (Smart 3.0) tracked the amount of time the mice spent in the closed arms versus the open arms throughout a 5-min session.

#### Tail Suspension Test (TST)

Mice were suspended by their tails from an acrylic bar (15 cm in diameter, 30 cm in height) for five minutes. Escape-related behaviour was assessed, where immobility duration (%) during the 5 min suspension period was recorded (Smart 3.0).

### Electrophysiology

The mice brains were rapidly removed, placed in ice-cold artificial hypertonic glucose solution (120 mM sucrose, 2.5 mM KCl, 10 mM MgSO_4_, 1.25 mM NaH_2_PO_4_, 26 mM NaHCO_3_, 10 mM D-glucose, 64 mM NaCl, and 0.5 mM CaCl_2_) after mice were anaesthetized with isoflurane rapidly. Meanwhile, artificial hypertonic glucose solution was bubbled with carbogen (95% O_2_ + 5% CO_2_). Brain slices were cut (400 µm thick) by Leica VT1200S vibratome. The slices were incubated in ACSF (3.5 mM KCl, 120 mM NaCl, 1.3 mM MgSO_4_, 10 mM D-glucose, 1.25 mM NaH_2_PO_4_, 26 mM NaHCO_3_, and 2.5 mM CaCl_2_), and bubbled with carbogen at 32°C for 1 hour and recovered at RT for at least 1 hour with consistent carbogen supply. The Schaffer collateral inputs to the CA1 region pathway were selected for LTP recording. Baseline responses were acquired every 20 s with a stimulation intensity that yielded 30% of the maximum response. After a 20-min stable baseline recording, LTP was induced by high-frequency stimulation (two trains of 100-Hz stimuli with an interval of 30 s), followed by continued recording for 60 min.

### Quantification and Statistical Analyses

All outcomes presented in this manuscript are displayed as the mean ± SEM or SD. Statistical analysis was carried out with a two-tailed unpaired method (Student’s *t*-test) when we were faced with two independent groups, and one-way ANOVA for multiple groups with single variance, all calculated with GraphPad Prism 8. Significant statistical figure outcomes must obey a p value upper bound less than 0.05. In addition, the statistical legends marked in the chart are explained as follows (* indicates p < 0.05; ** indicates p < 0.01; *** represents p < 0.005).

## Results

### Additional Stress Exposure After Cortex Infarction Increases the Degree of Susceptibility to Adverse Experiences

We first characterized the difference in negative emotion acquisition between sham, restraint stress (RS), photothrombotic stroke and photothrombotic stroke plus restraint stress (PTS + RS) mice on Day 31 after induction of the model. To approximately correct the infarction level baseline between PTS and PTS + RS and avoid group error induced by lesion variation, the infarct volume between PTS and PTS + RS was not significantly different on the second day of the acute phase after modelling (**Figures S1A, B**). From the day of cortex infarction, behaviour test was performed at Day 31 from the initiation of the inducing model (**Figure 1A**). According to the outcomes of the open-field test (**Figures 1B, C**), in contrast to sham mice, RS and PTS + RS mice in both groups showed reduced interest in exploring the central region, featuring a lower percentage of distance and time spent in the centre. The elevated plus maze (EPM) test and tail suspension test showed that PTS and PTS + RS mice were more susceptible to adverse emotions (**Figures 1D–F**). The symptoms of negative emotions, including depression and anxiety, were closely correlated with stress intensities. PTS + RS mice had more severe emotional dysfunction than PTS mice. In addition, PTS + RS mice had a greater anxiety inclination than the RS alone group. Next, we tested anxious behaviour during the acute period of PTS on the fourth day. We discovered that PTS solely contributes to the sensitivity of anxious behaviour despite the amygdala not being directly damaged by ischaemic damage (**Figures S1C, D**). Therefore, we speculate that cortex infarction may increase some endogenous molecules that aggravate adverse experiences and that additional stress amplifies this biological behaviour according to several outcomes, including reflecting anxious behaviour test tracks, damage-associated cortex situations and severe stress-induced intestinal disorders (**Figures S2A–G**).

**Figure 1:**
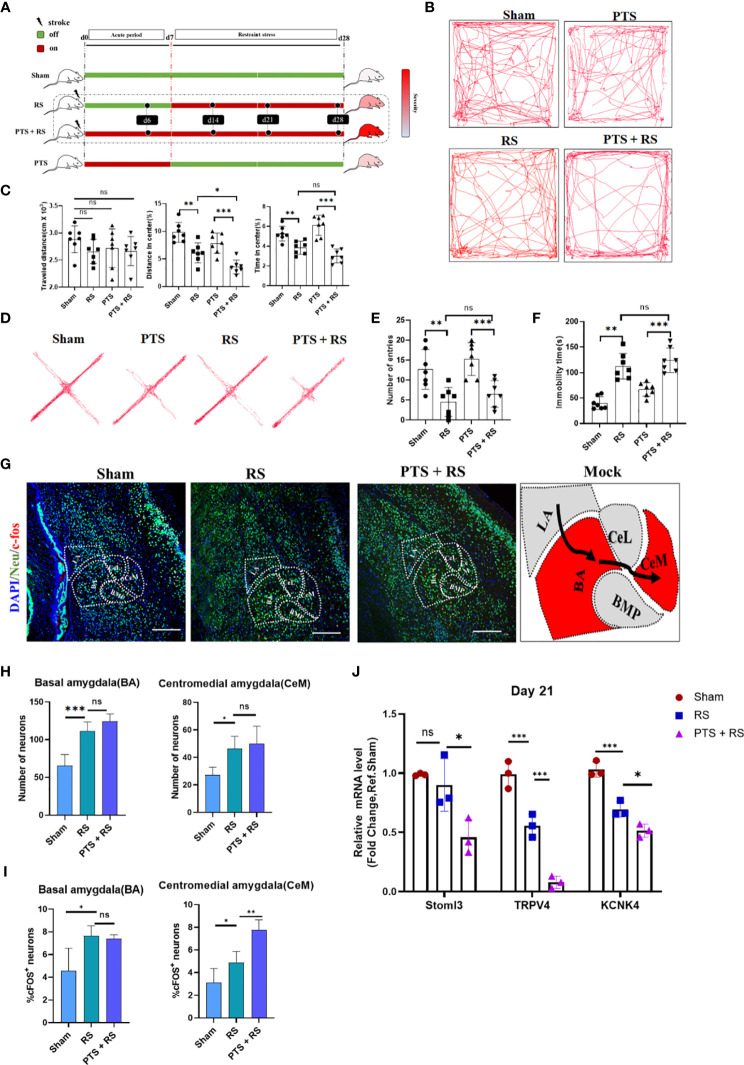
Additional stress exposure after cortex infarction increases the degree of susceptibility to adverse experiences. **(A)** Systematic experimental design. The time points of the various groups are shown above, and the days mentioned in this article all obey this principle. **(B)** Representative tracks of the open-field test (OFT) between sham, photothrombotic stroke (PTS), restraint stress (RS) and photothrombotic stroke plus restraint stress (PTS + RS) mice on day 31 after induction of the model. **(C)** Statistical analysis of travel distance, percentage of distance travelled in the centre and time spent in the centre area (N = 7 per group). **(D)** Elevated plus-maze (EPM) represents four groups of motivation tracks. **(E)** Number into open arm was described on Day 33 after OFT finish (N = 7 per group). **(F)** Immobility time spent was tested by the tail suspension test on Day 34 after EPS was finished. **(G, H)** Amygdaloid nucleus staining of neurons (Neu) and c-fos **(G)** (scale bar = 200 µm); statistical data **(H, I)** were based on the number of neurons and percentage of c-fos-positive neurons in the corresponding nuclear groups (basal amygdala (BA) and centromedial amygdala (CeM)). **(J)** qRT-PCR outcomes of amygdaloid between the sham, PTS and PTS + RS groups on Day 21 (acute period of model), and the Q-PCR assay was performed at least three times. The animal number of behavioural tests in **(A–F)** was 7 per group. The qRT-PCR assay was performed in at least three independent experiments. The data mentioned above are presented as the means ± SEM and were analysed by one-way ANOVA with Bonferroni *post hoc* test. (ns, no significance; *p < 0.05; **p < 0.01; ***p < 0.005).

To understand the mechanism underlying this abnormal behaviour extraverted by cortex infarction itself, we sought to identify the relevant neuronal circuits regulating adverse experiences. The immediate early gene c-Fos is a candidate marker reflecting neuronal activity. The formation of anxiety information is vividly related to the amygdala. According to previous reports, BA (basal amygdala) but not LA (lateral amygdala) neurons project to the centrolateral (CeL) and CeM nucleus. The CeM is regarded as the primary output nucleus of the amygdala, in which BA→CeM directly mediates downstream targets about anxiety-related behaviours (16). RS induced a classical anxiety model, and we observed that compared with the sham group, RS mice exhibited neuronal overactivation of BA and CeM, same as PTS + RS mice. But there is no number difference of neurons in BA or CeM between RS and PTS + RS (**Figures 1G, H** and **Figures S3A, B**). However, this phenomenon cannot explain why the PTS + RS group acquires more severe adverse emotions than the RS group. Therefore, c-Fos ^+^ Neu (Neuron)^+^ percentage was performed to analysis deeply. Results showed that CeM c-Fos ^+^ Neu^+^ percentage in the PTS + RS group was higher than the c-Fos ^+^ Neu^+^ percentage in the RS group, while no difference in BA (**Figure 1I** and **Figures S3A, C, D**). Potassium channels participate in resting neuron overactivation and are reported to be dysfunctional in adverse depression experiences and anxious behaviour (17, 18). The amygdala of PTS + RS displayed lower potassium channel like Stoml3, TRPV4 and KCNK4 expression according to qPCR results, compared with the RS mice (**Figure 1J**) (18). So, amygdala as output nucleus of anxiety behaviour is influenced molecularly by distant infarcted cortex because of no direct ischemic injury. And the difference of anxiety susceptibility between poststroke anxiety and generalize anxiety disorder was well simulated respectively by the PTS + RS mice and RS mice. These results further remind us that when individuals were exposed to the additional same intensity of environmental stress, cortex infarction injury increases the degree of susceptibility to adverse experiences.

### Inflammation Overactivation Is a Prominent Characteristic of Poststroke Anxiety

Inflammatory signalling within the central nervous system (CNS) contributes to motivational and affective states during many pathological conditions from humans to rodents (19, 20). Imaging studies and post-mortem analysis of depression or long-term adverse patients indicate that microglial overactivation is prominent (14, 15). Microglia have been reported to mediate inflammatory reactions to regulate mood (21). To illuminate the inner cell biological mechanism between the PTS + RS mice and RS mice, microglial activation was included for analysis. We found that microglia in the damaged cortex were overactivated in the PTS + RS group, with features of larger cell soma size and shorter process length according to microglial 3D rebuilding (**Figures 2A–E**). Inflammation, phagocytosis and oxidative stress are three main characteristics of microglia, participating in the stress-susceptible behavioural phenotype (22). Further, we founded that percentage of CD68-positive microglia per area was higher in the PTS + RS group than the RS group (**Figures 2C, F**). And inflammatory cytokines such as Cox-1, Cox-2, ASC and IL-6 were increased more in the PTS + RS group (**Figure 2G**). These results indicate that inflammation overactivation, especially microglia-mediated activation, is a prominent characteristic of poststroke anxiety, compared with generalize anxiety disorder. So, phobic anxiety susceptibility after stroke is closely connected with activated microglia.

**Figure 2:**
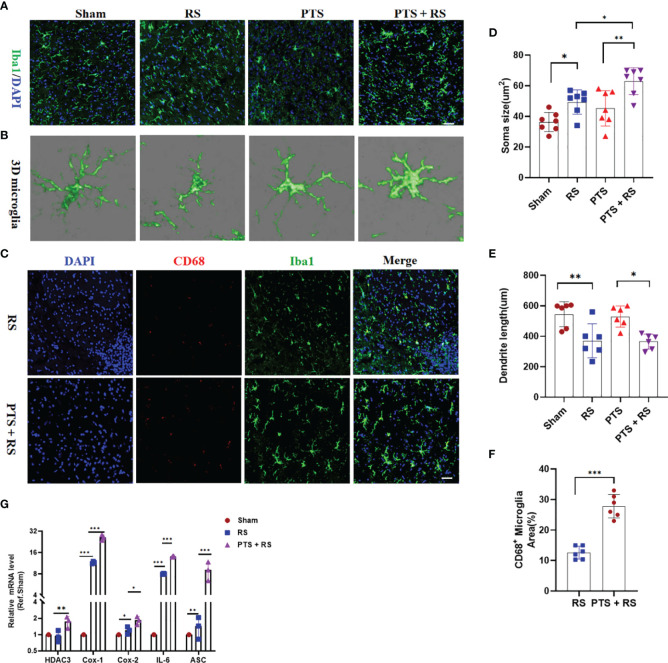
Inflammation overactivation is a prominent characteristic of poststroke stress. **(A)** Histological analysis of cortical microglia from sham, PTS, RS and PTS + RS mice was performed by staining for Iba1 (green) and GFAP (yellow) on Day 28. (Scale bar = 50 µm). **(B)** 3D microglia reconstruction was performed by Imaris. **(C)** Histological analysis of activated microglia from RS and PTS + RS mice was performed by staining for CD68 (red) and GFAP (Iba1). (Scale bar = 50 µm). **(D, E)** Statistical analysis of microglial morphology (soma size and dendrite length) from four groups. **(F)** Statistical analysis of the percentage of CD68-positive microglia from RS and PTS + RS mice. **(G)** qRT-PCR outcomes of relative inflammatory cytokines from sham, RS and PTS + RS mice on the day of 21. The data mentioned above are presented as the means ± SEM and were analysed by one-way ANOVA with Bonferroni *post hoc* test or Student’s t-test when comparing 2 groups. *p < 0.05; **p < 0.01; ***p < 0.005).

### Differential Expression Profiles of Transcripts Reveal the Details of Molecular Adaptation in the Brain After Stroke Accompanied by Additional Stress

To illustrate inner molecular changes between two groups, damaged cortex tissue was extracted for RNA-seq analysis. 

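RNA-seq was performed on 2 libraries of the PTS + RS group and 2 libraries of the RS group, all from cortex on Day 21. The paper does not state whether a library of either RNA-seq experiment holds a single mouse or a pool. The spread between libraries may therefore differ from that between mice. For each of 54532 genes the authors deposited the number of reads counted in each library, without normalization, and the FPKM calculated from that number. The genes are listed by Ensembl identifier and symbol with coordinates on GRCm38. The counts on genes summed to 16791317 and 17049466 in the PTS + RS libraries (median 16920391) and to 18171227 and 15902013 in the RS libraries (median 17036620). The paper gives an average of 55 M reads, and the values given here use the counts on genes. Their mean was 17.7 M over the 8 libraries of the 2 RNA-seq experiments. The gene with the most counts, mt-Co1, took between 1.21% and 1.53% of a library. Genes with few counts were removed by the filterByExpr function of edgeR, which left 17581 genes. Counts were normalized by the TMM method, levels are given as CPM (counts scaled to the normalized library size), and the groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called upregulated or downregulated when its adjusted p was under 0.05 and its log2 fold change was at least 1 in size, the limit drawn in Fig. 3A. Lists of genes were tested by the camera method with a preset correlation of 0.01 between genes, adjusted over 31 lists. The lists drawn in the paper's figures were chosen by the study on these same libraries, so that their tests are not independent evidence. The common biological coefficient of variation between replicates was 11.4%. The counts of the 2 libraries of a group differed by more than sampling noise, with a chi-square per gene of 13.8 in the PTS + RS group and 4.6 in the RS group, against about 1 for sampling noise alone.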

The results showed 396 upregulated genes and 32 downregulated genes (**Figure 3A**). 

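In the PTS + RS group, 373 genes were upregulated and 16 genes were downregulated. In each of these 389 genes, the CPM of both libraries of one group lay above those of both libraries of the other. Such separation was found in 8828 of the 17581 tested genes, or 50.2%, against 33.3% by chance. Of the genes labelled in Fig. 3A, Ctsc was upregulated with a log2 fold change of 1.04 and Ly86 with one of 3.26. Cd68 (ENSMUSG00000018774, chromosome 11 from 69664213 to 69666153) was at 59.8 ± 4.63 CPM (SD, n = 2 libraries) in the PTS + RS group and at 7.46 ± 0.46 in the RS group. This is a log2 fold change of 3.00 (standard error 0.121, adjusted p = 1.4e-04 from edgeR's quasi-likelihood test). Gfap (ENSMUSG00000020932, chromosome 11 from 102887336 to 102900912) was at 1755 ± 429 CPM (SD, n = 2) against 363 ± 12.6. The log2 fold change of Gfap was 2.28 (standard error 0.171, adjusted p = 0.0011, edgeR). The 5 genes with the largest fitted rises, Cd5l, Cst7, Atp6v0d2, Mmp12 and Ccl3, were at or under 3 counts in both RS libraries, so that their folds are lower bounds. Against 3 counts, Cst7 was at least 95.5-fold higher, Cd5l at least 55.4-fold, Mmp12 at least 33.8-fold, Ccl3 at least 24.3-fold and Atp6v0d2 at least 10.4-fold higher in the PTS + RS group. Among the downregulated genes, Sult1c2 was at or under 3 counts in both PTS + RS libraries and at least 6.68-fold lower. The next largest falls were those of Gm12411 (-2.42), Gm17828 (-2.42), Gm3788 (-2.34) and Pcp4 (-2.32) on the log2 scale. Gm12411, Gm17828 and Gm3788 are annotated as processed pseudogenes, whose reads can be shared with the genes they derive from, and their values are uncertain. Among the alternatives, limma-trend on log2(FPKM + 1) gave 6 upregulated and 0 downregulated genes, and edgeR without a filter on counts gave 604 and 155. DESeq2 gave 395 and 31, and edgeR with the replicate number as a block gave 443 and 32. At an unadjusted p under 0.05 in edgeR's quasi-likelihood test with the filter, 1811 genes were higher and 1328 were lower.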

Upregulated genes are usually regarded as adapted changes under external stress. 

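Microglia were examined with a list of 25 marker genes written from general knowledge, among them Tmem119, Csf1r and Aif1, and including Tyrobp, Ly86 and Fcer1g of Fig. 3A. All 25 were higher in the PTS + RS group and 23 were upregulated, with a median log2 fold change of 2.13 (adjusted p = 9.9e-152, camera). Csf1r (ENSMUSG00000024621, chromosome 18 from 61105572 to 61132149) was at 275 ± 45.6 CPM (SD, n = 2) in the PTS + RS group and at 85.0 ± 9.69 in the RS group. This is a log2 fold change of 1.69 (standard error 0.134, adjusted p = 0.0014, edgeR's quasi-likelihood test). That of Tmem119 was 1.06 (standard error 0.12, adjusted p = 0.0049, same test) and that of Aif1 was 1.97 (standard error 0.195, adjusted p = 0.0031, same test). With 1 library left out at a time, the median of the list stayed between 1.93 and 2.22. Lists of 12 markers each rose less in astrocytes (median 0.22), oligodendrocytes (0.26) and endothelial cells (0.22). Their adjusted p from camera were 5.1e-08, 0.0011 and 0.12, with 11, 12 and 11 markers higher, in that order. The calls for astrocytes and oligodendrocytes did not hold under the fry method, another test of lists. The median of the 12 neuron markers was -0.071, and 0.042 without PTS + RS replicate 1. The median of the oligodendrocyte markers was 0.16 without PTS + RS replicate 2. The call for the microglial list held under fry. With the correlation between genes estimated from these 4 libraries, no list of this comparison was past the threshold.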

A summary of the enrichment analysis of upregulated genes in PaGenBase indicated that unstimulated macrophages and microglia were greatly enriched in the brain (**Figure 3B**) (23), consistent with microglia analysis in **Figure 2**. Microglia are prominent immune cells of the central nervous system and are closely connected with homeostasis and cognition and neurogenesis and regulate synaptic development and plasticity (24). To further explain the reason for the molecular changes, microglia maker genes were included for analysis. 

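Of the genes drawn in Fig. 3C, the common microglial genes Fcrls, P2ry12, Cx3cr1, Trem2 and C1qa were all upregulated in the PTS + RS group, with a median log2 fold change of 2.45 (adjusted p = 4.4e-59, camera). C1qa (ENSMUSG00000036887, chromosome 4 from 136895917 to 136898803) was at 202 ± 10.2 CPM (SD, n = 2) against 33.2 ± 1.18 in the RS group. The log2 fold change of C1qa was 2.61 (standard error 0.084, adjusted p = 8.0e-05, edgeR's quasi-likelihood test). P2ry12 had the smallest rise of these genes, with a log2 fold change of 1.02 (standard error 0.132, adjusted p = 0.0088, same test). The 7 genes of active and proliferative microglia went both ways, with a median of 0.25 (adjusted p = 2.4e-10, camera). Spp1 (5.91), Gpnmb (4.38) and Igf1 (1.51) were upregulated on the log2 scale, whereas Fabp5 (0.25), Mif (-0.056), Ldha (-0.16) and Tpi1 (-0.20) were not past the threshold. Without PTS + RS replicate 1, the log2 fold change of Mif was 0.048. For inflammatory and interferon-responsive microglia, 6 of 7 genes had enough counts to be tested, and Mgl2 did not. All 6 were higher and 4 were upregulated, with a median of 1.74 (adjusted p = 1.8e-09, camera) and values from 0.34 for Id2 to 2.60 for Lgals3. For activated microglia, 19 of 20 genes were tested, and Il1b was not. All 19 were higher and 14 were upregulated, with a median of 1.51 (adjusted p = 5.5e-45, camera). In 5 of these 19 genes, among them Cst7 and Ccl3, both RS libraries were at or under 3 counts, and the median was still 1.51 with these genes at their lower bounds. Adjusted over the list alone, 5 common genes, 4 active and proliferative, 6 inflammatory and interferon-responsive and 17 activated microglia genes were past an adjusted p of 0.05 from edgeR's quasi-likelihood test. Under fry, the calls held for the common and for the active and proliferative genes but not for the other lists of Fig. 3C.

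**Figure D1:**
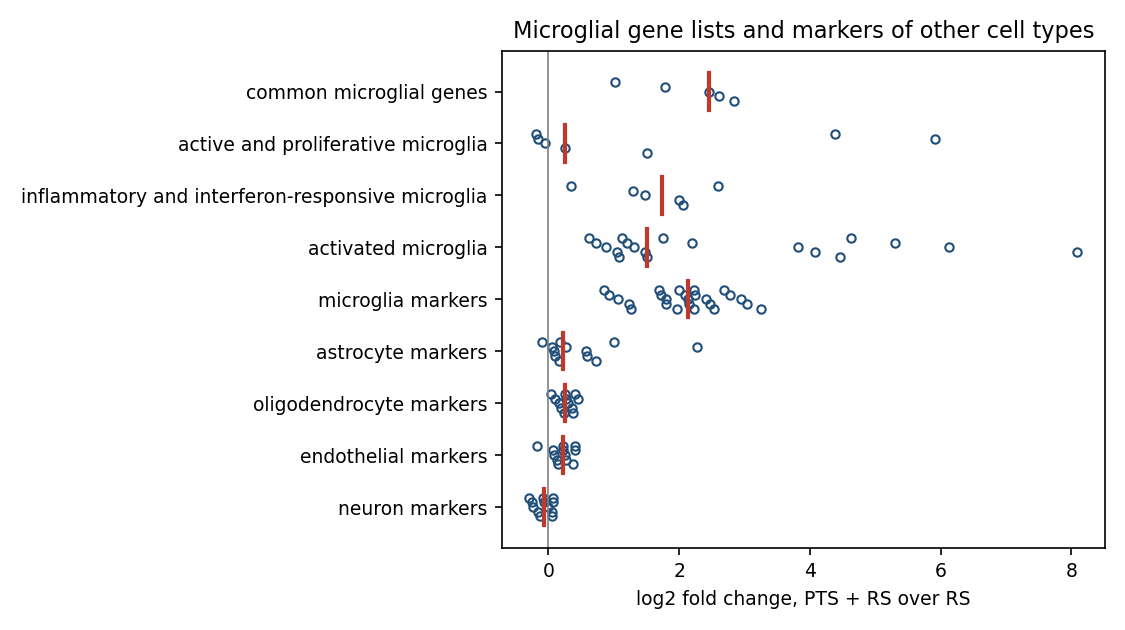
Log2 fold changes between the PTS + RS and RS groups (horizontal axis) of the genes of each list (vertical axis), with 1 circle per gene and a red line at the median of the list. The medians of the microglial lists lie between 0.25 and 2.45, and those of astrocyte, oligodendrocyte, endothelial and neuron markers between -0.071 and 0.26; fitted values of the 5 activated microglia genes at or under 3 counts in both RS libraries are not bounds.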

Common microglial genes, active and proliferative microglia, inflammatory and interferon responsive microglia and activated microglia were greatly upregulated in PTS + RS to some extent (**Figure 3C**). 

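The genes of oxidative stress and redox pathways drawn in Fig. S4A number 16, of which 14 were tested in the comparison of PTS + RS with RS. Among these, 8 were higher and 6 were lower in the PTS + RS group, with a median log2 fold change of 0.079 (adjusted p = 0.40, camera). The direction of this median rests on single libraries, since it was -0.17 without PTS + RS replicate 1, -0.002 without RS replicate 2 and 0.18 without PTS + RS replicate 2. Cyba (ENSMUSG00000006519, chromosome 8 from 122424776 to 122432930) was at 16.2 ± 2.64 CPM (SD, n = 2) in the PTS + RS group and at 4.96 ± 0.238 in the RS group. It was upregulated with a log2 fold change of 1.71 (standard error 0.186, adjusted p = 0.0043, edgeR's quasi-likelihood test). Gpx3 was upregulated with a log2 fold change of 1.25 (standard error 0.206, adjusted p = 0.023, same test). Sod1 had the lowest value, -0.40 (standard error 0.1, adjusted p = 0.089, same test). With adjustment over the list alone, 2 genes were higher and 1 gene, Sod1, was lower.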

Stroke plus restraint stress also leads to other pathways: 1) Oxidative stress and redox pathways are out-of-balance; 2). 

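Of the 11 genes of nitric oxide production drawn in Fig. S4B, 8 were higher and 3 were lower in the PTS + RS group. Their median log2 fold change was 0.14 (adjusted p = 0.029, camera), a call that did not hold under fry. Cybb (ENSMUSG00000015340, chromosome X from 9435252 to 9487771) was upregulated, at 9.06 ± 4.35 CPM (SD, n = 2) against 1.06 ± 0.524. Its log2 fold change was 3.06 (standard error 0.459, adjusted p = 0.016, edgeR's quasi-likelihood test). Pik3cg was upregulated with a log2 fold change of 1.67 (standard error 0.221, adjusted p = 0.0095, same test). The lowest value was that of Kl, at -1.50 (standard error 0.517, adjusted p = 0.19, same test). Kl is also a choroid plexus gene, and without PTS + RS replicate 2 its log2 fold change was -0.81. Adjusted over the list alone, 3 genes were higher and 0 were lower, and 5 genes had an unadjusted p under 0.05.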

Production of nitric oxide is disordered; 3). Mitochondrial ATP synthesis is coupled with electron transport pathway dysfunction (**Figures S4A–C**). These upregulated genes analysed integrally were greatly enriched in the regulation of cytokine production, inflammatory response and leukocyte infiltration (**Figure 3D** and **Figure S4D**). 

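Of the 15 genes of mitochondrial electron transport drawn in Fig. S4C, 12 were lower and 3 were higher in the PTS + RS group. Their median log2 fold change was -0.21 (adjusted p = 0.0011, camera), and the call did not hold under fry. With 1 library left out at a time, the median stayed between -0.28 and -0.16. Ndufb6 (ENSMUSG00000071014, chromosome 4 from 40270591 to 40279421) was at 14.7 ± 1.39 CPM (SD, n = 2) in the PTS + RS group and at 28.7 ± 0.223 in the RS group. The log2 fold change of Ndufb6 was -0.97 (standard error 0.124, adjusted p = 0.0084, edgeR's quasi-likelihood test), just inside the fold limit. It was the only gene of the list with an adjusted p under 0.05 in that test. The next lowest was Ndufv1, at -0.37 (standard error 0.086, adjusted p = 0.072, same test). When adjusted over the list alone, 6 genes were lower. No gene of the list was called downregulated, and 7 had an unadjusted p under 0.05.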

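Cytokine production was examined with a list of 20 cytokine and chemokine genes written from general knowledge, of which 12 were tested. Of these, 11 were higher in the PTS + RS group and 6 were upregulated, with a median log2 fold change of 1.94 (adjusted p = 2.3e-15, camera). With the 2 genes at or under 3 counts in both RS libraries set at their lower bounds, the median was 1.81. Csf1 (ENSMUSG00000014599, chromosome 3 from 107741048 to 107760469) had a log2 fold change of 1.11 (standard error 0.104, adjusted p = 0.0027, edgeR's quasi-likelihood test). Tgfb1 had one of 1.42 (standard error 0.162, adjusted p = 0.0050, same test). For leukocyte infiltration, 15 of 18 genes of leukocyte migration were tested. In this list 14 genes were higher and 8 were upregulated, with a median of 1.40 (adjusted p = 7.2e-21, camera). Itgb2 (ENSMUSG00000000290, chromosome 10 from 77530252 to 77565708) was at 34.6 ± 2.78 CPM (SD, n = 2) against 5.38 ± 0.199, and its log2 fold change was 2.69 (standard error 0.138, adjusted p = 3.8e-04, edgeR). The log2 fold change of Cd44 was 2.41 (standard error 0.314, adjusted p = 0.0090, edgeR), and that of Coro1a, the lower gene, was -0.17 (standard error 0.088, adjusted p = 0.38, edgeR). When p was adjusted over the list alone, 11 genes of each list were higher. Under fry, the call held for leukocyte migration and not for the cytokine and chemokine genes. With limma-trend on log2(FPKM + 1) the medians were 0.28 for the cytokine and chemokine genes and 0.47 for leukocyte migration, and on log2(FPKM + 0.1) they were 1.22 and 1.03.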

Besides, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis indicated that pathways about immune interactions, antigen presentation and inflammatory responses (NOD-like receptor signalling pathway, antigen processing and presentation) were enriched highly in PTS + RS group (**Figure S4E**). These results prove again that microglia promote the progression of PTS + RS when compared with the RS group alone. 

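For antigen presentation, a list of 19 genes written from general knowledge was tested, of which 18 were higher in the PTS + RS group and 6 were upregulated. Their median log2 fold change was 0.98 (adjusted p = 1.4e-18, camera). B2m (ENSMUSG00000060802, chromosome 2 from 122147686 to 122153083) was at 206 ± 42.2 CPM (SD, n = 2) in the PTS + RS group and at 56.6 ± 5.84 in the RS group. Its log2 fold change was 1.86 (standard error 0.149, adjusted p = 0.0014, edgeR's quasi-likelihood test), and that of H2-K1 was 1.51 (standard error 0.164, adjusted p = 0.0042, same test). For the NOD-like receptor pathway, 21 of 22 listed genes were tested, of which 20 were higher and 6 were upregulated. The median of this list was 1.06 (adjusted p = 5.6e-11, camera). Irf7 had a log2 fold change of 2.29 (standard error 0.314, adjusted p = 0.011, edgeR's quasi-likelihood test) and Pycard one of 1.75 (standard error 0.271, adjusted p = 0.018, same test). That of Nlrp3 was 1.18 (standard error 0.371, adjusted p = 0.16, same test). Adjusted over the list alone, 12 antigen presentation genes and 13 NOD-like receptor pathway genes were higher. Neither call held under fry. With limma-trend on log2(FPKM + 1) the medians were 0.60 for antigen presentation and 0.44 for the NOD-like receptor pathway.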

Stroke may trigger microglia overactivation, promoting the susceptibility of individuals to environmental stress. Sustained response of pathway changes can be attributed to the enrichment of epigenetic transcription factors (**Figure 3E**). The most significantly enriched genes were Jun, Spi1, Nfkb1, Stat1, etc. The NF-κB pathway intercrosses many paths mentioned above and has been reported to indirectly lead to the symptoms of anxiety-like behaviour. In line with these findings, the NF-κB pathway-intercrossed pathway, such as the prostaglandin-mediated synthesis pathway, changed greatly (**Figure 3F**). 

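Of the 34 genes of the prostaglandin pathway drawn in Fig. 3F, 28 were tested in the comparison of PTS + RS with RS. Of these, 18 were higher and 10 were lower in the PTS + RS group, with a median log2 fold change of 0.083 (adjusted p = 0.032, camera). The call did not hold under fry or with limma-trend on log2(FPKM + 1), where the median was 0.019, and the median was 0.016 without RS replicate 2 and 0.13 without PTS + RS replicate 2. The upregulated genes were Hpgds, Hpgd and Plcb2. Hpgds, which encodes haematopoietic prostaglandin D synthase (ENSMUSG00000029919, chromosome 6 from 65117293 to 65144908), was at 25.7 ± 5.48 CPM (SD, n = 2) against 8.05 ± 0.404. This is a log2 fold change of 1.67 (standard error 0.182, adjusted p = 0.0043, edgeR's quasi-likelihood test). Hpgd, which encodes the enzyme that inactivates prostaglandins, had a log2 fold change of 1.44 (standard error 0.199, adjusted p = 0.011, same test), and Plcb2 had one of 1.43 (standard error 0.225, adjusted p = 0.020, same test). Ptgs1, which encodes Cox1 (ENSMUSG00000047250, chromosome 2 from 36230426 to 36252272), was at 21.0 ± 1.26 CPM (SD, n = 2) against 12.0 ± 1.40. Its log2 fold change of 0.80 (standard error 0.145, adjusted p = 0.033, edgeR) was below the fold limit, as was that of Pla2g7, at 0.60 (standard error 0.092, adjusted p = 0.018, edgeR). The log2 fold change of Ptgs2 was -0.26 (standard error 0.133, adjusted p = 0.36, edgeR). Adjusted over the list alone, 6 genes were higher and 0 were lower, and 9 genes had an unadjusted p under 0.05. From the change in this pathway and a report on prostaglandin from activated microglia, the paper proposes that cortical infarction triggers prostaglandin production by microglia.

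**Figure D2:**
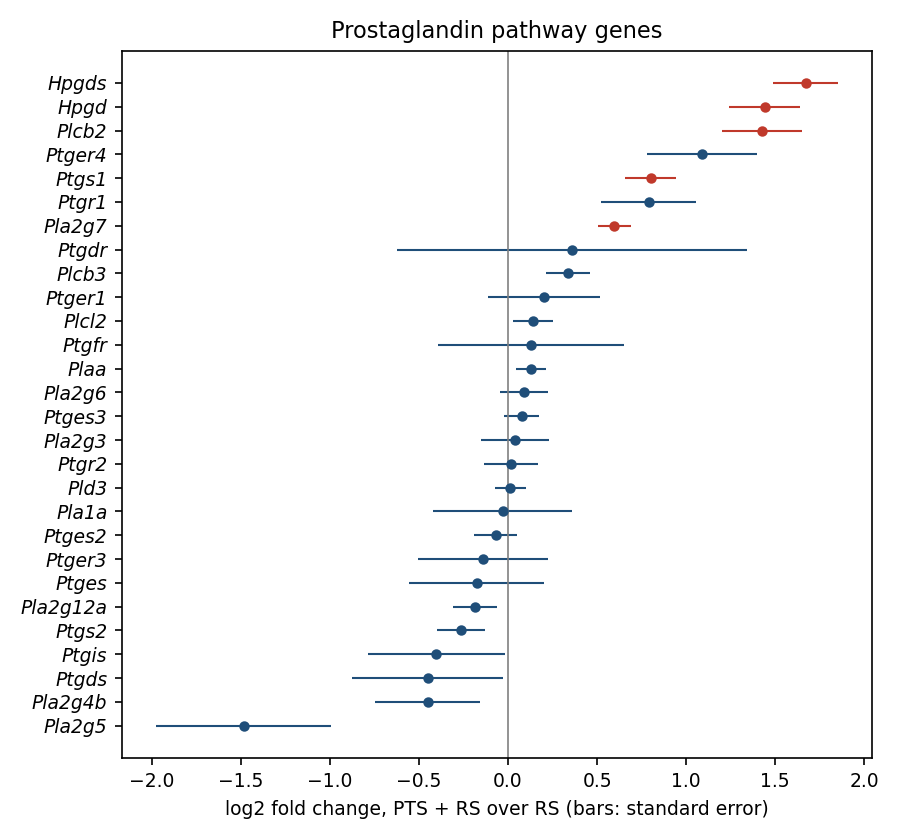
Log2 fold change between the PTS + RS and RS groups (horizontal axis) of each prostaglandin pathway gene tested (vertical axis). Points are the fitted values from 2 libraries per group, bars are standard errors, and red marks an adjusted p under 0.05 from edgeR's quasi-likelihood test; 5 genes, Pla2g7, Ptgs1, Plcb2, Hpgd and Hpgds, are red, and the values run from -1.48 to 1.67.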

Prostaglandin from activated microglia elicits a negative affective state (20). In summary, we hypothesized that cortical infarction is a trigger for microglia to produce prostaglandin, eliciting susceptibility to additional stress exposure.

**Figure 3:**
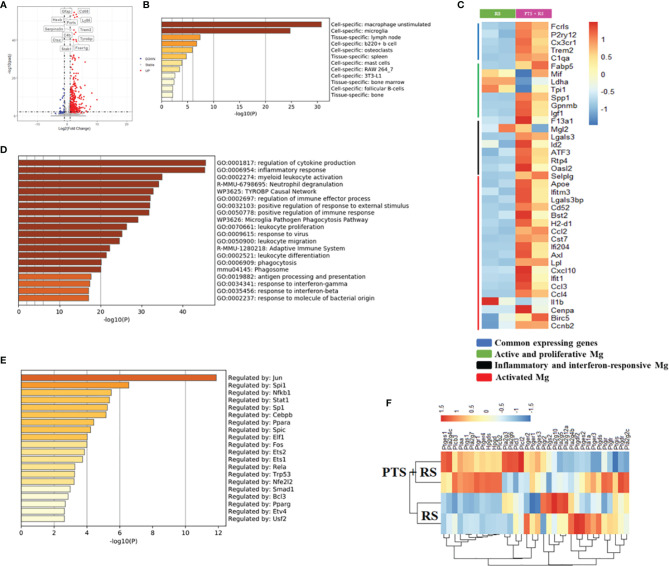
Differential expression profiles of transcripts reveal the details of molecular adaptation in the brain after stroke accompanied by additional stress. **(A)** Volcano plot of nearby damaged cortex transcriptome differential genes of RS and PTS + RS. **(B)** Bar graph of enriched cell types of upregulated genes of the PTS + RS group compared with the RS group, coloured by p value. **(C)** Heatmap of various microglia unique marker genes between RS and PTS + RS. **(D)** Pathway and process enrichment analysis of upregulated genes in the PTS + RS group compared with the RS group. **(E)** Bar graph of mainly enriched transcription factors of the PTS + RS group compared with the RS group, coloured by p value. **(F)** Gene expression changes associated with prostaglandin synthesis pathways.

### HDAC3 Is a Candidate Molecule Participating in Disease Progression and Vividly Related to Prostaglandin Production in the Brain Exposed to Stress

NF-κB pathway can be regulated closely by histone deacetylases (HDACs). HDACs have been reported to be involved in regulating the inflammatory pathway, cell survival, memory and emotion regulation (10, 12, 25, 26). However, the relationship between HDACs and prostaglandin remains unclear. We obtained cortical (infarct side), hippocampal and amygdala tissues from the sham, RS, PTS and PTS + RS groups for protein detection. We found that HDAC3 in damaged cortex of PTS or PTS + RS group was moderately higher than sham and RS groups. While, the difference of HDAC1 in these groups is weak. We further detected the prostaglandin synthesizing enzyme cyclooxygenase-1 (COX1; encoded by the gene Ptgs1), the rate-limiting enzyme for the conversion of arachidonic acid into prostaglandin. The expression of Cox1 was most significant in the injured cortex, while Cox1 in the hippocampus and amygdala were not significantly expressed. Simultaneously, we observed that the expression level of PSD95 in the damaged cortex changed prominently (**Figure 4A**). These results indicate that stroke in the cortex is responsible for epigenetic inductions, such as HDAC3 and Cox1. Furthermore, damaged cortex homogenates were harvested for PGE_2_ detection because PGE_2_ is a major metabolite involved in the regulation of negative emotion (20). We found that RS moderately increased local PGE_2_ production, while PTS + RS dramatically boosted PGE_2_ production during the subacute period (**Figure 4B**). Moreover, the PTS + RS group exhibited prostaglandin-enriched microglia but not astrocytes (**Figures 4C, D**) (27). These similar results were in concert with our transcriptome bioinformatics results (**Figure 2**). Next, we founded that HDACs were widely expressed in various cells in the CNS, as shown by our database comparison results (**Figure 4E**) (27, 28). qPCR outcomes of various primary cells, including microglia, mOPCs, neuron and astrocytes, indicated that the basic expression level of HDAC3 was low (**Figure 4F**). However, our protein expression level of the four groups showed that HDAC3 was visibly upregulated. Therefore, we believe that the expression of HDAC3 varies in different cells. Based our previous evidence of inflammation-related pathways, inflammatory cells such as astrocytes and microglia were included for analysis of HDAC3 expression. Surprisingly, we found that PTS + RS augmented HDAC3 expression in microglia compared with RS instead of astrocytes (**Figure 4G**).

**Figure 4:**
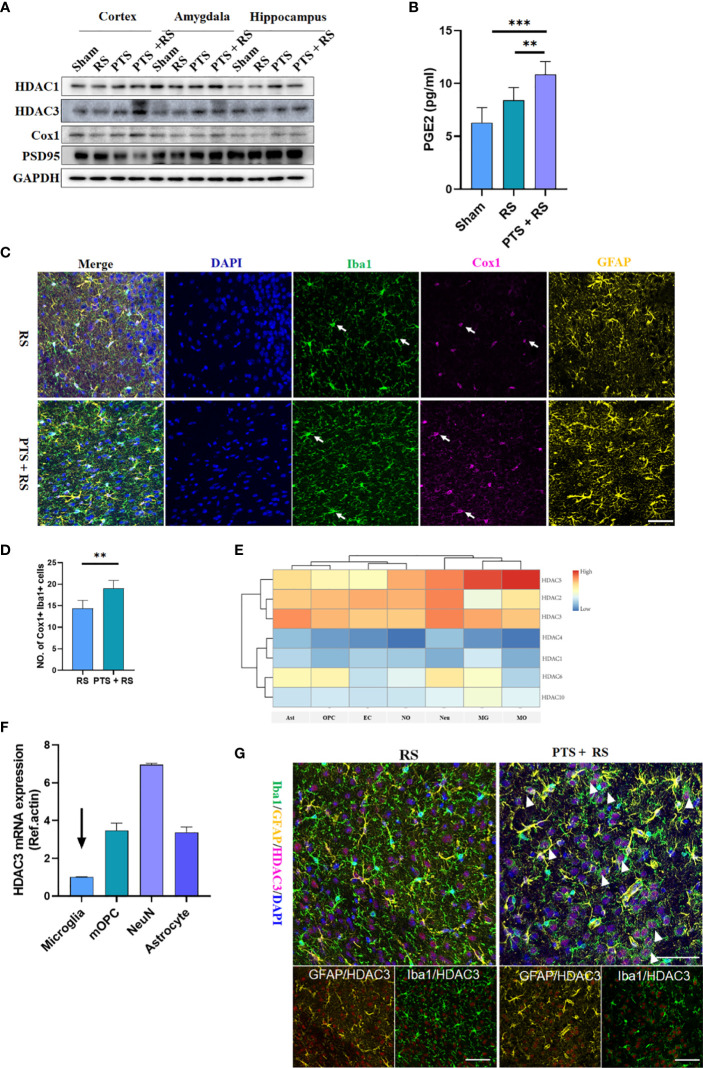
HDAC3 is a candidate molecule participating in disease progression and vividly related to prostaglandin production in the brain exposed to stress. **(A)** Representative Western blot of HDAC3, HDAC1, Cox1 and PSD95 in the cortex, hippocampus and amygdala after 14 d in various groups. **(B)** Prostaglandin levels in the four groups on Day 21. **(C)** Immunofluorescence of Cox1, Iba1 and GFAP in the RS and PTS + RS groups. (Scale bar = 50 µm). **(D)** Statistical analysis of the number of Cox1 ^+^ Iba1 ^+^ prostaglandin-accumulating microglia in various cortical sites. **(E)** Relative expression levels of histone deacetylase (HDAC1, HDAC2, HDAC3, HDAC4, HDAC5, HDAC6 and HDAC10) in astrocytes (Ast), oligodendrocytes (OPC), endothelial cells (EC), newborn oligodendrocytes (NO), neurons (Neu), microglia (MG) and mature oligodendrocytes (MO) according to a single-cell comparison database. **(F)** qRT-PCR outcomes of HDAC3 relative expression levels in microglia, mature oligodendrocytes, neurons and astrocytes. **(G)** Immunofluorescence of HDAC3, Iba1 and GFAP in the RS and PTS + RS groups. (Scale bar = 50 µm). Arrows represent randomly selected co-located reference points. The data mentioned above are presented as the means ± SEM and were analysed by one-way ANOVA with Bonferroni *post hoc* test or Student’s t-test when comparing 2 groups. **p < 0.01; ***p < 0.005).

### Inhibiting HDAC3 Alleviates Inflammation-Induced Aversion and Exerts Neuroprotective Effects by Modulating Microglial Activation and Prostaglandin Production

To explain the direct effect of HDAC3 on emotion regulation of PTS + RS, the HDAC3 inhibitor RGFP109 was utilized for two weeks when mice were under restraint stress (**Figure 5A**). An open-field test was performed to assess the severity of anxiety behaviour between the PTS + RS (Vehicle) group and the PTS + RS (RGFP109) group. The total travelled distance showed no significant differences. The PTS + RS (RGFP109) group manifested more mild anxiety behaviour with a higher percentage of distance in the centre (**Figures 5B, C** and **Figures S6A, B**). To further determine the biofunction of HDAC3 inhibition on microglia, 3D-rebuilt microglia were analysed to assess the activation of microglia (**Figure 5D** and **Figure S6C**). The percentage of CD68 volume/total microglia volume referred to microglial activation. The results show that RGFP109 supply prominently decreases the percentage of CD68 volume/total microglia volume, compared with PTS + RS (Vehicle) group. Activated microglia usually feature nonselective pruning of synapses, exacerbating further damage to the neural circuit. Engulfed synapse maker protein PSD-95 was quantified. We find that RGFP109 treatment decreases percentage of PSD95 volume/total microglia volume in PTS + RS group (**Figures 5D, E**). Notably, RGFP109 also decreases synapse damage maker C1q expression (**Figures S6C, D**). And RGFP109 improves synapse homeostasis by upregulating p-GSK-3β and GSK-3α/3β but has no contribution to the increase in PSD-95 itself (**Figure S6E**). In addition to the neuroprotective effect of HDAC3 inhibition, prostaglandin synthesis-related genes were widely downregulated (**Figure 5F**). Additionally, the content of PGE_2_ was suppressed with HDAC3 inhibition (**Figure 5G**). Collectively, these data show that inhibiting HDAC3 alleviates inflammation-induced aversion and exerts neuroprotective effects by modulating microglial activation and prostaglandin production.

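The effect of HDAC3 inhibition was examined by RNA-seq in 2 libraries of PTS + RS mice given RGFP109 (60 mg/kg) and 2 libraries of PTS + RS mice given vehicle, called NaCl in the sample labels. The labels give Day 21 for all 4 libraries, cortex for replicate 1 and amygdala for replicate 2 of each treatment. In Fig. S8A the first pair of columns is bracketed as amygdala and the second pair as cortex, so replicates are named here by number. Each tissue therefore has 1 library per treatment, and values with 1 library left out mix tissue with treatment. For the 28229 genes with a count in any library, the authors deposited the number of reads counted, without normalization, and the FPKM. The counts on genes summed to 16134754 and 21712033 in the RGFP109 libraries (median 18923393) and to 16949058 and 18498853 in the vehicle libraries (median 17723955). The filter left 17565 genes, which were compared between the 2 treatments as in the comparison of PTS + RS with RS, without a term for tissue. The lists drawn in Fig. 5F and Fig. S8A were chosen by the study on these libraries, so that their values are not independent evidence. The common biological coefficient of variation was 32.1%, and the chi-square per gene between the replicates was 34.5 for RGFP109 and 75.5 for vehicle. Within each replicate number, RGFP109 was also set against vehicle as a log2 ratio of CPM with a prior count of 2. Such a ratio has no replicate check, and the median of a list is given with its percentile among 10000 random lists of the same size matched on mean expression. The random lists carry no correlation between genes, so a percentile is not a p-value. Vehicle replicate 1 held high counts of genes of the olfactory bulb and RGFP109 replicate 1 of genes of the choroid plexus, which set these libraries apart from replicate 2.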

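Between RGFP109 and vehicle, 0 genes were upregulated and 0 were downregulated, and the smallest adjusted p was 0.9997 (edgeR's quasi-likelihood test). At an unadjusted p under 0.05, 88 genes were higher and 118 were lower, fewer together than chance alone would give over 17565 genes. Both groups lay apart in 26.6% of the tested genes, against 33.3% by chance. The fit had no term for tissue, so a difference between the labelled tissues counts as spread between replicates and can hide an effect. Under DESeq2, 1 gene, S100a5, was downregulated, a gene named after its value was seen. Of the 30 genes of prostaglandin synthesis drawn in Fig. 5F, 27 were tested, of which 17 were lower and 10 were higher with RGFP109. Their median log2 fold change was -0.10 (adjusted p = 0.31, camera), and with 1 library left out at a time it lay between -0.13 without RGFP109 replicate 2 and -0.062 without RGFP109 replicate 1. Within replicate 1 the median was -0.13, at percentile 15.8 of the random lists, and within replicate 2 it was -0.026, at percentile 35.7, with 17 of 27 genes lower in each. Pla2g4c (ENSMUSG00000033847, chromosome 7 from 13324655 to 13360672) had the largest fall, with 3 and 5 counts in the RGFP109 libraries and 24 and 13 in the vehicle libraries. Its log2 fold change was -2.24 (standard error 0.669, adjusted p = 0.9997, edgeR). Ptger2, which encodes EP2 (ENSMUSG00000037759, chromosome 14 from 44988195 to 45003820), had 3 and 6 counts with RGFP109 and 24 and 11 with vehicle, and a log2 fold change of -2.01 (standard error 0.719, adjusted p = 0.9997, edgeR). Without vehicle replicate 1 these values were -1.36 for Pla2g4c and -1.06 for Ptger2. Pla2g3, at -1.47, was at 44.3 CPM in vehicle replicate 1 against 9.58 to 10.0 in the other libraries, and its value was -0.034 without that library. Ptges was at 4.85 ± 0.673 CPM (SD, n = 2) with RGFP109 and at 6.79 ± 0.295 with vehicle, a log2 fold change of -0.48 (standard error 0.292, adjusted p = 0.9997, edgeR). The log2 fold change of Ptgds was -0.21, from -0.35 without RGFP109 replicate 2 to -0.062 without RGFP109 replicate 1. That of Hpgds was 0.20, or -0.27 without RGFP109 replicate 2. From the expression of these genes together with PGE_2_ content, microglial CD68 and engulfed PSD95, the paper concludes that HDAC3 inhibition acts through microglial activation and prostaglandin production.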

**Figure 5:**
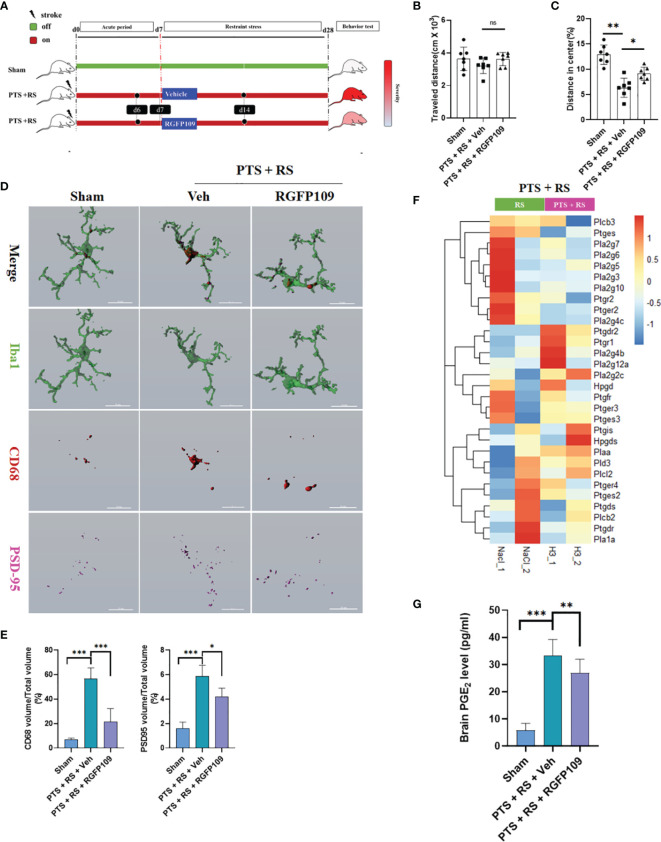
Inhibiting HDAC3 alleviates inflammation-induced aversion and exerts neuroprotective effects by modulating microglial activation and prostaglandin production. **(A)** Systematic diagram of experimental design. Sham mice were used as a control; one group was given the HDAC3 inhibitor (RGFP109), and the other group was given the vehicle in PTS + RS mice for 21 consecutive days from Day 7 to Day 28. **(B, C)** Representative racks of open-field test (OFT) between sham, photothrombotic stroke plus restraint stress (PTS + RS) mice with or without RGFP109 on Day 31 after intervention finishing and statistical analysis (N = 7 per group). **(D, E)** Imaris analysis of PSD95, CD68 and Iba1 in sham, photothrombotic stroke plus restraint stress (PTS + RS) mice with or without RGFP109 on Day 14 **(D)**; **(E)** represents the volume ratio of CD68 or PSD95 in microglia. (Scale bar = 15 µm). **(F)** shows the transcriptome differences in prostaglandin synthesis and metabolic pathways between the two groups. **(G)** Relative prostaglandin content in the damaged cortex from three various groups. The data mentioned above are presented as the mean ± SEM and were analysed by one-way ANOVA with Bonferroni *post hoc* test (ns, no significance; *p < 0.05; **p < 0.01; ***p < 0.005).

### HDAC3 Inhibition Suppresses the Inflammatory Reaction and Regulates the Cox1-EP_2_ Network to Influence Anxiety Susceptibility Acquisition

First, to probe the molecular change of HDAC3 inhibition in PTS + RS on synaptic plasticity, Akt-mTOR signalling is described in detail in **Figure 6A**. HDAC3 inhibition with RGFP109 enhanced mTOR signalling by upregulating p-Akt, p-mTOR, and Rictor and downregulating p-TSC expression. Akt-mTOR signalling is a pathway phenotype involved in the function of synapses that activates protein synthesis, alleviating depression or anxiety. Therefore, a causal link between HDAC3 expression disorder and anxiety-like symptoms has been established. However, the pathway phenotype cannot explain how microglial activation impacts neuronal activation, participating in adverse emotion progression. Prostaglandin overgeneration in PTS + RS, compared with its PTS counterpart alone, indicated that HDAC3 inhibition correlated closely with prostaglandin (**Figure 5G**). Previous researchers have found that EP1 and EP2 are two main receptors expressed in neurons (20, 29). Prostaglandin from activated microglia reduces the excitability of striatal neurons, leading to a negative affective state *via* EP1- and EP2-mediated signalling. However, we do not know whether the anxiety susceptibility to stroke plus environmental stress is attributed to the prostaglandin-EP network. To answer this question, first, the experiments described in Sup 5 identified the dynamics of damage-associated cytokines. We found that IL-6, ASC, Cox1 and Cox2 were at a constant high level, with positive reference of IL-6 and ASC proved to influence adverse behaviour (**Figures S5B–E, G**). Naturally, the path of prostaglandin generation is emphasized with increasing attention according to previous data. Furthermore, we detected the relative mRNA levels of prostaglandin receptors (EP1, EP2, EP3 and EP4) in the damaged cortex and amygdala. EP2 was the only receptor upregulated in the acute and subacute stages (**Figure S5F**). EP2 was downregulated by RFP109, accompanied by a decrease in HDAC3 in the amygdala (**Figure 6B**). Next, we detected the location of the EP2 expression of microglia, astrocytes and neurons in the amygdala. The data showed that EP2 was reduced mainly in neurons but not microglia and astrocytes (**Figure 6D**). Then, we utilized lentivirus containing the shEP2 vector to implement stereotactic bilateral amygdala injection. After 2 weeks, the PTS + RS model was conducted. Behavioural tests suggested that EP2 knockdown in the amygdala relieved anxious behaviour acquisition (**Figures S7B, C**). Therefore, we concluded that HDAC3 inhibition attenuates anxiety behaviour by restraining prostaglandin overproduction and downregulating neuronal EP2 expression in the amygdala. However, we did not trace the upstream signalling pathways of HDAC3 in prostaglandin production. We observed that interferon response genes (Stat3, pStat3; Stat1, pStat1) were notably abrogated. In addition, HDAC3 inhibition led to reducing expression of the NF-κB signalling main genes p65, p-p65, p50 and p-p50, along with repressed expression of Cox1 (**Figure 6C**). In addition, synthesizing previous data (**Figure 3**) bolstered the idea that prostaglandin synthesis and inflammatory signalling activation were connected with NF-κB signalling suppression by HDAC3 inhibition.

**Figure 6:**
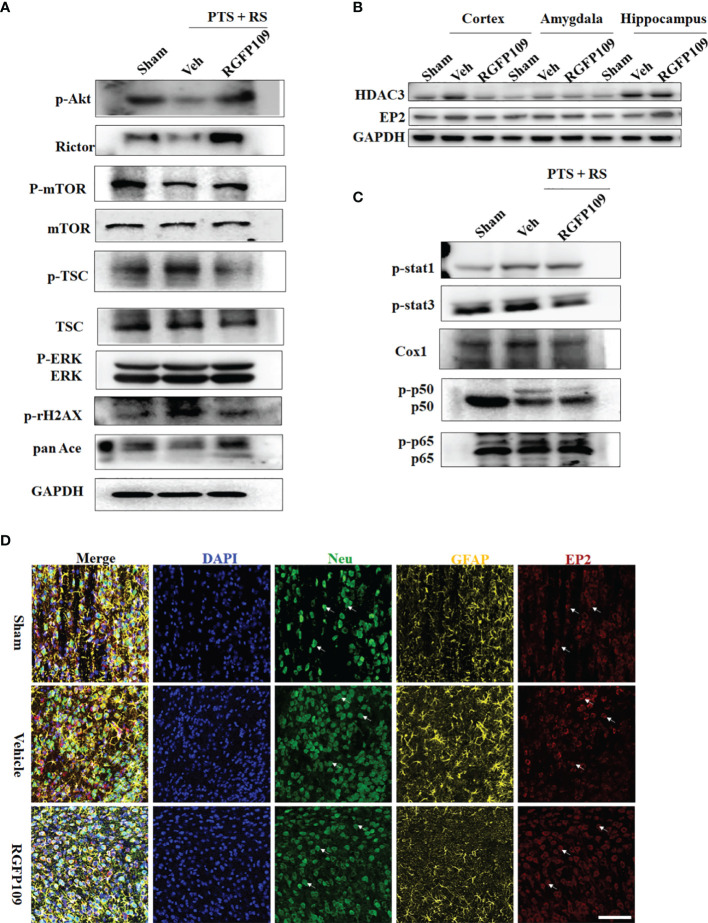
HDAC3 suppresses the inflammatory reaction and regulates the Cox1-EP2 network to influence stress susceptibility acquisition. **(A)** Western blot outcomes of p-Akt, Rictor, p-mTOR, mTOR, p-TSC, TSC, p-γH2AX, pan-Ace, ERK and p-ERK in the sham, PTS and PTS + RS groups. **(B)** Western blot outcomes of HDAC3 and EP2 in the hippocampus, amygdala and cortex in sham rats and PTS + RS rats with or without RGFP109. **(C)** Western blot outcomes of p-Stat1, p-Stat3, Cox1, p-p50, p50, p65 and p-p65 in the sham, PTS and PTS + RS groups. **(D)** EP2 relative expression levels in neurons (Neu) and astrocytes (GFAP) of the sham, PTS + RS with or without RGFP109 groups. Arrows represent randomly selected co-located reference points.

### HDAC3-Mediated p65 Deacetylation Modifies the Activation of Downstream NF-κB Target Genes *In Vitro*

To clarify whether NF-κB signalling is related to microglia and whether HDAC3 inhibition of prostaglandin production is linked to microglial activation, the amygdala and damaged cortex were included for detailed analysis between microglia and HDAC3 inhibition. A heatmap differential gene expression matrix showed that inflammatory and interferon-responsive microglia were repressed in both the amygdala and cortex after RGFP109 treatment. 

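The inflammatory and interferon-responsive microglia genes drawn in Fig. S8A are Id2, Atf3, Ifitm3, Rtp4 and Oasl2. In replicate 1 all 5 were lower with RGFP109 than with vehicle, with a median log2 ratio of -0.70, at percentile 1.9 of the random lists. In replicate 2, 3 of 5 were lower, with a median of -0.22 at percentile 8.58. The log2 ratios in replicates 1 and 2 were -2.47 and -0.92 for Atf3, -1.01 and -0.22 for Id2 and -0.50 and -0.65 for Ifitm3. Those of Oasl2 were -0.70 and 0.28, and those of Rtp4 were -0.41 and 0.54. Over the 2 replicates together, the median log2 fold change was -0.56 (adjusted p = 0.013, camera), and -0.20 without RGFP109 replicate 1. The call did not hold under fry, with the correlation estimated from these libraries or with genes of at least 10 counts in every library, where the median was -0.38. It did not hold with limma-trend on log2(FPKM + 0.1) either, where the median was -0.57. Ifitm3 (ENSMUSG00000025492, chromosome 7 from 141009586 to 141010770) was at 11.3 ± 0.137 CPM (SD, n = 2) with RGFP109 and at 16.9 ± 1.43 with vehicle. Its log2 fold change was -0.58 (standard error 0.207, adjusted p = 0.9997, edgeR's quasi-likelihood test).

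**Figure D3:**
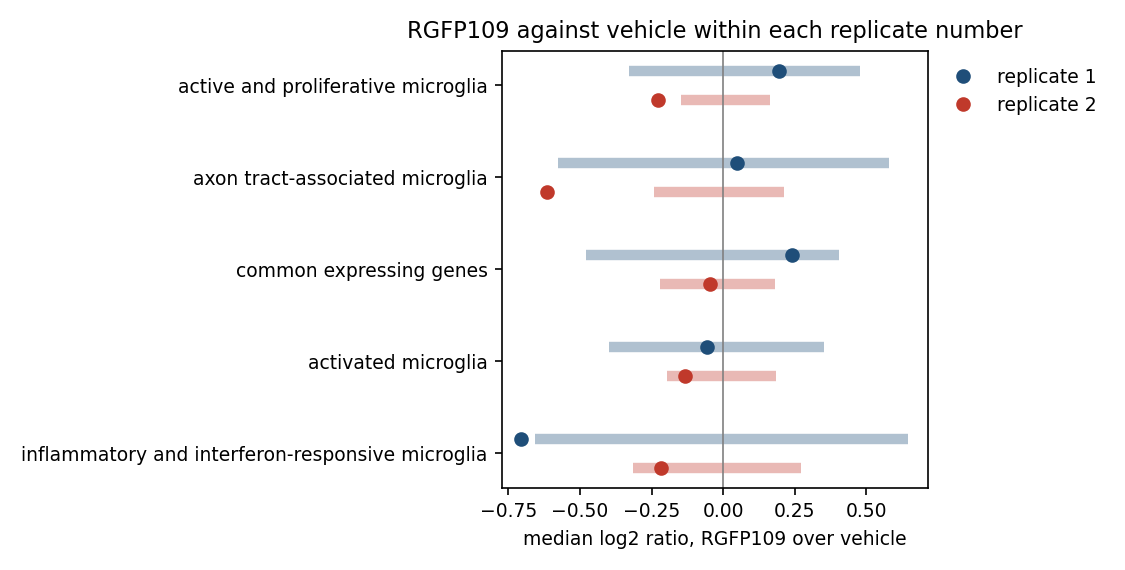
Median log2 ratio of RGFP109 to vehicle (horizontal axis) for each list drawn in Fig. S8A (vertical axis), in replicate 1 (blue) and replicate 2 (red), with 1 library per treatment in each. Bars span the middle 95% of 10000 random lists of the same size matched on mean expression, which carry no correlation between genes. The points outside their bars are inflammatory and interferon-responsive microglia in replicate 1 (-0.70) and, in replicate 2, active and proliferative (-0.23) and axon tract-associated microglia (-0.61).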

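Of the 18 activated microglia genes drawn in Fig. S8A, among them Apoe, Cd52, Lpl and Cst7, 15 were tested between RGFP109 and vehicle. In replicate 1, 8 of 15 were lower with RGFP109, with a median log2 ratio of -0.056 at percentile 43.7 of the random lists. In replicate 2, 11 of 15 were lower, with a median of -0.13 at percentile 8.93. That median was -0.33 without a filter on counts and -0.31 with log2(FPKM + 0.1), alternatives chosen after seeing the data. The log2 ratios in replicates 1 and 2 were -0.25 and -0.72 for Apoe, 3.68 and -0.45 for Lpl and -0.96 and 0.58 for Cst7. Over both replicates the median log2 fold change was -0.10 (adjusted p = 0.49, camera). With 1 library left out, which mixes tissue with treatment, it was 0.17 without vehicle replicate 2 and without RGFP109 replicate 1, -0.55 without RGFP109 replicate 2 and -0.63 without vehicle replicate 1.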

Activated microglia in the amygdala were also suppressed. Microglia in the infracted cortex represented an active state, such as axon tract-associated microglia and active and proliferative microglia, which may be connected with reconstruction, such as axon guidance, synapse protection and compound synthesis, that forms myelin after ischaemic injury during the subacute stage of PTS + RS (**Figures S8A–C**). 

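The axon tract-associated microglia genes drawn in Fig. S8A are Gpnmb, Lgals1, Cd68 and Lamp1. In replicate 1, 2 of these 4 genes were lower with RGFP109, with a median log2 ratio of 0.048 at percentile 58.4 of the random lists. In replicate 2 all 4 were lower, with a median of -0.61 at percentile 0, below all random lists. The correlation between these 4 genes estimated from the libraries was 0.816, so they can move together between 2 libraries in a way random lists do not. Of the 6 genes of active and proliferative microglia, 2 were lower in replicate 1, with a median of 0.20 at percentile 79.2, and all 6 were lower in replicate 2, with a median of -0.23 at percentile 0.22. The common expressing genes of the same figure had a median of 0.24 in replicate 1, at percentile 92.6, and of -0.046 in replicate 2, at percentile 38.8. Whether the replicates differ was not tested, since each holds 1 library per treatment. The log2 ratios in replicates 1 and 2 were -1.33 and -1.75 for Gpnmb, 0.48 and -0.61 for Cd68, -1.39 and -1.11 for Spp1 and -2.38 and -0.44 for Igf1. Igf1 was at 44.0 CPM in vehicle replicate 1 and between 8.37 and 16.8 in the other libraries. Over both replicates the median log2 fold change was -0.26 for the axon tract-associated genes (adjusted p = 0.32, camera) and -0.016 for the active and proliferative genes (adjusted p = 0.31, camera). The common expressing genes had a median of 0.09 (adjusted p = 0.55, camera). Values with 1 library left out mix tissue with treatment. Without vehicle replicate 2 they were 0.27, 0.15 and 0.59, and without vehicle replicate 1 they were -0.85, -0.20 and -0.17, in that order. Without RGFP109 replicate 1 they were -0.025, -0.061 and 0.37, and without RGFP109 replicate 2 they were -0.45, 0.045 and -0.20. With the replicate number as a block, the axon tract-associated genes (-0.17) and the active and proliferative genes (-0.008) were past the threshold under camera.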

According to flow cytometric analysis of neutrophils (CD11b^+^Ly6G^+^) and microglia (CD45^low^ CD11b^high^), HDAC3 inhibition reshaped microglial function by limiting overactivation in the chronic period but not neutrophils (**Figures S9A–D**). Simultaneously, we detected inflammatory cytokines in damaged lesions and reflected microglial subtype genes (**Figures S9E, F**). We found that HDAC3 inhibition reliably alleviated anxiety susceptibility to PTS + RS by remodelling microglial activation. In provisional summary, cortex infarction is a trigger for microglia enriching prostaglandin, eliciting susceptibility to additional stress exposure. HADC3 inhibition reverses microglial overactivation and controls prostaglandin levels, alleviating anxiety susceptibility.

Therefore, we hypothesized that HDAC3 directly regulates prostaglandin production in microglia. First, we used an LPS-induced inflammatory model and LPS + ATP to mimic an inflammasome activation model. LPS- or LPS + ATP-stimulated primary microglia did not induce HDAC3 expression at the transcriptional or translational level (**Figures 7A, B**). However, Mdivi-1 (5 µM), a small-molecule inhibitor of mitochondrial fission, moderately increased HDAC3 expression under LPS + ATP challenge. These results were a reminder that HDAC3 is independent of external inflammatory stress but connected with intracellular mitochondrial function. Unfortunately, we did not figure out upstream signalling of HDAC3. To solve downstream pathways linked to inflammatory gene expression, HDAC3 knockdown under LPS stimulation or LPS + ATP stimulation repressed the expression of NF-κB target inflammation-related genes, such as TNF-α, IFN-β, Cox1, Cox2, MCP-1, IL-6, NLRP1 and IL-1β (**Figure 7C** and **Figures S10A, B**). Thus, HDAC3 inhibition blocked NF-κB downstream target genes, including enzymes for prostaglandin synthesis, such as Cox1 and Cox2.

**Figure 7:**
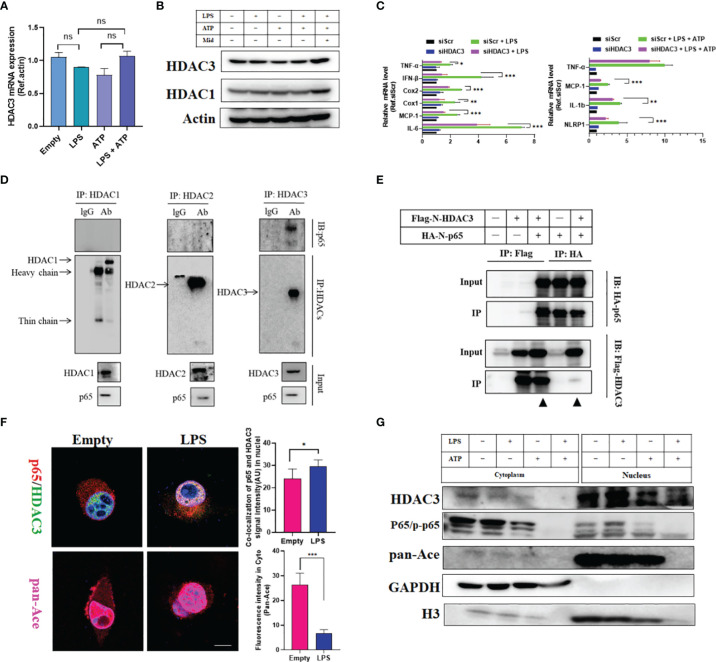
HDAC3-mediated p65 deacetylation modifies the activation of downstream NF-κB target genes *in vitro*. **(A)** qRT-PCR outcomes of primary microglia stimulated with LPS, ATP and LPS + ATP. **(B)** Western blot outcomes of primary microglia stimulated with LPS, ATP, LPS + ATP and LPS + ATP + Midi. **(C)** qRT-PCR outcomes of primary microglia stimulated with LPS and LPS + ATP with or without HDAC3 knockdown. **(D)** Co-IP outcomes of HDACs (HDAC1, HDAC2 and HDAC3) with p65 in primary microglia. **(E)** Exogenous Co-IP outcomes of Flag-N-HDAC3 and Flag-N-p65. **(F)** Cell immunofluorescence colocalization analysis of p65 and HDAC3 with or without LPS stimulation. (Scale bar = 5um). **(G)** Cell nucleus and cytoplasmic fraction separation for detecting the spatial localization of HDAC3 and p65 after various cell stresses. The data mentioned above are presented as the means ± SEM and were analysed by one-way ANOVA with Bonferroni *post hoc* test or Student’s t-test when comparing 2 groups. (ns, no significance; *p < 0.05; **p < 0.01; ***p < 0.005).

Furthermore, we found higher binding between HDAC3 and p65 (an NF-κB/Rel family transcription factor) in primary microglia than in other HDACs (HDAC1 and HDAC2) (**Figure 7D**) (30). These results were confirmed by exogenous immunoprecipitation and cell immunofluorescence (**Figures 7E, F**). Lysine acetylation at sites 122 and 123 of p65 has been reported to result in the cytoplasmic (Cyto) translocation of p65 from the nucleus (10). As shown in **Figure 7F**, we observed that colocalization between p65 and HDAC3 increased in the nucleus under LPS challenge, accompanied by pan-Ace levels in the cytoplasm. The cytoplasm and nucleus of HDAC3, p65/p-p65, and pan-Ace were analysed by Western blot. Similarly, p65 and HDAC3 both translocated from the cytoplasm to the nucleus under inflammatory stress, and pan-Ace decreased under stress changes in the cytoplasm but not the nucleus (**Figure 7G**). To ensure HDAC3-mediated deacetylation modification of p65, we cloned four acetyltransferases (CBP (CREB-binding protein), Kat8, Kat2a and Kat5) to illustrate which acetyltransferase is the main factor for acetylation of p65. We found that Kat8 was the most highly binding enzyme (**Figure S10C**). Then, we overexpressed HA-p65 and myc-CBP in HEK293T cells with or without Flag-HDAC3. We found that CBP acetylated p65 with high pan-Ace levels, and this acetylation modification could be neutralized by co-expressing Flag-HDAC3 (**Figure S10D**). These results suggest that HDAC3 mediates acetylation of p65, increases its nuclear translocation, and promotes the expression of NF-κB target inflammation-related genes related to prostaglandin synthesis. Therefore, these results can explain why prostaglandin-enriched microglia with high Cox1 expression in PTS + RS are caused by HDAC3/NF-κB/Cox1 signalling activation. With further explanation, prostaglandin, especially PGE_2_ overproduction from activated microglia, acts on neurons in the amygdala *via* EP2, increasing anxiety susceptibility acquisition in the PTS + RS group compared with the RS group.

### Gamma Visual Stimulation Alleviates Susceptibility to Additional Stress Exposure After Cortex Infarction by Modulating HDAC3/Cox1/EP2 Expression

The neuroimmune system, including glial cells and immune signalling molecules, offers a unique target to treat disease and improve brain health. However, little is known about how to nonpharmacologically manipulate the immune system of the brain. Gamma frequency (30-50 Hz), a component of the neuroimmune system, can be induced by sensory stimulation *via* LED light strips flickering at 40 Hz. Gamma visual stimulation has been reported to promote microglial activity, decrease amyloid-b (Ab) in Alzheimer’s disease, regulate mitochondrial fission in neurons and offer neuroprotection (28, 31–33). To explore whether gamma visual stimulation can alleviate anxiety susceptibility acquisition in PTS + RS, we designed and developed a device of gamma flicker stimulation such as the Tsai et al. description (33) (**Figures S11A, B**). Then, we found that gamma flicker stimulation can relieve anxious behaviour of PTS + RS as protocol 2 but not protocol 1 (**Figure 8A**, **Figure S11C**). Data shows that gamma flicker stimulation alleviates anxious or depression susceptibility to additional stress exposure after cortex infarction, with higher percentage of distance and time spent in center, lower immobility time spent (**Figures 8B–D** and **Figure S11C**). Next, to confirm whether gamma flicker stimulation improved synaptic function, we measured long-term potentiation (LTP) in hippocampal schaffer collaterals and observed a marked LTP trend towards better outcomes than random flicker stimulation (**Figure S11D**). In addition, microglial activation was suppressed, as shown in **Figures 8E, F**. However, the activation of astrocytes seemed to represent weak changes (**Figure S11E**). In addition, we investigated HDAC3/Cox/EP2 in PTS + RS with or without gamma flicker stimulation. Consequently, gamma flicker stimulation moderately decreases HDAC3 and Cox1 expression in the damaged cortex, weakly downregulated EP2 expression in amygdala (**Figure 8G**). Taken together, gamma visual stimulation alleviates susceptibility to additional stress exposure after cortex infarction by modulating HDAC3/Cox1/EP2 expression, mainly related to decrease pathway of PGE_2_ synthesis in damaged ischemic cortex.

**Figure 8:**
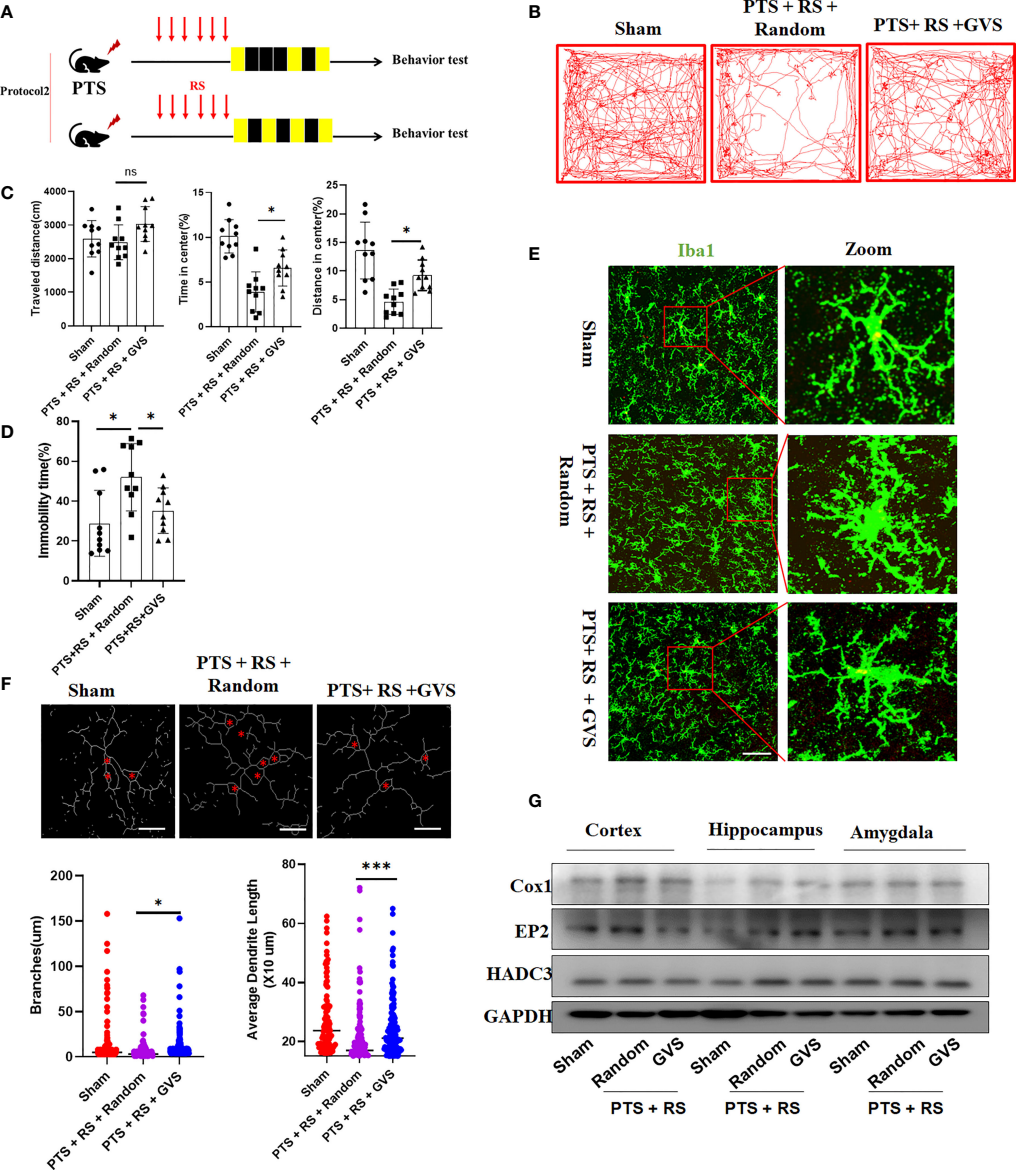
Gamma visual stimulation alleviates susceptibility to additional stress exposure after cortex infarction by modulating amygdala HDAC relative expression levels. **(A)** Timeline and design of the gamma visual stimulation experiments. **(B)** Representative tracks of open-field test (OFT) within the sham, PTS + RS + random and PTS + RS + GVS groups. **(C)** Statistical analysis of travel distance, percentage of distance travelled in center and time spent in center area within the three groups mentioned above (N = 10 per group). **(D)** Immobility time spent was tested by Tail suspension test (N = 10 per group). **(E)** Histological analysis of damaged cortex-nearly microglia. (Scale bar = 50um). **(F)** Statistical analysis of microglia morphology (ramification branches and dendrite length) from three various groups. **(G)** Western blot of HDAC3, Cox1 and EP2 in damaged cortex, hippocampus and amygdala in various group. The data mentioned above are presented as the means ± SEM and were analysed by one-way ANOVA with Bonferroni *post hoc* test (ns, no significance; *p < 0.05; ***p < 0.005).

## Discussion

In this study, by focusing on epigenetic remodelling factors reported to participate in anxiety susceptibility after stroke, we identified several findings that can explain molecular changes between nonstroke populations that generalize anxiety disorder and stroke patients with phobic anxiety. First, using an animal model assay to simulate two conditions of patients, we identified that PTS + RS manifests more severe anxious symptoms. Pathologically, microglial overactivation was widely observed in the PTS + RS group compared with the absolute restraint stress stimulus group. Inflammatory reaction disruption correlates with a negative affective state from rodents to humans (19, 34). Imaging studies and postmortem analysis indicate that microglial activation contributes to the development of negative affective emotion (15, 20). Therefore, evidence combined with previous theories and our results supported our hypothesis that microglia may be a key player in the progression of anxiety susceptibility. Next, RNA-seq enrichment provided insights that microglia were one of the most prominent factors, and immune-, phagosome-, ROS-generation pathways and ATP synthesis contribute closely to the phenotype of PTS + RS, further supporting the histological or molecular changes, as in previous reports (22).

Microglia have been proven to regulate mood by mediating inflammation signalling, but there is a lack of evidence to explore how microglia interact with the activity of neurons (21). Interleukin-6 (IL-6) and PGE_2_ are two direct messengers between microglia and neurons. IL-6 derived from activated microglia has been implicated in depression-like behaviour (35). During brain inflammation overactivation, metabolic disorders can lead to anxiety-like behaviour (36). Cox1 mediated cerebral PGE_2_ production involves anxiety sensitivity to environmental stress (37). In the PTS + RS group, the percentage of Cox1-enriched microglia was first reported to increase in the PTS + RS group, along with its downstream metabolite production. Although endothelial cells express Cox1, they have the highest expression in microglia (38). Cox1 is prominent in adverse effects at the early phase of inflammation, while Cox2-induced PGE_2_ production is critical for aversion symptoms in chronic inflammation conditions. In our case, we found that Cox1 and Cox2, downstream of NF-κB signalling, were upregulated constantly in the PTS + RS or RS group. In addition to PGE_2_ signalling participation, the Janus kinase (JAK)/signal transducer and activator of transcription (STAT) pathway is extremely activated, as our results show. Likewise, transcriptional elevations in the PGE_2_ synthesis enzymes Cox1 and Cox2, along with inflammatory factors such as IL-1β, TNF-α, IFN-γ, ASC and IL-6, are hallmarks of phenotype deterioration. These results demonstrate that PGE_2,_ as a common pathway metabolite, is highly enriched in microglia, eliciting anxiety susceptibility to additional stress exposure after cortex infarction. NF-κB-induced inflammatory reactions in the brain are closely associated with adverse affective phenotypes.

HDAC3 is a unique histone deacetylase of chromatin modifiers that silences transcription by interacting with nuclear receptor corepressors (NCoR1/2) (39). Deletion of HDAC3 in macrophages under LPS-induced systemic inflammatory reactions impairs the activation of proinflammatory target genes (11). Recent evidence has shown that HDAC3 is involved in I/R-induced brain injury and poststroke recovery and participates in neurodegenerative diseases such as Huntington’s disease or Parkinson’s disease (10). Whether HDAC3 contributes to the progression of phobic anxiety under stroke stress has not been reported. The HDAC3 inhibitor RGFP109 is an HDAC class I inhibitor selective for HDAC1 and HDAC3 and has been confirmed to be safe in phase I clinical trials in patients. However, the beneficial effects of RGFP109 are not reported in phobic anxiety. Notably, in this study, 60 mg/kg RGFP109 showed significant improvements, suggesting potential value in anxiety susceptibility. We found that NF-κB signalling was inhibited, along with inactivation of the STAT-inducible interferon pathway. In addition, we found that microglial synaptic pruning was greatly ameliorated. Simultaneously, glycogen synthase kinase-3 (GSK-3), a serine/threonine protein kinase existing as two isozymes, GSK-3 alpha (α) and GSK-3 beta (β), was analysed in our system for its roles in synapse plasticity (40). GSK-3 enzymatic activity is regulated dynamically; N-terminal phosphorylation of Ser21 for GSK-3α and Ser9 for GSK-3β exerts inhibitory regulation. Consequently, GSK-3 cannot access substrates (41). In contrast, tyrosine phosphorylation of Tyr279 in GSK-3α and Tyr216 in GSK-3β positively activated GSK-3. Chronic stress decreases synaptic density and causes synapse atrophy. High GSK-3β activity is required for pre- and postsynaptic molecular mechanisms to support the occurrence of LTD. Under our conditions, inhibitory regulation of Ser9 at GSK-3β was reduced during PTS + RS, while HDAC3 inhibition increased the expression levels of p-Ser9 GSK-3β and GSK-3β to approximate the sham group level, which maintained homeostatic mechanisms within synapses. Akt-mTOR signalling, one of the pathway phenotypes involved in the function of synapses by activating protein synthesis and alleviating depression or anxiety, is also enhanced upon HDAC3 inhibition.

Although HDAC3 inhibition positively alleviates inflammation by restraining NF-κB hyperactivation and regulates synaptic plasticity pathway phenotypes, such as GSK-3 and mTOR signalling, HDAC3 inhibition cannot solve the direct interaction between neuronal activity and activated microglia. NF-κB hyperactivation and stress susceptibility are both linked to nuclear p65 distribution. NF-κB-p65 can bind motifs by HDAC3 (42). First, we found that HDAC3 inhibition decreases damaged cortex PGE_2_ content by downregulating Cox1. EP2 expression in the amygdala is a core receptor region. Knockdown of EP2 in the amygdala significantly relieved anxiety-like behaviour in PTS + RS. Therefore, an HDAC3 remoulded Cox1-PGE_2_-EP2 network was established. Furthermore, we found that Cox1, as the target gene downstream of NF-κB signalling, depends on HDAC3 regulation. As proven by a previous report, HDAC3 contains deacetylase (DA)-dependent deacetylation of p65, in line with previous literature indicating that p65 is a direct substrate of HDAC3 and that deacetylation triggers the nuclear export of p65 (43, 44). Therefore, HDAC3 regulating PGE_2_ synthesis may be attributed to deacetylating p65, as our data proved. Therefore, in phase summary, our findings reveal the HDAC3/Cox1/EP2 signalling axis in susceptibility to poststroke anxiety.

To explore a new treatment strategy, gamma visual stimulation is a candidate approach to reduce PTS + RS pathology. Gamma oscillation (30-90 Hz) is closely associated with cognitive functions, Alzheimer’s disease, stroke recovery and emotion regulation (32). According to a previous report, non-invasive stimulation by specific frequency flickering light could evoke gamma oscillation. A recent study provided evidence of low gamma oscillation in free-behaving mice in cerebral ischaemia, and light flickers can restore low gamma to confer neuroprotection (31, 45). However, whether gamma visual stimulation can alleviate anxiety-like behaviour in PTS + RS has not been validated. Here, using gamma entrainment *via* visual stimuli, we also observed that the HDAC3/Cox1/EP2 signalling axis was changed, alongside significant reductions in activated microglia. Gamma flicker stimulation moderately decreased HDAC3 and Cox1 expression in the damaged cortex and weakly downregulated EP2 expression in the amygdala.

## Conclusions

In summary, we identified the role of the HDAC3/Cox1/EP2 signalling network in susceptibility to poststroke anxiety, and a protective approach of gamma visual stimulation might be a candidate strategy for alleviating susceptibility to additional stress exposure after cortex infarction. Further investigations on how HDAC3 is regulated or modified during anxiety-like behaviour and whether there are other messengers travelling through within-brain regions to affect neuron activity may accelerate the discovery for a long period.

## Data Availability Statement

The data presented in the study are deposited in the GEO repository, accession number: GSE194326.

## Ethics Statement

The animal study was reviewed and approved by The University Committee on Animal Care of Xiamen University.

## Author Contributions

HZ designed the project. HZ, YG, and BD contributed to the analysis of data and drafting of the manuscript. HZ, YG, AH, HS, YC, JS, AG, HW, and JS conducted all experiments. HZ and BD participated in discussions, data analysis, and manuscript editing. All authors have read and approved the final version of the manuscript.

## Funding

This work was partly supported by the National Natural Science Foundation of China (81501207), the General project of Fujian Natural Science Foundation (No. 2021J01018), the Projects of the principal fund of Xiamen University (No. 20720210118), the Science and Technology Project of Xiamen municipal Bureau of Science and Technology (3502Z20194046), the Fundamental Research Funds for the Central Universities (20720200037), Key scientific research projects of Fujian Strait medical and Health Exchange Association (2020HYH10), Fujian Health Science and technology program (2021GGB038), XMU Undergraduate Innovation and Entrepreneurship Training Programs (2021X1073; S202110384894).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: HDAC3-Regulated PGE2 Production by Microglia Induces Phobic Anxiety Susceptibility After Stroke and Pointedly Exploiting a Signal-Targeted Gamma Visual Stimulation New Therapy
**Source:** Front Immunol. 2022 Feb 18;13:845678. doi: 10.3389/fimmu.2022.845678
**Supplement:** Supplementary file 1

**Supplemental Information**

**HDAC3-regulated PGE2 production by microglia induces phobic anxiety susceptibility after stroke and pointedly exploiting a signal-targeted gamma visual stimulation new therapy**

Figure S1. The acquisition of anxiety-like behaviours after cortex infarction is independent of amygdala organic damage.

Figure S2. Restraint stress exposure after cortex infarction increases the degree of susceptibility to adverse experiences.

Figure S3. Restraint stress exposure after cortex infarction exacerbates hyperreactivity of the amygdala.

Figure S4. Injury-related differential genes and pathway changes between restraint stress and photothrombotic stroke plus restraint stress mice.

Figure S5. Time series of relative inflammatory gene changes between restraint stress and photothrombotic stroke plus restraint stress mice.

Figure S6. HDAC3 inhibition alleviates anxiety-like behaviour and synaptic damage.

Figure S7. Anxiety-like behaviour is dependent on EP2 blockade after additional stress exposure plus cortical infarction.

Figure S8. Integrated analysis of downstream target pathways regulated by HDAC3.

Figure S9. Excessive inflammation in the brain of PTS + RS can be suppressed by HDAC3.

Figure S10. Effect of HDAC3 gene interference and its interacting molecules.

Figure S11. Gamma visual stimulator introduction and intervention program.

**Figure S1.** **The acquisition of anxiety-like behaviours after cortex infarction is independent of amygdala organic damage.**

**
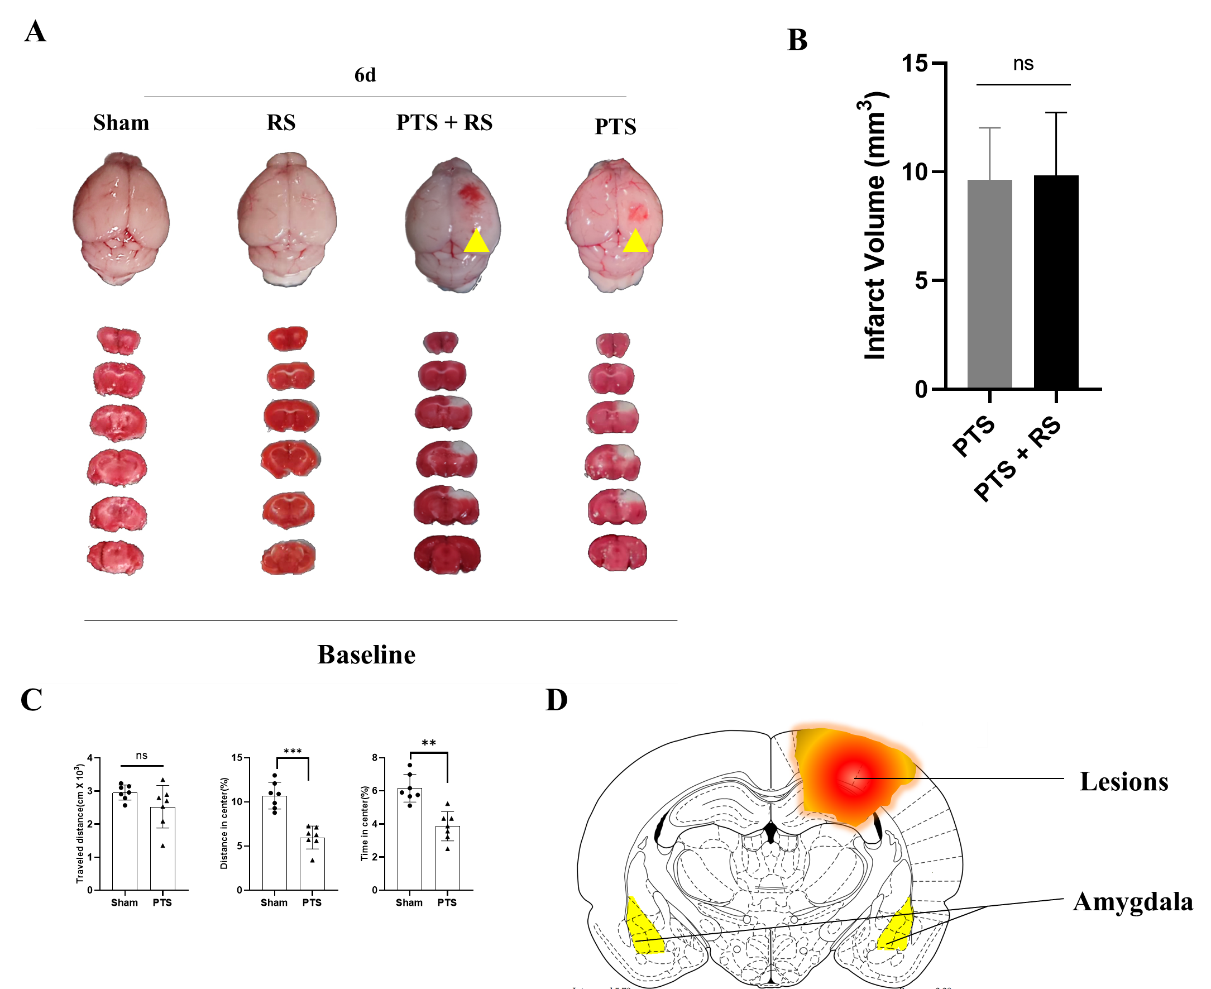
**

A. General observation and TTC staining of the brains of the sham, RS, PTS and PTS + RS groups. (Yellow arrow reflects the infarction lesion in the cortex). B. Statistical analysis of infarct volume of PTS and PTS + RS. C. Distance travelled in the centre (%) and time travelled in the centre (%) of the sham and PTS groups on the fourth day of the acute phase after modelling. D. Infarction lesion area illustrated with red and amygdala far from lesions marked with yellow. This brief graph reflects that the activation of the amygdala involved in anxiety-like behaviours is independent of organic damage after cortex infarction. The data mentioned above are presented as the means ± SEM and were analysed by Student’s t-test when comparing 2 groups. (. ns, no significance; *p < 0.05; **p < 0.01; ***p < 0.005.).

**Figure S2.** **Restraint stress exposure after cortex infarction increases the degree of susceptibility to adverse experiences.**

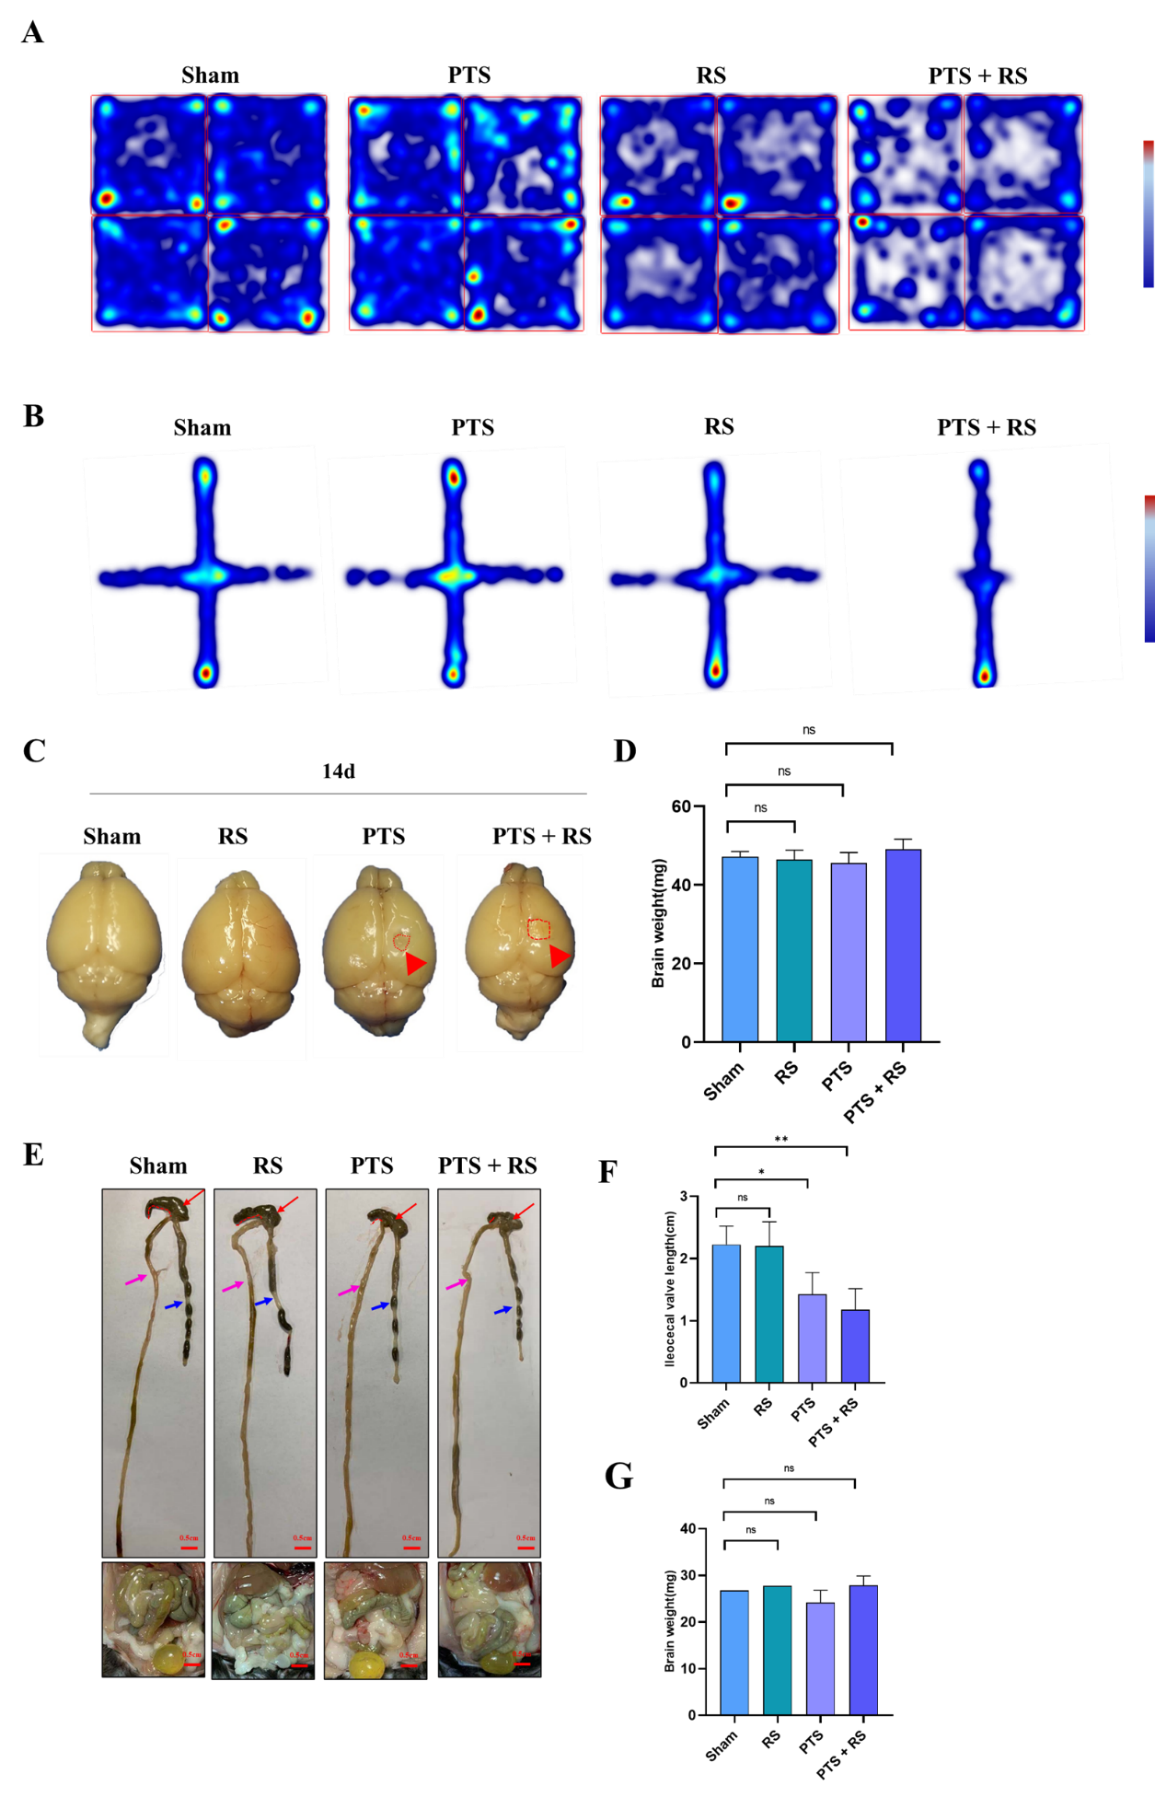

A. Open-field test on day 31 after inducing model. Track hot map of sham, PTS, RS and PTS + RS. B. Track hot map of elevated plus-maze in various groups. C~D. C: General observation of the damaged cortex of the sham, PTS, RS and PTS + RS groups (the red arrow shows the liquefaction cavity in the subacute stage). D: Brain weight of various groups on Day 14. E~F. General observation of internal organs of the abdominal cavity, small intestine, caecum and rectum (E, scale bar = 0.5 cm) G. Brain weight of various groups on the last day of behaviour tests. The data mentioned above are presented as the means ± SEM and were analysed by one-way ANOVA with Bonferroni post hoc test (. ns, no significance; *p < 0.05; **p < 0.01; ***p < 0.005.).

**Figure S3. Restraint stress exposure after cortex infarction exacerbates hyperreactivity of the amygdala.**

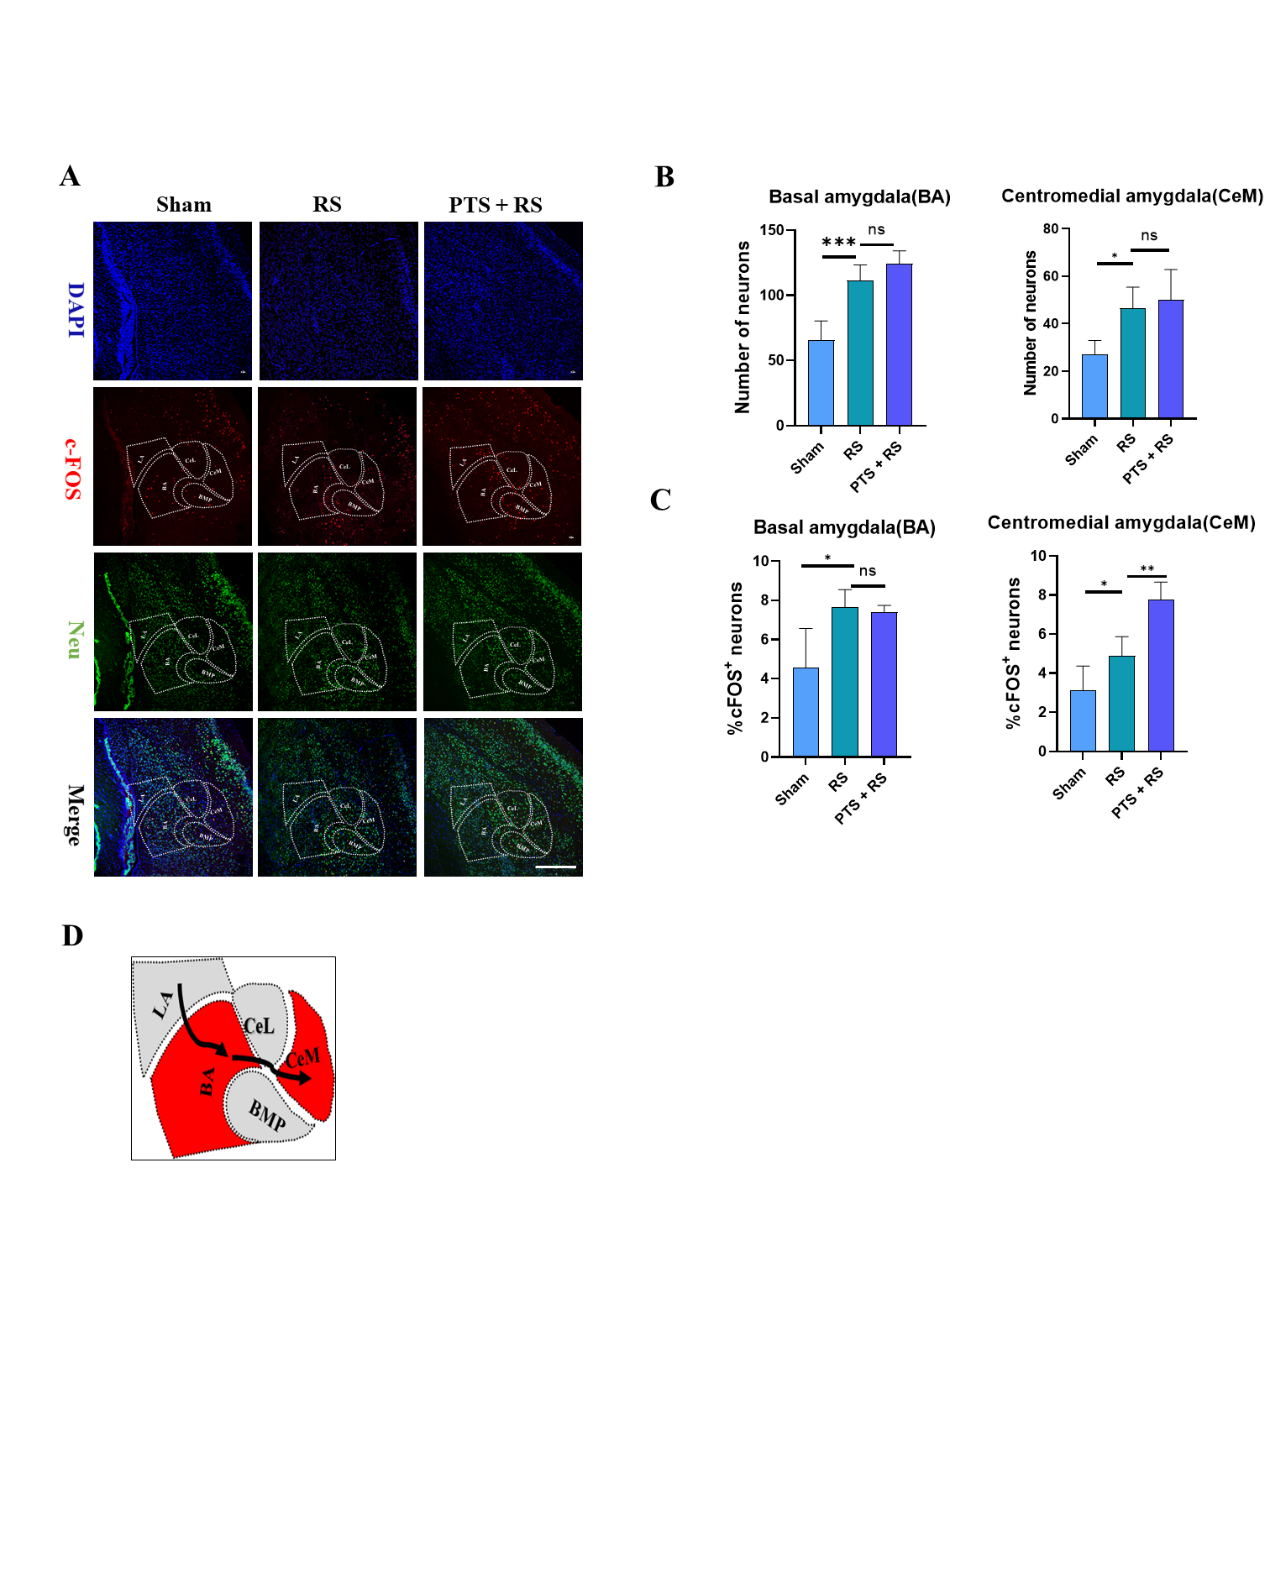

A. Immunofluorescence of c-Fos and NeuN in the amygdala and its subareas (lateral amygdala (LA), basal amygdala (BA), central amygdala (CeL), centromedial amygdala (CeM) and posterior basal amygdala within Sham, RS and PTS + RS groups. B~C. Statistical analysis of the number of neurons and c-Fos neurons in corresponding nuclear areas (BA and CeM). D. Amygdala anxiety circuitry. BA neurons project to the centrolateral (CeL) and CeM nuclei. The CeM represents the primary output nucleus of the amygdala, which projects directly to downstream targets to mediate anxiety-related behaviours. The data mentioned above are presented as the means ± SEM and were analysed by one-way ANOVA with Bonferroni post hoc test (. ns, no significance; *p < 0.05; **p < 0.01; ***p < 0.005.).

**Figure S4. Injury-related differential genes and pathway changes between restraint stress and photothrombotic stroke plus restraint stress mice.**

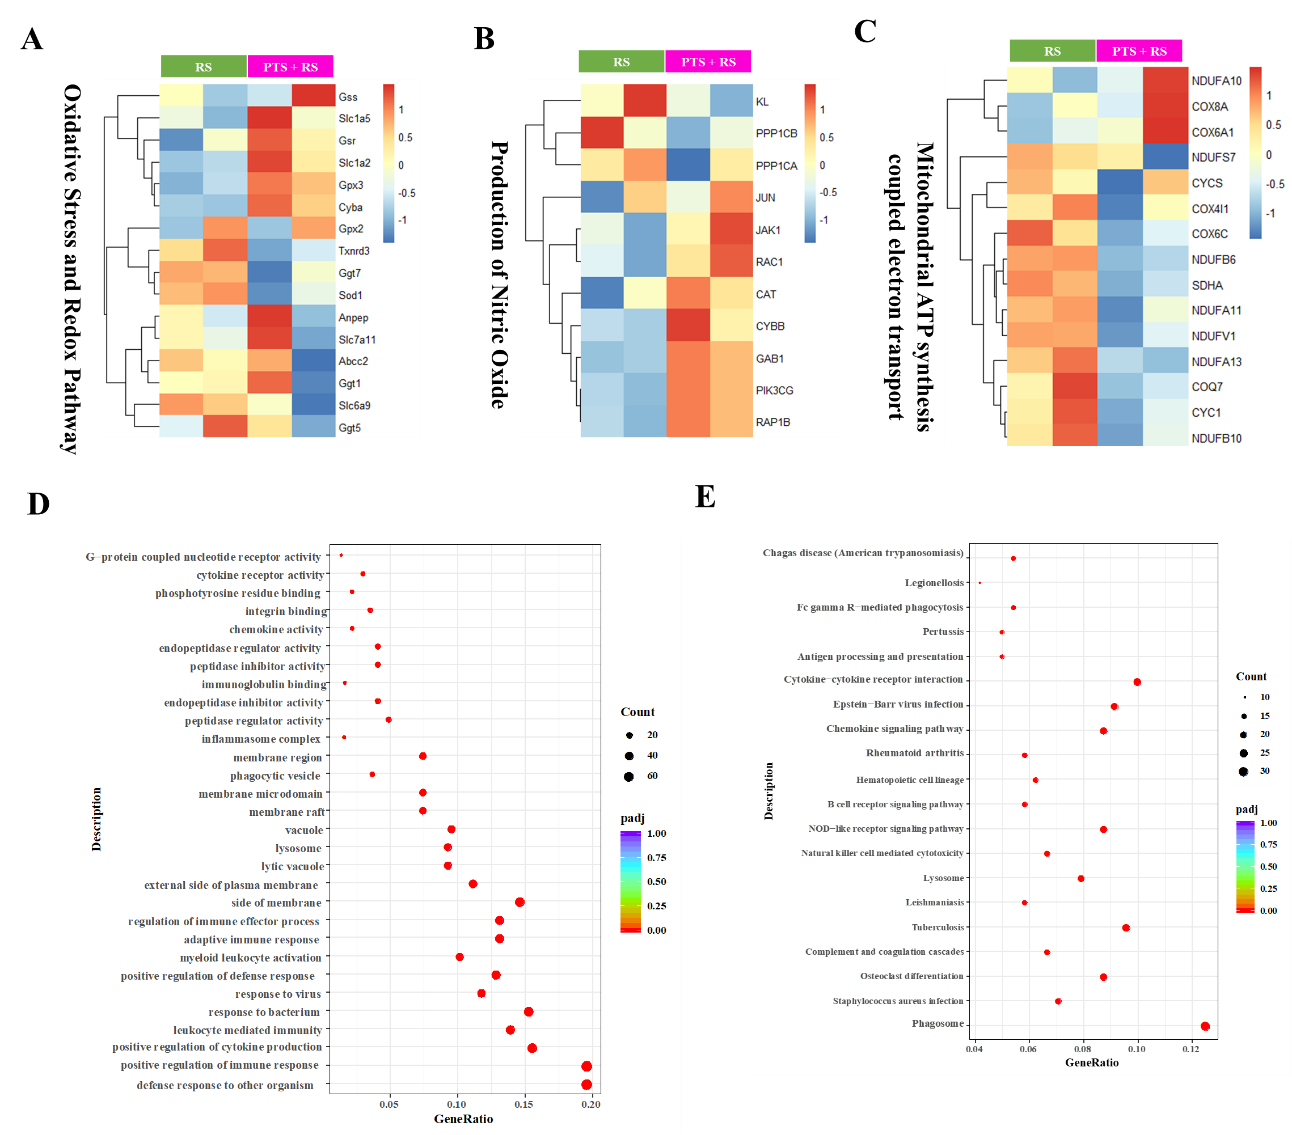

A. Oxidative stress- and redox pathway-related gene map related different genes between PTS + RS and RS group based on the RNA-seq dataset on the day of 21. B. Heatmap showing contents of production of nitric oxide pathway relative genes between PTS + RS and RS group based on RNA-seq analysis. C. Mitochondrial ATP synthesis-coupled electron transport-related genes between PTS + RS and RS group based on RNA-seq analysis. D. GO (Gene Ontology, upregulated enrichment) analysis between two groups based on RNA-seq analysis. E. KEGG (Kyoto Encyclopedia of Genes and Genomes) analysis of upregulated pathways between the two groups based on RNA-seq analysis. For detail information please refer to Supplementary Table 2.

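Fig. S4A to Fig. S4C draw the genes library by library, with 2 libraries in each group. Taking each gene's log2 CPM relative to its mean over the 4 libraries, the median over the oxidative stress and redox genes was 0.17 and -0.045 in PTS + RS replicates 1 and 2 and 0.006 and -0.049 in RS replicates 1 and 2. Over the nitric oxide genes these medians were 0.039 and 0.086 in the PTS + RS libraries and -0.048 and -0.10 in the RS libraries. Over the mitochondrial electron transport genes they were -0.17 and -0.063 in the PTS + RS libraries and 0.076 and 0.14 in the RS libraries.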

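Enrichment analyses such as those of Fig. S4D and Fig. S4E ask whether the upregulated genes hold more members of a pathway than a draw from a background of genes would. Their outcome depends on that background, which the legend does not name.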

**Figure S5. Time series of relative inflammatory gene changes between restraint stress and photothrombotic stroke plus restraint stress mice.**

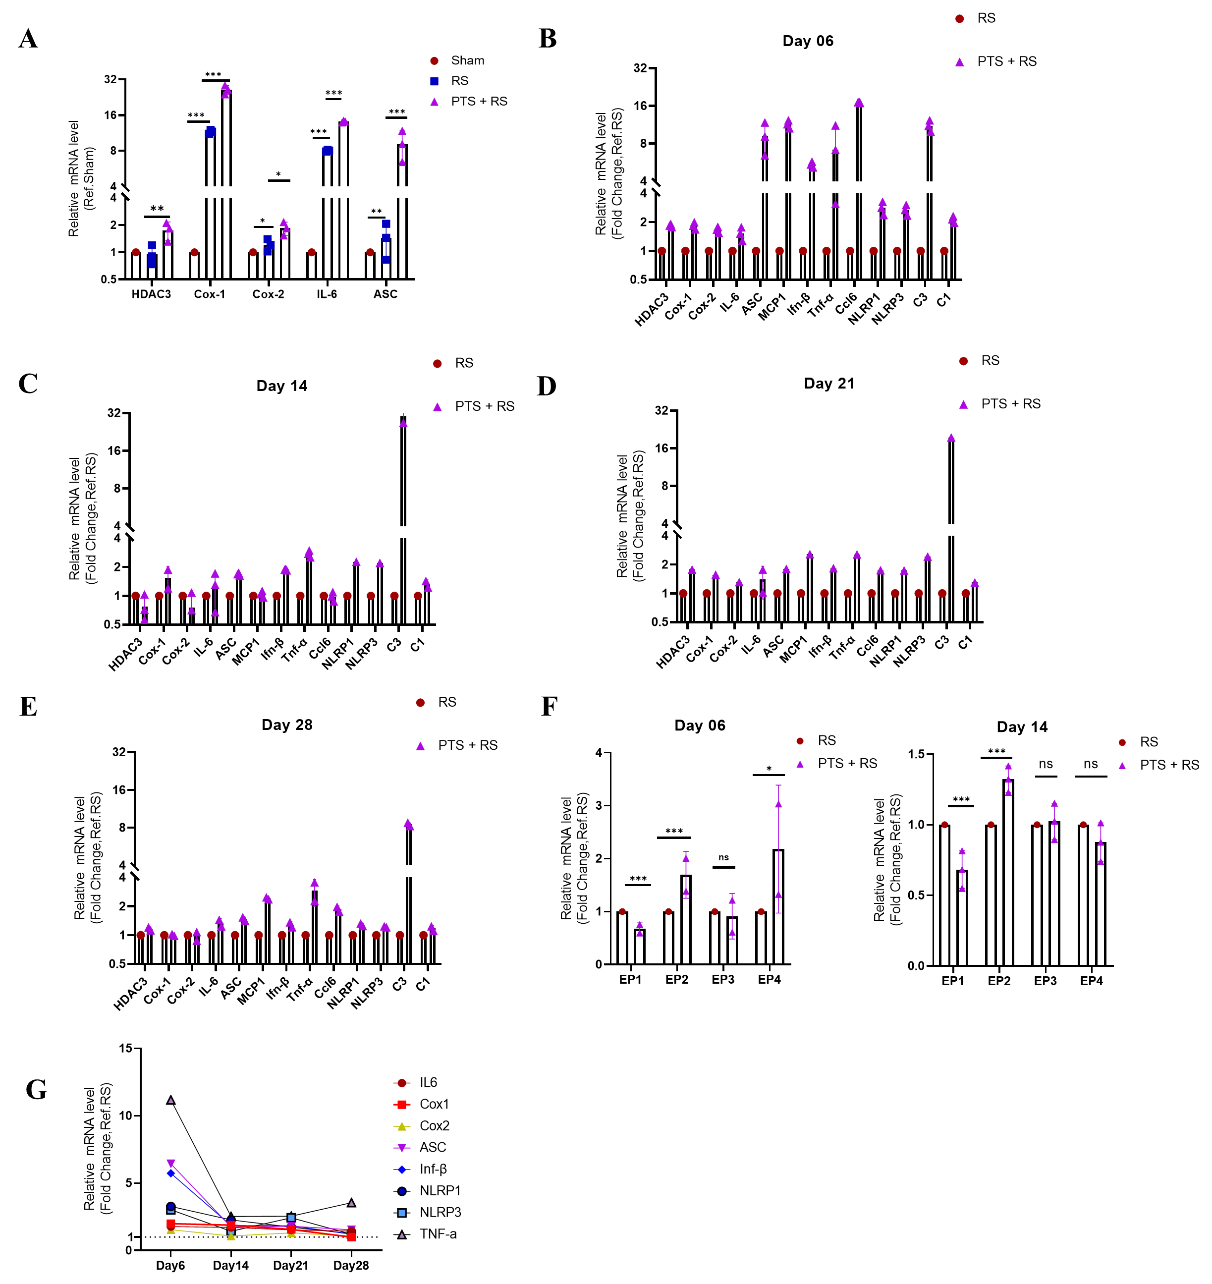

A. General different gene changes reflected by qRT-PCR between sham, PTS + RS and RS on the day of 21. B~ E. qRT-PCR outcomes of different genes between PTS + RS and RS on days 6, 14 and 28. F. Prostaglandin receptor (EP1, EP2, EP3 and EP4) changes in the acute stage on day 6 and subacute phase on day 14 between PTS + RS and RS group. The data mentioned above are presented as the means ± SEM and were analysed by one-way ANOVA with Bonferroni post hoc test or Student’s t-test when comparing 2 groups. (. ns, no significance; *p < 0.05; **p < 0.01; ***p < 0.005.).

**Figure S6. HDAC3 inhibition alleviates anxiety-like behaviour and synaptic damage.**

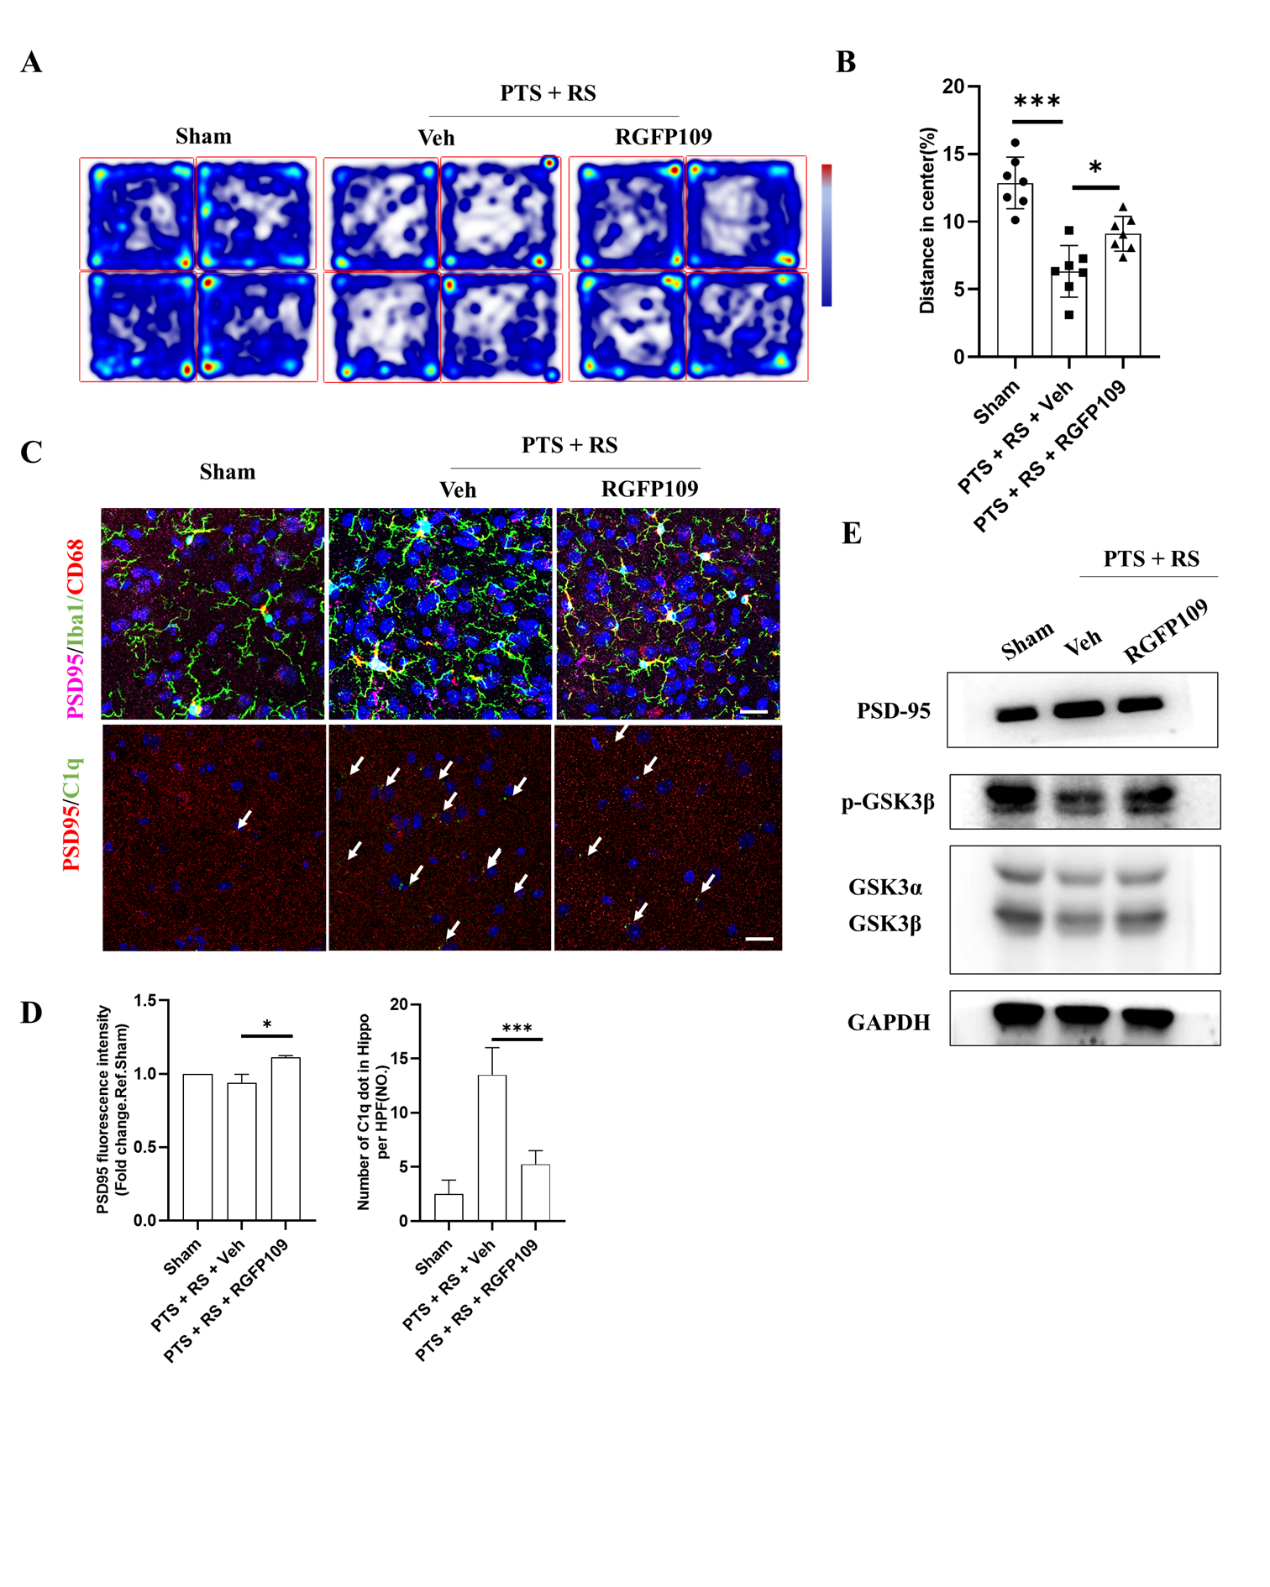

A. Open-field test. Track hot map of sham as a negative control, vehicle and RGFP109 of PTS + RS. B. Statistical analysis of distance in centre (%) of three groups. C. Immunofluorescence of PSD95, CD68, Iba1 and C1q in damaged cortex in sham, vehicle and RGFP109. D. Statistical analysis of PSD95 fluorescence intensity and number of C1q dots in the hippocampus per high-power field (HPF). E. Western blot of PSD95, pSer9-GSK3β, GSK3α, GSK3β and GAPDH in the three groups. The data mentioned above are presented as the means ± SEM and were analysed by one-way ANOVA with Bonferroni post hoc test or Student’s t-test when comparing 2 groups. (. ns, no significance; *p < 0.05; **p < 0.01; ***p < 0.005.).

**Figure S7. Anxiety-like behaviour is dependent on EP2 blockade after additional stress exposure plus cortical infarction**

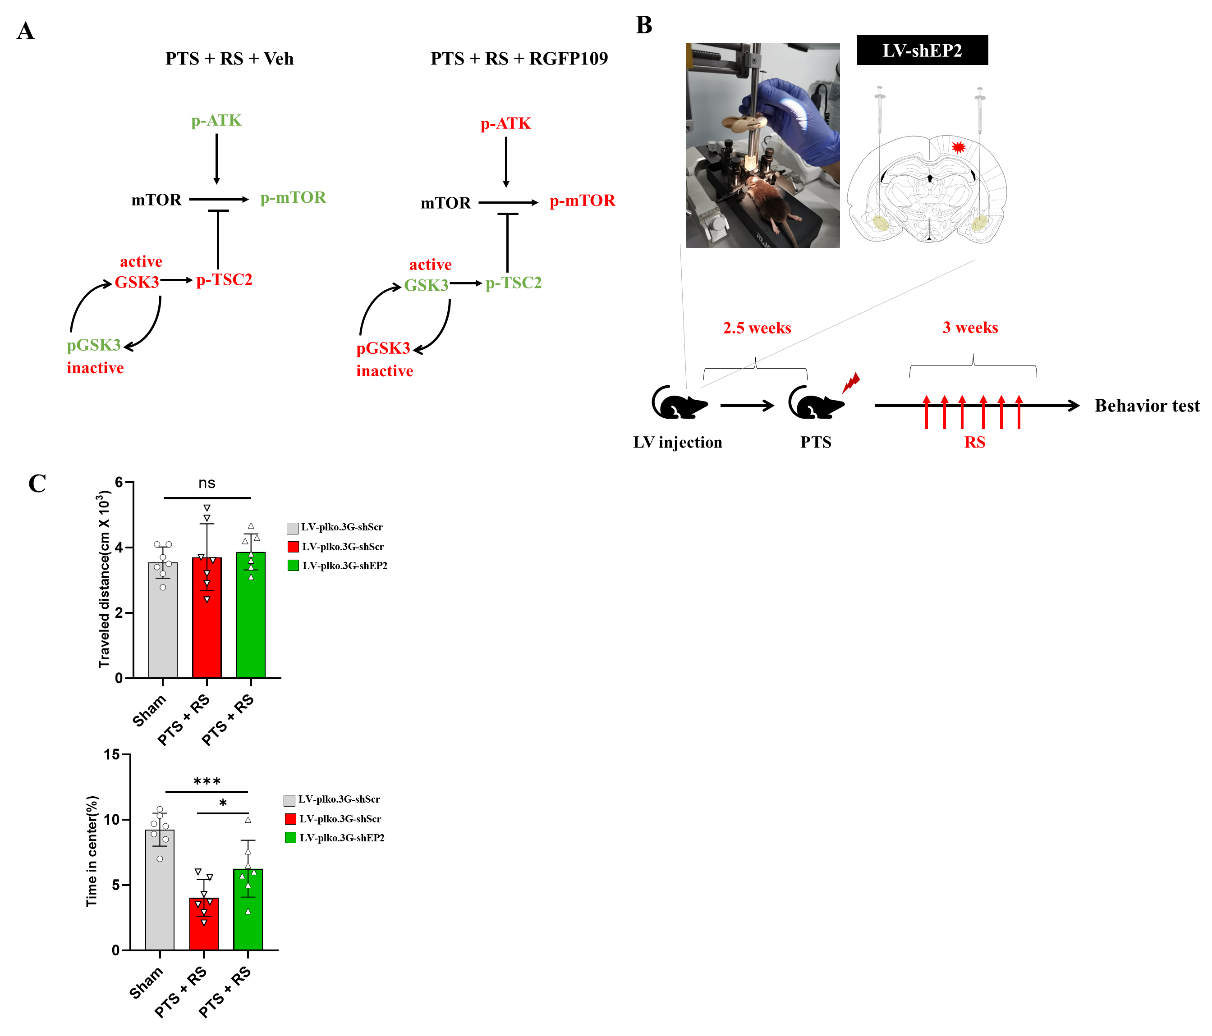

A. Biological effect of HDAC3 inhibitor represents the mechanism model diagram. B. shEP2 lentivirus interference of the bilateral amygdala for 3 weeks. C. Statistical analysis of travelled distance and time spent percentage in centre in PTS + RS with or without EP2 knockdown. The data mentioned above are presented as the means ± SEM and were analysed by one-way ANOVA with Bonferroni post hoc test or Student’s t-test when comparing 2 groups. (. ns, no significance; *p < 0.05; **p < 0.01; ***p < 0.005.).

**Figure S8. Integrated analysis of downstream target pathways regulated by HDAC3.**

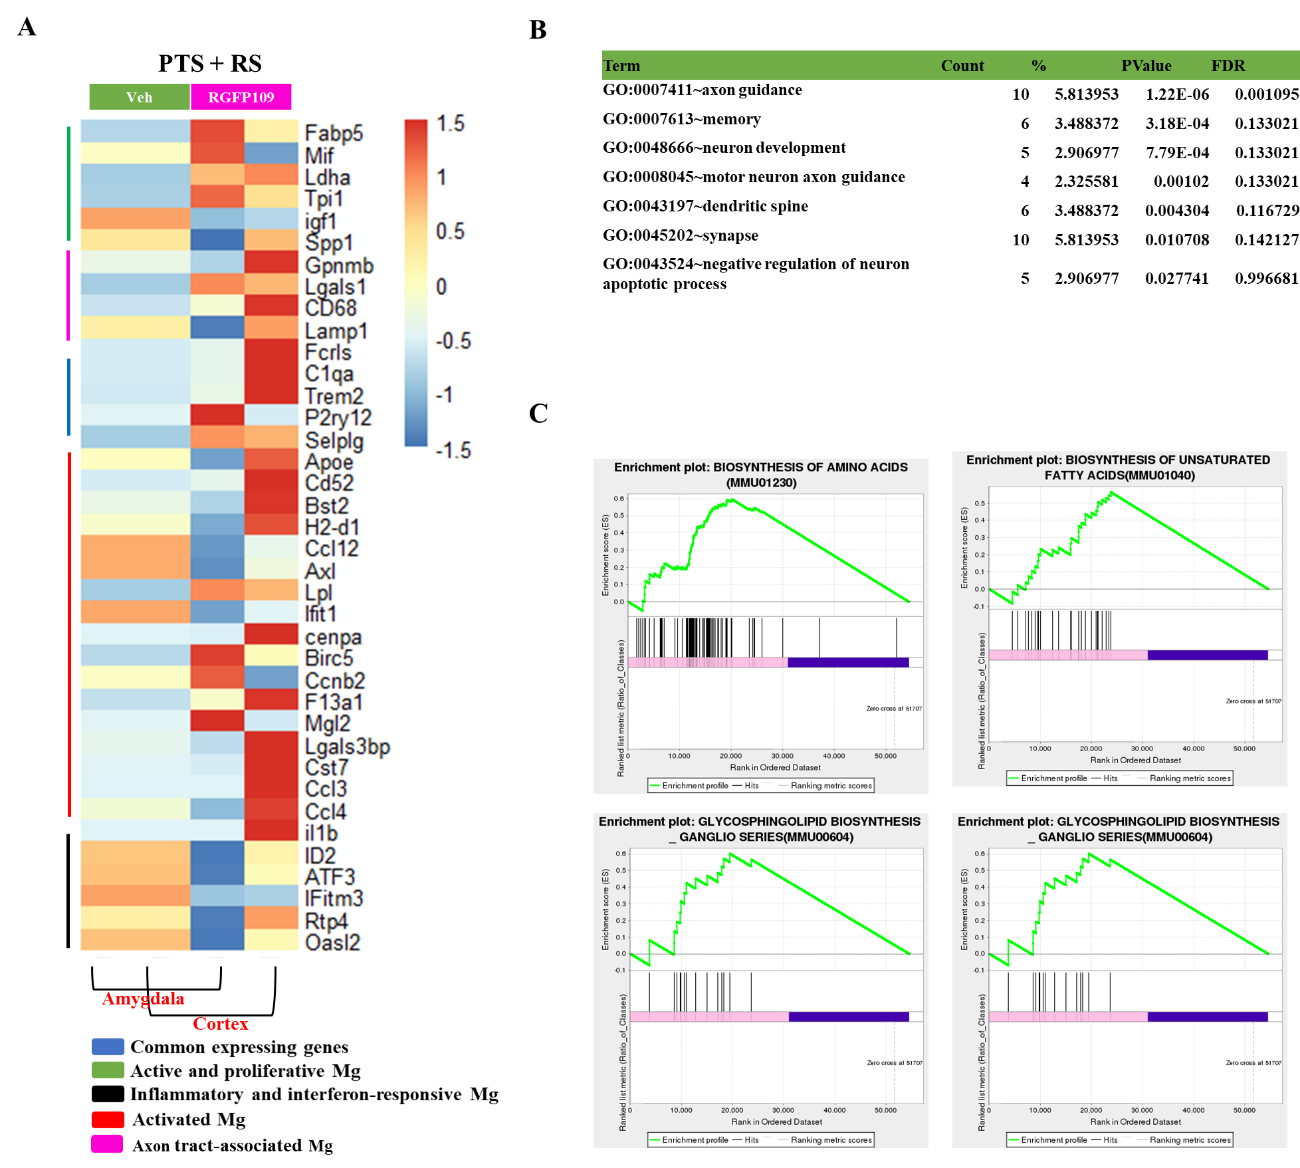

A. Unique microglial gene changes between PTS + RS with or without HDAC3 inhibition. B~ C. Bioinformatics analysis of GO (up enrichment) and GSEA pathways between vehicle and RGFP109 groups. For detail information please refer to Supplementary Table 3.

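Fig. S8A draws 38 genes in 4 columns, for RGFP109 and vehicle. The deposited table of this comparison also holds a block of normalized values for these genes, in which the values of the second vehicle library equal those of the first in 38 of 38 genes. The counts of the same table differ between the 2 vehicle libraries, and the values given in the Results with the statements on microglia use those counts. Taking each gene's log2 CPM relative to its mean over the 4 libraries, the median over the inflammatory and interferon-responsive genes was -0.37 and 0.16 in RGFP109 replicates 1 and 2 and 0.29 and 0.32 in vehicle replicates 1 and 2.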

**Figure S9. Excessive inflammation in the brain of PTS + RS can be suppressed by HDAC3.**

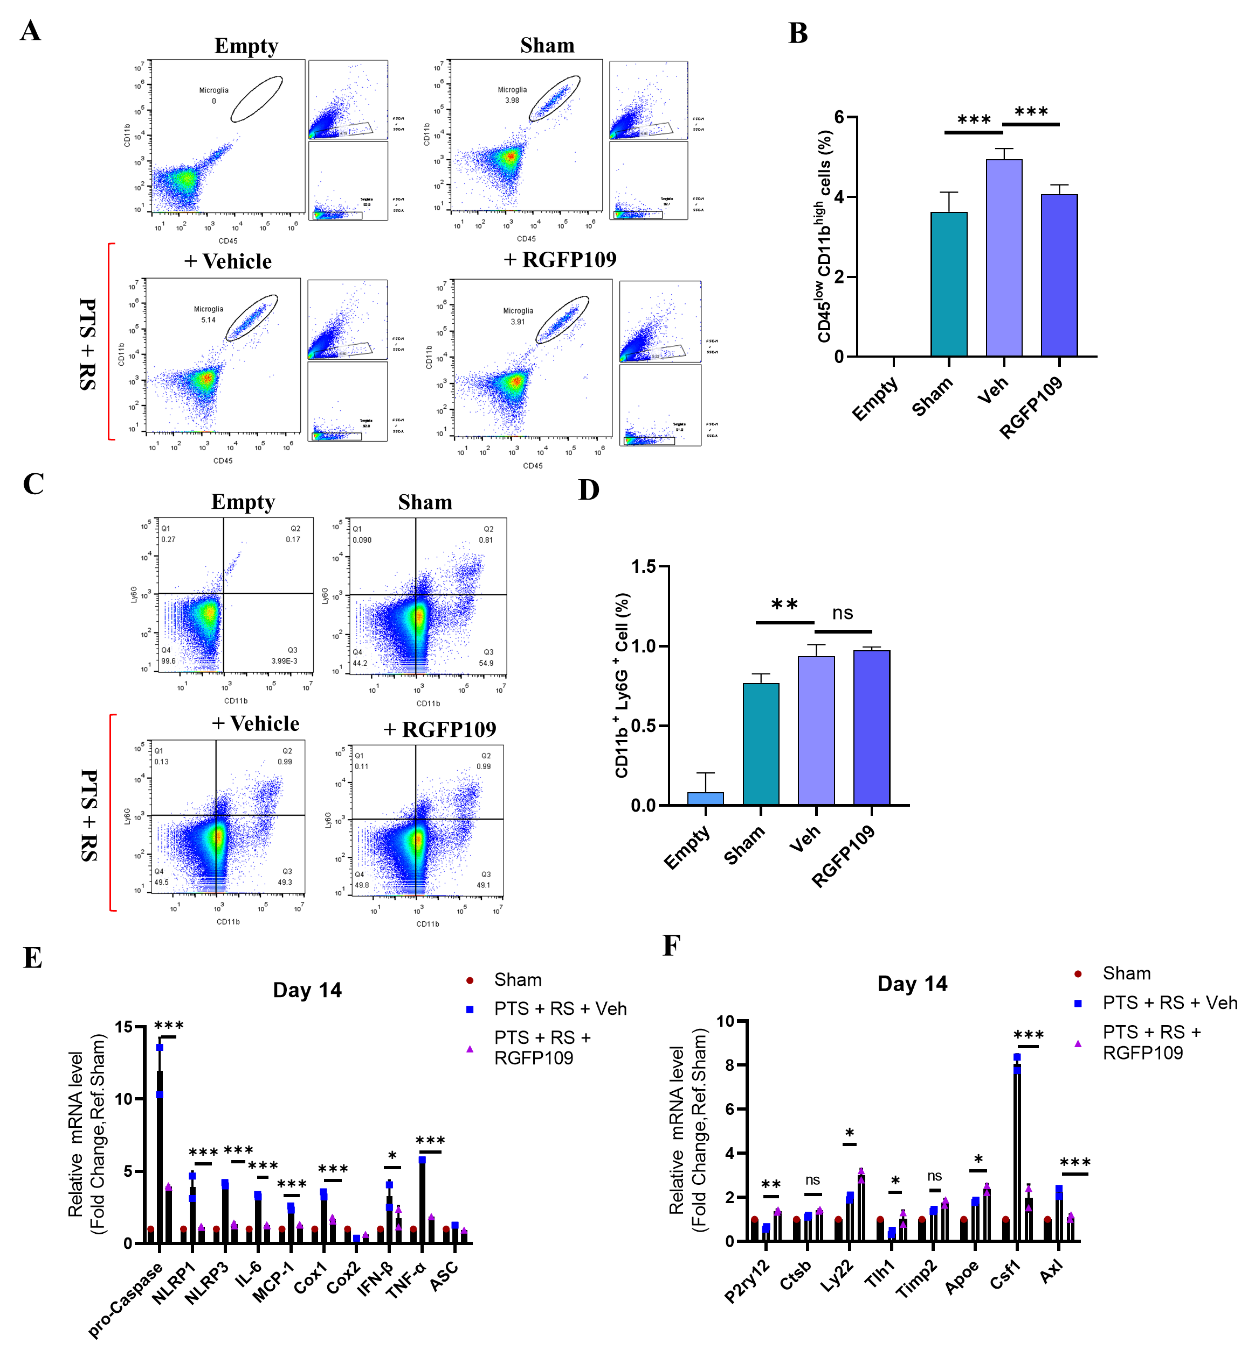

A~B. Flow cytometric analysis of microglia (CD45^low^ CD11b^high^) percentage in empty mice for the negative control, sham, vehicle and RGFP109 groups and corresponding statistical outcomes. C. Flow cytometric analysis of neutrophils (CD11b^+^Ly6G^+^) in the three groups and the corresponding statistical outcomes. E. qRT-PCR outcomes of relative inflammatory factors within the sham, vehicle and RGFP109 PTS + RS groups. F. Disease-associated microglia unique marker genes within the sham, vehicle and RGFP109 + PTS + RS groups. The data mentioned above are presented as the means ± SEM and were analysed by one-way ANOVA with Bonferroni post hoc test or Student’s t-test when comparing 2 groups. (. ns, no significance; *p < 0.05; **p < 0.01; ***p < 0.005.).

**Figure S10. Effect of HDAC3 gene interference and its interacting molecules.**

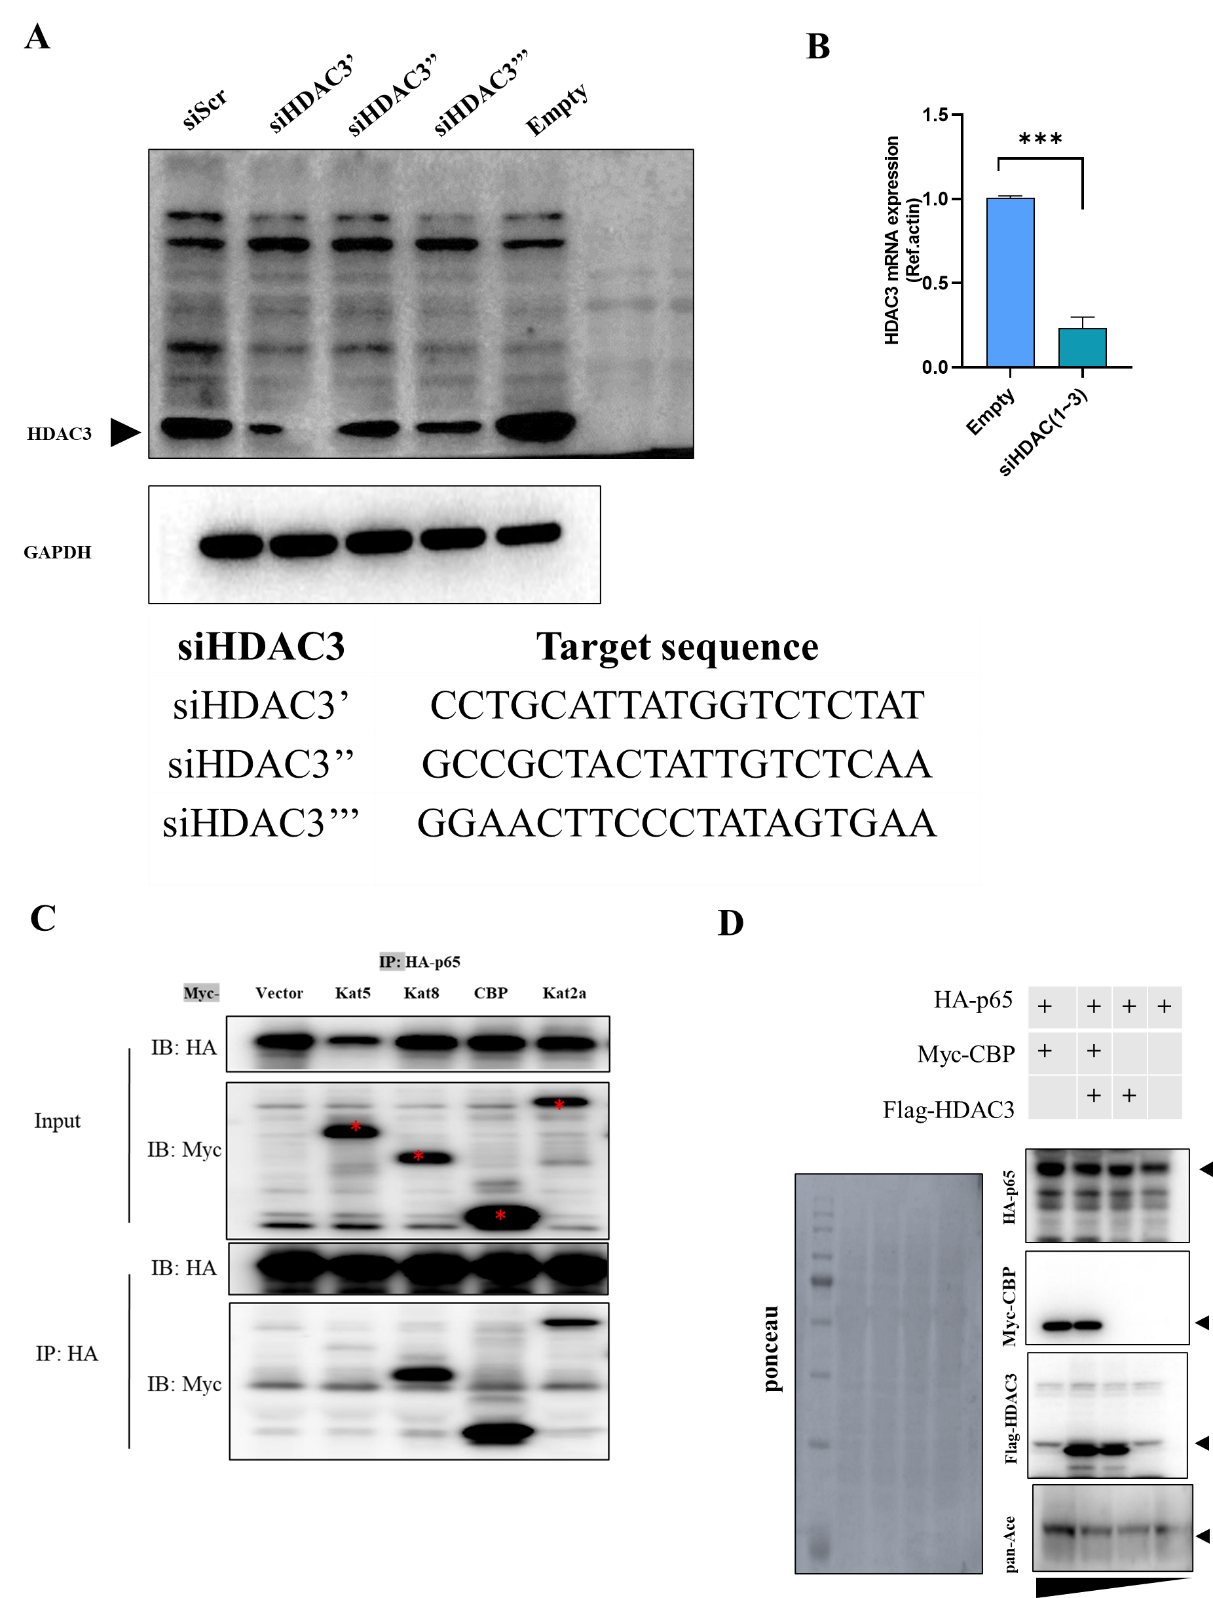

A. Western blots assay: the efficiency of siHDAC3s for the treatment of primary microglia for 48h.B. Q-PCR outcomes of siHDAC3s interference efficiency. C. Co-IP assay of HA-p65 and other acetyltransferases. D. Total acetylation modification detection of HA-p65, overexpressing myc-CBP in HEK293T cells with or without Flag-HDAC3. Data mentioned above represented as means ± SEM and analysed by Student’s t test when comparison of 2 groups (. ns, no significance; *p < 0.05; **p < 0.01; ***p < 0.005.).

**Figure S11. Gamma visual stimulator introduction and intervention program.**

**
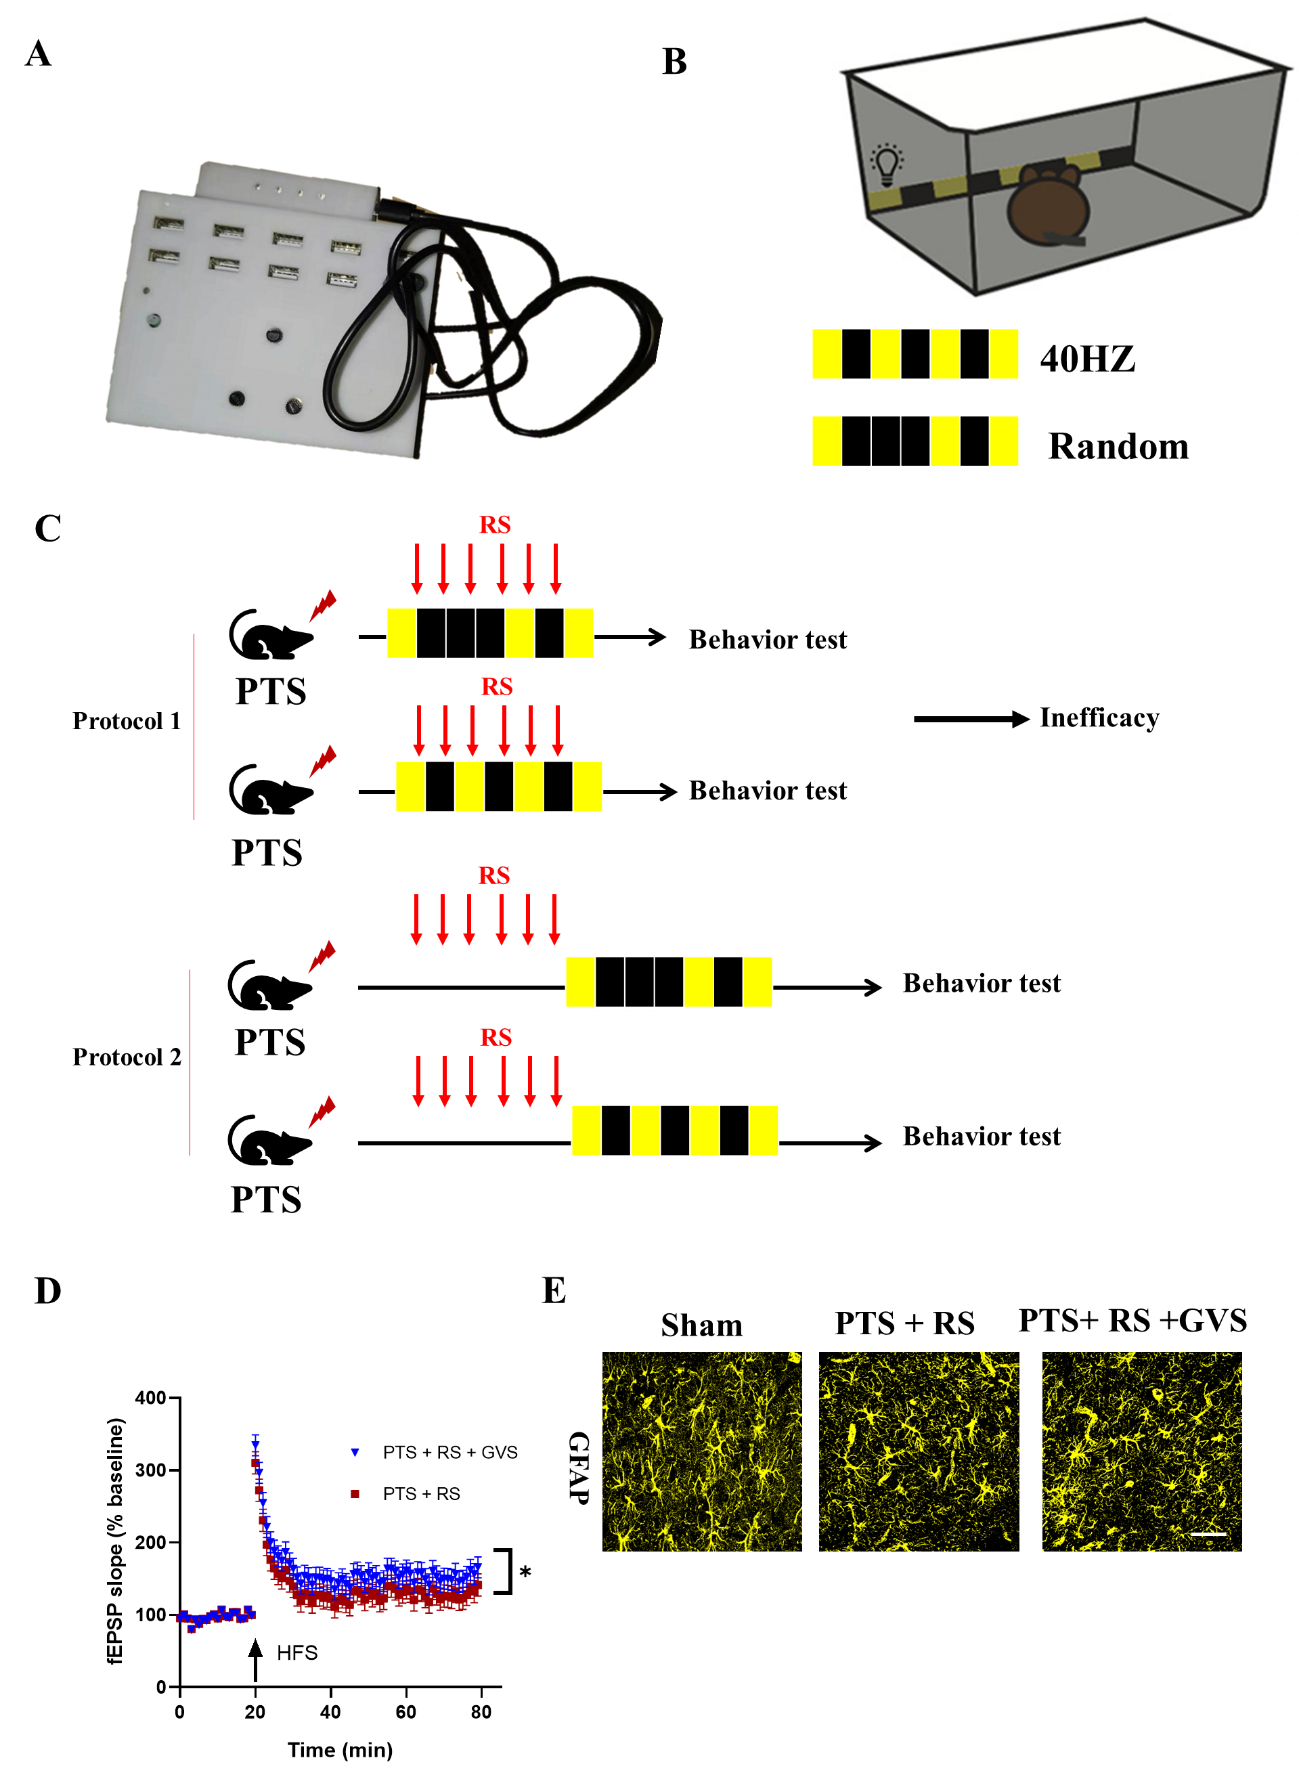
**

A. Example device of gamma flicker stimulation. B. Experimental configuration for presenting visual stimulation. C. 40 Hz visual flicker stimulation protocol. 40 Hz (12.5 ms light on, 12.5 ms light off), or random (light pulses were delivered with a random interval) stimulation for 2 h one day. Protocol No. 1: Mice underwent PTS; RS was fulfilled on the 7^th^ day every day at 9 am~11 am for 21 days, and gamma oscillation (or random visual stimulation) treatment was managed at 18.00 pm~ 20.00 pm simultaneously after the acute period passed. Protocol No. 2: Mice underwent PTS first, and then RS was fulfilled on the 7^th^ day every day at 9 am~11 am for 21 days. Gamma oscillation treatment (or random visual stimulation) was managed at 18.00 pm~ 20.00 pm every day for three weeks after PTS + RS intervention was finished. D. Electrophysiologic detection of LTP on Day 21 between the two groups (N = 3/groups). E. GFAP staining between three groups for astrocyte imaging (Scale bar = 50 µm).

How the deposited data were processed for this re-analysis (not part of the article)

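RNA-seq was analysed in 8 libraries of mouse brain taken on Day 21: 2 of the PTS + RS group, 2 of the RS group, and 2 each of PTS + RS mice given RGFP109 (60 mg/kg) or vehicle. The sample labels give cortex for the PTS + RS and RS libraries. For the RGFP109 and vehicle libraries they give cortex for replicate 1 and amygdala for replicate 2. Fig. S8A brackets its columns in the other order and names no sample, so replicates are called by number.

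By the paper's methods, the authors aligned paired-end reads to GRCm38 with STAR and counted reads per gene with HTSeq, without normalization of these counts. The paper names RefSeq genes, and the deposited tables list genes by Ensembl identifier or symbol. The deposited FPKM values equal the count divided by the gene length and by one factor per library. The authors also deposited a normalized signal, the counts divided by a size factor for each library, as group means and, in the table of the RGFP109 comparison, per library for a block of 38 genes. The 4 per-library columns of this normalized signal for the whole RGFP109 table were not used here. The authors deposited a log2 fold change for each gene, PTS + RS over RS or RGFP109 over vehicle. They deposited a p-value and an adjusted p-value for each gene as well, for which the paper names Limma. For PTS + RS against RS these columns call 396 genes higher and 32 lower. DESeq2 gave 395 and 31 here, and limma-voom gave 315 and 11. The deposited counts are close to those of DESeq2, which argues against limma-voom as run here. S100a5, the 1 gene with a deposited adjusted p under 0.05 between RGFP109 and vehicle, was also the 1 gene called by DESeq2. Other settings of limma were not all tried, so the tool behind the deposited p-values stays uncertain. The deposited log2 fold changes and p-values were used only to count the authors' calls and to compare them with the values computed here.

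The table of PTS + RS and RS lists 54532 genes, of which 30105 have a count in any library. The table of RGFP109 and vehicle lists 28229 genes, all with a count. The second table holds no identifiers, 25 gene symbols had turned into dates in both tables, and 20 symbols occur more than once, so its genes were matched to identifiers of the first table by position, which was checked for all 28229 genes. Of the 54532 identifiers, 54495 are in GENCODE release M21, and 98.33% of these have the same coordinates there. Gene lengths and coordinates are those of the deposited tables, and GC content was computed for 99.9% of the tested genes.

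The counts on genes ranged from 15902013 to 21712033 per library, and mitochondrially encoded genes took between 3.59% and 4.55% of them. Between replicates the counts differed by more than sampling noise, with a correlation of log CPM of 0.982 in the PTS + RS group, 0.990 in the RS group, 0.966 with RGFP109 and 0.943 with vehicle. The spread between replicates therefore limits the precision more than the depth does.

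All computation used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes were filtered with filterByExpr of edgeR at its default settings, which left 17581 genes for PTS + RS against RS and 17565 for RGFP109 against vehicle. Counts were normalized by TMM, and groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the tested genes. The standard error given for a log2 fold change is its size divided by the square root of that test's F statistic. A gene was past the threshold at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. CPM are counts scaled to the normalized library size, and log2 ratios between single libraries used a prior count of 2. Genes with at most 3 counts in both libraries of a group were given a fold as a bound against 3 counts.

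Lists of genes were tested by camera in limma with a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 31 lists in each comparison. Of these, 14 were read by eye from the figures (Fig. 3C, Fig. 3F, Fig. S4A to Fig. S4C, Fig. 5F and Fig. S8A). Some symbols there are blurred and may have been misread, so the membership and counts of these lists are uncertain to that extent. The other 17 lists were written from general knowledge. The latter are markers of microglia, astrocytes, oligodendrocytes, neurons, endothelial cells, neutrophils, olfactory bulb, cerebral cortex, amygdala, choroid plexus and meningeal fibroblasts, and genes of antigen presentation, NOD-like receptor signalling, cytokines and chemokines, leukocyte migration, immediate early response and histone deacetylases. After the first results, 3 lists of 10 genes each, for olfactory bulb, choroid plexus and striatum, were added and fixed before their values were looked at. Adjustment over a list alone used the p-values of that list's tested genes. Within each replicate number, RGFP109 was compared with vehicle without a test, and the median of a list was placed among 10000 random lists of the same size, drawn from genes in the same of 20 classes of mean expression. Genes of a random list were drawn independently, so genes that move together can reach an extreme percentile without an effect of treatment.

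Single genes were named by a fixed rule: the genes the text or figures name for these data, and, in each comparison, the 5 largest rises and the 5 largest falls among genes past the threshold whose libraries do not overlap between the groups. Values of some genes covered by the rule are not given here. The rule, the thresholds, the 31 lists, the tests and all alternatives except those for the ratios within a replicate number were set before the data were examined. The alternatives were DESeq2, limma-voom, limma-trend on log2(FPKM + 1) or log2(FPKM + 0.1), a looser and a stricter filter, other normalizations, mitochondrially encoded genes left out, other thresholds, the replicate number as a block, other set tests, and each library left out in turn.

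The replicate numbers of the PTS + RS and RS libraries are shared by number only. The deviations of the libraries from their group means had a correlation of 0.035 between equal numbers, and no pairing was used. In the RGFP109 comparison the sample labels give equal numbers the same tissue, and this correlation was 0.299. The comparison was left without a block, as set at the start, and the blocked result is one of the alternatives.

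The code was tested on simulated data, with counts drawn from the means, library sizes and spread of the real libraries and 200 genes changed by known folds, 100 of them 4-fold and 100 of them 2-fold. For PTS + RS against RS, edgeR called 129 of the 200, of which 90 were 4-fold and 39 were 2-fold changes. It also called 15 unchanged genes. For RGFP109 against vehicle it called 55, of which 54 were 4-fold and 1 was a 2-fold change, and also 16 unchanged genes. DESeq2 called 121 with 9 false calls and 88 with 66 false calls, in that order. In each case the false calls were a larger share of all calls than the 0.05 aimed at by the adjustment. The median fitted log2 fold change of genes raised by 2 was 2.00 in the first simulation and 2.12 in the second. For a list of 20 genes raised by 0.5, both camera and fry called it in each simulation at p under 0.05. Of 100 lists without a change, camera called 1 in the first simulation and 3 in the second, and fry called 5 and 10. Genes were drawn independently, so the simulated lists carried no correlation between genes. For PTS + RS against RS the estimated correlation of the real lists ran from -0.077 (nitric oxide) to 0.984 (choroid plexus markers), with 0.33 for microglia markers. These simulated calls therefore do not give the error rate of camera for correlated lists.

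Protein, histological, behavioural, imaging and flow cytometry results of the paper are not analysed here, nor are the enrichment analyses of Fig. 3B, Fig. 3D, Fig. 3E, Fig. S4D, Fig. S4E and Fig. S8B and Fig. S8C, whose gene sets were not used here. No library was left out of the comparisons.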

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

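The tests on an effect of RGFP109, on the share of neurons and with random lists were chosen only after the results were seen. The comparisons drawn on here hold 2 libraries per group, and the marker lists were written from general knowledge.

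In the comparison of RGFP109 with vehicle, a strong signal appeared in olfactory bulb markers, genes the paper does not discuss. All 15 tested markers were lower with RGFP109, with a median log2 fold change of -3.09. None was past the threshold, 6 had an unadjusted p under 0.05, and 12 of the 15 were at 1 CPM or more in both groups. The signal came from vehicle replicate 1, where Th was at 184 CPM and Cdhr1 at 534, against at most 2.77 and 8.88 in the other libraries. In the 4 libraries of the other comparison, all from cortex, Th was at no more than 1.23 CPM and Cdhr1 at no more than 10.2. The median lay at percentile 0 of 10000 random lists matched on mean expression, whose middle 95% ran from -0.21 to 0.14. This argues against the normalization or the depth, which would move such lists alike. In a second list of olfactory bulb genes, 7 of 8 tested were highest in vehicle replicate 1, the exception being Cbln4. A candidate explanation is olfactory bulb tissue in that library. Over the 14 markers tested in both comparisons, RGFP109 replicate 1 differed from the mean of the PTS + RS cortex libraries without inhibitor by a median log2 of 0.031, and vehicle replicate 1 by 3.83. The gap between those PTS + RS libraries was 0.15. This argues against a lowering by RGFP109 in cortex, the tissue the labels give for replicate 1. The libraries come from separate experiments. Fig. S8A brackets its first pair of columns as amygdala without naming samples. If that pair is replicate 1, the other experiment holds no amygdala library to set against it. Which tissue was dissected is not recorded beyond the labels.

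Choroid plexus markers gave a signal in the same comparison, in the other direction, with a median of 3.44 and 8 of 9 tested markers higher with RGFP109. None was past the threshold, 3 had an unadjusted p under 0.05, and 4 of the 9 were at 1 CPM or more in both groups. Ttr, the most abundant, was at 1348 CPM in RGFP109 replicate 1 and at no more than 1.88 in the other libraries. In a second list, 5 of 7 tested genes were highest in RGFP109 replicate 1, while Igfbp2 and Slc13a4 were not. Choroid plexus tissue in that library may account for the signal, but 5 of 7 falls short of the 8 of 10 set for it, and the low number of genes keeps it open. An effect of RGFP109 in the tissue of replicate 1 cannot be told apart from it either. Over 9 markers, RGFP109 replicate 1 lay above the mean of the PTS + RS cortex libraries without inhibitor by a median log2 of 1.49, but those libraries differed from each other by 3.28. The ratios within a replicate number went opposite ways, 4.83 in replicate 1 and -0.39 in replicate 2, and this difference was not tested.

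In the comparison of PTS + RS with RS, choroid plexus markers, again outside what the paper discusses, had a median of -1.81. All 10 were lower in the PTS + RS group with both groups apart, against 33.3% by chance and 50.2% of all tested genes in this comparison, in either direction. The estimated correlation between the 10 was 0.984, so they do not count as separate evidence. None was past the threshold and 4 had an unadjusted p under 0.05. One of the 10, Kl, is also drawn in Fig. S4B, and all 10 were at 1 CPM or more in both groups. The median was -4.36 without PTS + RS replicate 1, -0.84 without PTS + RS replicate 2 and -3.08 without RS replicate 1. Ttr was at 1455 and 14.5 CPM in PTS + RS replicates 1 and 2 and at 1610 and 3359 in RS replicates 1 and 2. In a second list of 10 genes, the gap between the PTS + RS libraries was 3.37, more than the group difference of -2.35, and that between the RS libraries was -0.80. Choroid plexus taken up unevenly with the cortex is a candidate explanation. An effect of the stroke cannot be told apart from it, since the median stayed at -0.84 without the lowest library and 2 libraries per group do not separate them.

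The paper reports staining of c-Fos in neurons of the amygdala, but no transcripts of immediate early genes in cortex. These genes had a median of -0.68 in the PTS + RS group. All 10 were lower, 9 with both groups apart, against 33.3% by chance and 50.2% of all tested genes, and the estimated correlation between them was 0.681. Egr1 and Nr4a1, at -0.78 and -0.75, had adjusted p of 0.0094 and 0.040 from edgeR's quasi-likelihood test. None was past the fold limit, and 7 had an unadjusted p under 0.05. The median was -0.42 without PTS + RS replicate 1. The 12 neuron markers had a median of -0.071 (0.042 without PTS + RS replicate 1) and went both ways, from -0.29 to 0.077. None fell as far as the median of the immediate early genes. This argues against a lower share of neurons as the whole cause, for the neurons these markers cover. The sign of so small a median does not tell whether that share changed. After the trend with gene length and GC content was subtracted the median was -0.63, which argues against that trend as the whole cause. The median of the list lay at percentile 0 of 10000 random lists matched on mean expression, whose middle 95% ran from -0.15 to 0.17, which argues against the normalization. Lower neuronal activity in the damaged cortex may explain this, a hypothesis found and tested on the same data. Time of day, handling and time to dissection are not recorded and stay open.

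Between RGFP109 and vehicle, further lists moved opposite ways in the 2 replicate numbers. Immediate early genes had a median log2 ratio of -1.34 in replicate 1 and 0.17 in replicate 2, and meningeal fibroblast markers one of 0.31 and -0.24. These differences were not tested, since each replicate number holds 1 library per treatment. In a list of 10 striatum genes, 10 were higher in replicate 2 than in replicate 1 under both treatments, with medians of 2.66 with RGFP109 and 2.76 with vehicle, so that another brain region sampled is a possible explanation for differences between the replicate numbers. The label of amygdala for replicate 2 names such a region. Taking log2 CPM relative to each gene's mean, amygdala markers had medians of -0.59 and 0.44 in RGFP109 replicates 1 and 2. With vehicle they were -1.33 and 0.74, which goes with that label. Cerebral cortex markers had medians of -0.012 and 0.57 with RGFP109 and -0.96 and 0.40 with vehicle. These were lower in replicate 1, labelled cortex, which goes against the labels, so the region stays open.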

How the results depend on the processing

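The alternatives for the ratios within a replicate number were chosen after seeing the data, and no tests were run on those ratios. For each result below that changed, the cause was not tested unless it is named. With 1 library left out, a group holds 1 library, so only values without a test are given.

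Between PTS + RS and RS, 373 genes were higher and 16 lower past the threshold. No filter on counts gave 604 and 155, with 30105 genes tested. The stricter adjusted p under 0.01 gave 204 and 6. Dropping the fold limit gave 103 lower genes, while the higher genes stayed within 1.5 times 373. DESeq2 gave 395 and 31, and the replicate number as a block gave 443 and 32. Limma-trend gave 6 and 0 on log2(FPKM + 1), 32 and 1 (Pcp4) on log2(FPKM + 0.1), and 150 and 14 with a mean FPKM of at least 1. In edgeR's test 1811 genes were higher and 1328 lower at an unadjusted p under 0.05. The remaining alternatives, a minimum of 10 counts, other normalizations, no mitochondrially encoded genes and limma-voom, stayed between 295 and 375 higher and between 11 and 17 lower. Of the 389 genes, 369 were also called by DESeq2, 324 by limma-voom and 386 with the block. In the alternatives with an adjusted p that called genes both ways, at least 79.6% of them were higher.

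For the gene lists of this comparison, the direction of each list of Fig. 3C, Fig. 3F and Fig. S4A to Fig. S4C and of the microglia, antigen presentation, NOD-like receptor, cytokine and leukocyte lists was the same under all 11 alternatives in processing. With the correlation estimated from the libraries, none was past the threshold, at unchanged medians of 2.45 (common microglial genes), 0.253 (active and proliferative), 1.74 (inflammatory and interferon-responsive), 1.51 (activated), 0.083 (prostaglandin genes), 0.145 (nitric oxide), -0.206 (electron transport), 2.13 (microglia markers), 0.983 (antigen presentation), 1.06 (NOD-like receptor), 1.94 (cytokines) and 1.40 (leukocyte migration). This alternative differs from the others in the correlation alone, and its adjusted p from camera were between 0.107 and 0.51 for these lists. On log2(FPKM + 1) and log2(FPKM + 0.1) the medians were 0.895 and 1.22 (inflammatory and interferon-responsive), 1.17 and 1.44 (activated), 1.58 and 2.07 (microglia markers), 0.60 and 0.932 (antigen presentation), 0.444 and 0.863 (NOD-like receptor), 0.285 and 1.22 (cytokines) and 0.468 and 1.03 (leukocyte migration). Under fry the inflammatory and interferon-responsive, activated, prostaglandin, nitric oxide, electron transport, antigen presentation, NOD-like receptor and cytokine lists were not past the threshold either. The prostaglandin genes of Fig. 3F were also short of it with the replicate number as a block (0.072), on log2(FPKM + 1) (0.019) and on log2(FPKM + 0.1) (0.025). Over all alternatives the adjusted p of this list was between 0.014 and 0.51 in camera and fry.

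Leaving out 1 library at a time gave medians from 2.30 to 2.57 for the common, 0.211 to 0.292 for the active and proliferative, 1.24 to 2.00 for the inflammatory and interferon-responsive and 1.24 to 1.90 for the activated microglia genes of Fig. 3C. They ran from -0.283 to -0.164 for electron transport, 1.93 to 2.22 for microglia markers, 0.882 to 1.41 for the NOD-like receptor genes, 1.43 to 2.20 for cytokines and 1.28 to 1.69 for leukocyte migration. For oxidative stress and redox genes they ran from -0.17 without PTS + RS replicate 1 to 0.181 without PTS + RS replicate 2, and for neuron markers from -0.12 to 0.042, the latter without PTS + RS replicate 1.

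Between RGFP109 and vehicle, 0 genes were past the threshold in either direction with edgeR, with every filter and normalization, limma-voom, limma-trend and the block. DESeq2 gave 0 higher and 1 lower, S100a5, and the unadjusted p under 0.05 gave 88 higher and 118 lower. The counts at the unadjusted p are together fewer than chance alone would give over 17565 genes. With the replicate number as a block, 2 lists of Fig. S8A came past the threshold: active and proliferative microglia at -0.008, with adjusted p over the alternatives between 0.047 and 0.88, and axon tract-associated microglia at -0.166, between 0.0042 and 0.88, in camera and fry. The block changed no call on the list of Fig. 5F or on the other lists of Fig. S8A. The median of the active and proliferative genes was 0.002 on both log2(FPKM + 1) and log2(FPKM + 0.1). The inflammatory and interferon-responsive genes were short of the threshold under fry and with the estimated correlation (-0.556), with at least 10 counts (-0.379) and on log2(FPKM + 0.1) (-0.568). The median of the microglia markers was near 0, and it was 0.033 with the block, 0.043 on log2(FPKM + 1) and 0.047 on log2(FPKM + 0.1).

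Leaving out 1 library of this comparison leaves the tissues of the labels unbalanced between the treatments, so these values mix tissue with treatment. It gave medians from -0.126 to -0.062 for the prostaglandin genes of Fig. 5F. In Fig. S8A they ran from -0.196 without vehicle replicate 1 to 0.151 without vehicle replicate 2 for active and proliferative, from -0.205 to 0.589 for common expressing and from -0.638 to -0.2 for inflammatory and interferon-responsive genes. Choroid plexus markers ran from -0.222 without RGFP109 replicate 1 to 4.16. Among single genes, Hdac3 ran from -0.075 without RGFP109 replicate 1 to 0.189, Hpgds from -0.274 without RGFP109 replicate 2 to 0.551, Cd68 from -1.10 to 0.975 without vehicle replicate 2, Cst7 from -2.56 without RGFP109 replicate 2 to 2.23, and Ptges2 from -0.135 to 0.102 without vehicle replicate 2. Cst7 was also lower with limma-voom (-0.178) and on log2(FPKM + 0.1) (-0.206), and Ptges3 with library size (-0.026).

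Within replicate 2, the median ratio of the activated microglia genes was -0.328 without a filter and -0.312 on log2(FPKM + 0.1), against -0.134. Results on other lists and on single genes changed in these numbers of cases over all alternatives: 118 weaker, 8 stronger, 88 moved and 13 reversed, against 863 without a change. The depth limits genes with few counts, such as Pla2g4c and Ptger2 at 3 to 24 counts, whose log2 fold changes have standard errors of 0.669 and 0.719.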

Differences from the paper's values

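The comparison with the repeated column was chosen only after the result was seen. No tests of causes are given in this part.

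For downregulated genes in the PTS + RS group, the value was 16 against the paper's 32. Of the alternatives set before the data were examined, DESeq2 gave 31 and the replicate number as a block gave 32, both within 1.5 times the paper's value. The others did not: no filter on counts (155), at least 10 counts in every library (13), size factors of DESeq2 in edgeR (16), upper quartile (17), library size (17), mitochondrially encoded genes left out (16), limma-voom (11), limma-trend on log2(FPKM + 1) (0), on log2(FPKM + 0.1) (1, Pcp4) and with a mean FPKM of at least 1 (14), an adjusted p under 0.01 (6), and no fold limit (103). At an unadjusted p under 0.05, edgeR's test gave 1328 lower genes.

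For sequencing depth per library, the mean count on genes was 17.7 M against the paper's 55 M reads. The alternatives do not bear on this value, and the scales differ, one being counts on genes and the other reads.

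For upregulated genes the 373 found here lie within 1.5 times the paper's 396, while the count without a filter (604), with an adjusted p under 0.01 (204), and with limma-trend on log2(FPKM + 1) (6), on log2(FPKM + 0.1) (32) or with a mean FPKM of at least 1 (150) do not. The deposited columns of the authors give 396 and 32, of which 427 genes were tested here, 369 were called in both, 58 in the authors' columns only and 20 here only.

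The paper states that genes of the prostaglandin synthesis pathway were strongly changed in the PTS + RS group. Here 3 of the 28 genes tested were past the threshold and the median log2 fold change was 0.083.

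The paper states that active and proliferative microglia genes rose. Here 4 of 7 were higher and 3 of 7 were past the threshold, while Mif, Ldha and Tpi1 were lower.

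The paper states that mitochondrial electron transport was impaired. Here 12 of 15 genes were lower, by a median of -0.21, and 0 were past the threshold, with 7 at an unadjusted p under 0.05.

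The paper states that prostaglandin genes fell broadly with RGFP109. Here 17 of 27 were lower, with a median log2 fold change of -0.10, and 0 were past the threshold, with 2, Pla2g4c and Ptger2, at an unadjusted p under 0.05. Over all genes, DESeq2 called 1 gene lower, S100a5, which is also the 1 gene with an adjusted p under 0.05 in the authors' deposited columns.

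The paper states that inflammatory and interferon-responsive microglia were repressed in both tissues with RGFP109. Here 5 of 5 genes were lower in replicate 1 and 3 of 5 in replicate 2, where Oasl2 and Rtp4 were higher.

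The paper states that activated microglia were suppressed in the amygdala. In replicate 2, labelled amygdala, 11 of 15 genes were lower, and in replicate 1, which Fig. S8A's order would make the amygdala, 8 of 15 were lower.

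The paper states that axon tract-associated and active and proliferative microglia were active in the infarcted cortex. In replicate 1, labelled cortex, 2 of 4 and 2 of 6 genes were lower with RGFP109, and in replicate 2 it was 4 of 4 and 6 of 6.

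In the block of normalized values deposited for the 38 genes of Fig. S8A, the second vehicle column equals the first in all 38. Against this repeated column, replicate 2 had 0 of 4 axon tract-associated genes and 5 of 18 activated microglia genes lower with RGFP109, and against the counts of its own vehicle library 4 of 4 and 14 of 18.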

Other observations

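The tests on the loss of neurons, on the spread between replicates and on the repeated column were chosen only after the results were seen. The tests with second lists used genes fixed before their values were looked at.

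The rise of microglia markers in the PTS + RS group was tested against other sources. A loss of neurons would raise the markers of other cell types alike, but the highest median among astrocyte, oligodendrocyte and endothelial markers was 0.26 against 2.13. After the trend with gene length and GC content was subtracted the median was 2.04. More cells with the same transcripts in each would raise all markers by one factor, but 14 of 25 markers lay more than 2 standard errors from the median of the list. The log2 fold changes ran from 0.845 to 3.256. These standard errors derive from the test against 0, so the count of 14 is approximate. It does not exclude myeloid cell types that changed in number by different factors. A change in number together with a change in state of microglia or other myeloid cells may explain these values, a hypothesis found and tested on the same data. Neutrophil markers say little, since 1 of 12 was tested (median 0.17).

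Short transcripts may be under-represented in the PTS + RS libraries. The 16 genes called lower had a median length of 912.5 bases against 3931 for tested genes, and 5 of the 16 were processed pseudogenes against 2.9% of tested genes (p = 6.7e-05, Fisher's exact test on the called genes). The shortest 10% of protein-coding genes, 1475 genes, had a median log2 fold change of -0.049 and the longest of 0.013. So small a shift cannot be told apart from a change in the short genes themselves, since no library was made again from the same tissue. For the electron transport genes of Fig. S4C, the median of -0.21 was at percentile 0.9 of 10000 random lists matched on length and expression, and at percentile 0.64 with GC content in place of length. The study chose this list on the same libraries, and the random lists were not chosen that way. A low percentile can come from that choice alone, so these percentiles do not decide whether length or GC content is the cause.

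The absence of genes past the threshold between RGFP109 and vehicle was examined in simulated counts with the measured spread. Of 100 simulated 2-fold changes 1 was called, so that the spread between the replicates could hide changes of this size. Of 100 simulated 4-fold changes 54 were called, so that many such changes would not all be missed at the simulated spread. In the real libraries, large changes that came from 1 library were missed. The 15 olfactory bulb markers, with a median log2 fold change of -3.09, and the 9 choroid plexus markers, with 3.44, held 0 calls. The absence of calls does not rule out changes of 4-fold or more. At an unadjusted p under 0.05, 88 genes were higher and 118 lower, fewer together than chance alone would give over 17565 genes.

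In the deposited block of 38 genes for Fig. S8A, the second vehicle column repeats the first. The vehicle libraries themselves give equal values in 0 of the 38 genes, which argues against equal values in the libraries as the source. Against the repeated column, the median log2 ratio in replicate 2 was 0.20 for active and proliferative, 0.90 for axon tract-associated, 0.63 for common expressing, 0.52 for activated and -0.17 for inflammatory and interferon-responsive genes. Against the counts of its own vehicle library these were -0.15, -0.54, 0.032, -0.26 and -0.14.

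The supplementary sheet of genes for the RGFP109 comparison lists 537 genes, and the deposited unadjusted p-values are under 0.05 in 188 higher and 349 lower genes. Of the 537, 443 were tested here, and 332 had both groups apart, against 33.3% by chance and 26.6% of all tested genes, in a sheet picked by p-value. Among the 443, 217 were highest by at least 2-fold in vehicle replicate 1 and 89 in RGFP109 replicate 1, against 9 in vehicle replicate 2 and 2 in RGFP109 replicate 2. Among all 17565 tested genes these numbers were 558, 226, 68 and 18.

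Among transcription factors named for Fig. 3E, Spi1 had a log2 fold change of 2.23 (standard error 0.311, adjusted p = 0.012, edgeR's quasi-likelihood test) between PTS + RS and RS. The values were 0.53 for Nfkb1 (adjusted p = 0.054, same edgeR test), 0.21 for Rela and 0.029 for Jun (-0.003 without RS replicate 1). The transcript of Hdac3 was at 76.0 CPM in the PTS + RS and 73.7 in the RS group, with a log2 fold change of 0.044 (-0.046 without PTS + RS replicate 2). With RGFP109 it was at 82.4 CPM against 78.8 with vehicle, with 0.063 (-0.075 without RGFP109 replicate 1). Among 11 histone deacetylases the median was 0.019 between PTS + RS and RS. Of these, 1, Hdac11, named after its values were seen, had an adjusted p under 0.05 in edgeR's test, at -0.38. With RGFP109 the median of these genes was -0.096. Between RGFP109 and vehicle, Ptgs1 had a log2 fold change of 0.19 (from -0.14 without vehicle replicate 1 to 0.60 without vehicle replicate 2) and ratios of 0.50 and -0.044 within replicates 1 and 2. Ptgs2 had one of 0.79 (from 0.092 to 2.10, without the same libraries) and ratios of 1.89 and 0.30. Ptges2 had one of -0.021 (0.10 without vehicle replicate 2) and Ptges3 of 0.028.

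Further lists in the comparison of PTS + RS with RS had medians of 0.039 (olfactory bulb), 0.013 (cerebral cortex), 0.059 (amygdala) and -0.22 (meningeal fibroblasts). Between RGFP109 and vehicle the medians were -0.011 (microglia), -0.018 (astrocytes), -0.076 (oligodendrocytes), 0.11 (neurons), 0.030 (endothelial cells), 0.062 (neutrophils, 2 tested), -0.048 (NOD-like receptor genes), -0.47 (cytokines), 0.16 (leukocyte migration) and -0.16 (amygdala). Antigen presentation genes had a median of -0.29, with 17 of 19 lower and an adjusted p of 0.010 from camera, a call that did not hold under fry. That median was -0.70 without RGFP109 replicate 2 and -0.095 without vehicle replicate 2, and leaving out a library in this comparison mixes tissue with treatment. Within replicate 1 the median log2 ratio was -0.32 (15 of 19 lower, percentile 2.38 of 10000 random lists), and within replicate 2 it was -0.31 (16 of 19 lower, percentile 0.03). Cerebral cortex markers had one of 0.33 (-0.23 without vehicle replicate 1) and immediate early genes one of -0.42 (0.08 without RGFP109 replicate 1), both with an adjusted p of 0.010 from camera that did not hold under fry. The microglia markers ran from -0.44 without RGFP109 replicate 2 to 0.56 without vehicle replicate 2. Within replicate 1 their median log2 ratio was 0.22 (21 of 25 higher, percentile 99.0), and within replicate 2 it was -0.073 (16 of 25 lower, percentile 15.0). The cytokines had 0.005 in replicate 1 (percentile 53.1) and -0.63 in replicate 2 (6 of 9 lower, percentile 0.02). For cerebral cortex these values were 0.83 (percentile 100) and 0.046 (77.5), and for amygdala -0.038 (55.8) and -0.29 (0.1). Whether the replicates differ was not tested.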
